# Spatially distinct epithelial and mesenchymal cell subsets along progressive lineage restriction in the branching embryonic mammary gland

**DOI:** 10.1038/s44318-024-00115-3

**Published:** 2024-05-17

**Authors:** Claudia Carabaña, Wenjie Sun, Camila Veludo Ramos, Mathilde Huyghe, Meghan Perkins, Aurélien Maillot, Robin Journot, Fatima Hartani, Marisa M Faraldo, Bethan Lloyd-Lewis, Silvia Fre

**Keywords:** Mammary Stem Cells, Fate Specification, scRNA-seq, Branching Morphogenesis, Embryonic Explants, Development, Methods & Resources, Stem Cells & Regenerative Medicine

## Abstract

How cells coordinate morphogenetic cues and fate specification during development remains a fundamental question in organogenesis. The mammary gland arises from multipotent stem cells (MaSCs), which are progressively replaced by unipotent progenitors by birth. However, the lack of specific markers for early fate specification has prevented the delineation of the features and spatial localization of MaSC-derived lineage-committed progenitors. Here, using single-cell RNA sequencing from E13.5 to birth, we produced an atlas of matched mouse mammary epithelium and mesenchyme and reconstructed the differentiation trajectories of MaSCs toward basal and luminal fate. We show that murine MaSCs exhibit lineage commitment just prior to the first sprouting events of mammary branching morphogenesis at E15.5. We identify early molecular markers for committed and multipotent MaSCs and define their spatial distribution within the developing tissue. Furthermore, we show that the mammary embryonic mesenchyme is composed of two spatially restricted cell populations, and that dermal mesenchyme-produced FGF10 is essential for embryonic mammary branching morphogenesis. Altogether, our data elucidate the spatiotemporal signals underlying lineage specification of multipotent MaSCs, and uncover the signals from mesenchymal cells that guide mammary branching morphogenesis.

## Synopsis

The timing of lineage specification during mammary gland morphogenesis remains debated. Here, combined single-cell sequencing and ex vivo imaging reveal the earliest cell fate markers and mesenchymal cues instructing mouse embryonic mammary branching.

- Single-cell RNA-sequencing across embryonic mammary development from E13.5 to birth shows distinct lineage-committed and undifferentiated hybrid embryonic mammary progenitors.
- Newly identified early fate decision markers indicate that luminal and basal progenitors are spatially segregated at E15.5, before branching morphogenesis starts.
- The embryonic mammary stroma is composed of two regionalized and molecularly distinct mesenchymal cell populations.
- FGF10 produced by the dermal mesenchyme is essential for embryonic mammary branching.

## Abstract (web summary)

A longitudinal single-cell transcriptome atlas uncovers earliest cell-fate markers and mesenchymal cues instructing mouse mammary gland development.

## Introduction

To generate functional organs, cell fate acquisition, and multicellular morphogenetic events must be tightly coordinated. Accordingly, lineage commitment encompasses a progressive differentiation process dictated by transcriptional and mechanical changes to drive the formation of specialist tissues of complex shapes and functions (Chan et al, 2017). The development of the branched mammary gland (MG) is a case in point, being initially formed from multipotent embryonic mammary stem cells (MaSCs) which reorganize through individual and collective movements during branching morphogenesis until committing to specific luminal and basal lineages at birth. Subsequently, unipotent progenitors drive adult homeostasis (van Amerongen et al, 2012; Blaas et al, 2016; Davis et al, 2016; van Keymeulen et al, 2011; Lilja et al, 2018; Lloyd-Lewis et al, 2018; Prater et al, 2014; Scheele et al, 2017; Wuidart et al, 2016, 2018). The embryonic mammary gland, therefore, represents a powerful tissue paradigm to study the integration of stem cell fate specification with tissue morphogenesis.

Mouse mammary gland development begins at embryonic day (E) 10 with the formation of bilateral milk lines, followed by the asynchronous appearance of five pairs of epithelial placodes positioned symmetrically at each side of the embryo (Mailleux et al, 2002; Veltmaat et al, 2004). By E13, these placodes invaginate into the underlying mesenchyme to give rise to mammary buds. At around E15.5, the epithelium undergoes the first sprouting events to invade the underlying fat pad precursor, triggering branching morphogenesis and the formation of a small rudimentary ductal tree by birth (reviewed in (Watson and Khaled, 2020)). The adult mammary ductal network is composed of a bi-layered epithelium comprising two main cell types: an outer layer of myoepithelial or basal cells (BCs), in contact with the basement membrane (BM), and an inner layer of polarized cuboidal luminal cells (LCs), facing the ductal lumen. At puberty, luminal cells can be further subdivided in two populations, depending on their expression of the hormone receptors Estrogen-α (ERα) and Progesterone (PR), termed mature luminal (ML) cells (ERα^+^/PR^+^) and luminal progenitor (LP) cells (ERα^−^/PR^−^).

Previous lineage-tracing studies using neutral or gene-specific promoters suggested that embryonic/fetal MaSCs may become biased toward a luminal or basal fate prior to birth (van Amerongen et al, 2012; Blaas et al, 2016; Elias et al, 2017; Lilja et al, 2018; Lloyd-Lewis et al, 2018; Wuidart et al, 2018). Our recent work suggested that this lineage bias occurs progressively within a narrow developmental window around embryonic day E15.5, a surprisingly early time in mammogenesis (Lilja et al, 2018). Strikingly, this bias towards luminal and basal cell fates coincides with the remarkable epithelial remodeling that occurs during the first embryonic mammary branching event. Yet, the precise timing of lineage specification during this crucial stage of mammary gland morphogenesis remains unclear, hampered by the lack of specific markers for early fate specification.

It is now well-established that cell fate-specific changes in gene expression can modify the properties of growing tissue and affect its morphogenesis and patterning. In the mammary epithelium, recent studies performed single-cell RNA sequencing (scRNA-seq) analysis at distinct stages of mammary embryonic development and proposed a model whereby multipotent MaSCs drive the earliest stages of mammogenesis. These studies identified subsets of embryonic mammary cells characterized by “hybrid” transcriptional signatures and harboring concomitant expression of luminal and basal genes (Giraddi et al, 2018; Wuidart et al, 2018). In contrast, alternative scRNA-seq studies suggested that only Mammary Epithelial Cells (MECs) with basal characteristics are present in the embryonic gland, and that these bipotent progenitors generate mammary luminal cells postnatally (Pal et al, 2021). Recent single nucleus Assay for Transposase Accessible Chromatin sequencing (snATAC-seq) analyses, however, revealed that MECs at E18.5 exhibit either a basal-like or luminal-like chromatin accessibility profile, suggesting the potential priming of these cells to a lineage-restricted state prior to birth (Chung et al, 2019).

Given these uncertainties, we sought to further define the potency of mammary stem cells and the timing of fate acquisition with spatiotemporal resolution during embryonic mammary morphogenesis, by coupling in vivo single-cell transcriptional mapping at different developmental timescales with ex vivo live imaging of mammary embryonic cell dynamics and fate acquisition during branching morphogenesis. This enabled us to finely dissect the heterogeneity of the mammary gland epithelium throughout embryonic development and define the transcriptional programs orchestrating the progressive lineage restriction of multipotent MaSCs to unipotent progenitors. Importantly, our integrative approach prospectively identified new early markers for commitment toward specific mammary lineages and provided fundamental insights into the position and molecular signatures of resident mammary embryonic mesenchymal cells that communicate with epithelial cells to direct branching morphogenesis and influence cell fate decisions.

## Results

### Lineage restriction is a progressive developmental process

How changes in mammary tissue architecture translate into differential gene expression patterns that are characteristic of specific lineages during development remains unknown in many tissue contexts. To address this in the MG, we performed scRNA-seq analysis of mouse embryonic mammary tissues at four developmental times spanning mammary bud invagination (E13.5), initial sprouting events at the presumptive onset of lineage segregation (E14.5 and E15.5) (Lilja et al, 2018) and postnatal branching morphogenesis (at birth or postnatal day 0, P0) (Fig. 1A). At each timepoint, we microdissected mammary buds from female mouse embryos (pooling tissues from 7 to 12 embryos isolated from different pregnant dams) and isolated mammary epithelial (EpCAM^+^) and stromal (EpCAM^−^) cells by FACS for scRNA-seq using the 10x Chromium platform. 

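The authors deposited 1 table of UMI counts per stage (unique molecular identifiers, the number of distinct transcripts counted for each gene and cell barcode), without normalization. Each stage has 1 library, so no value has a replicate and the stage cannot be told apart from its library. The tables hold 981 barcodes at E13.5, 807 at E14.5, 2642 at E15.5 and 1466 at P0, each with at least 500 UMIs. With the paper's filter (at least 5000 UMIs and at most 6% mitochondrial UMIs), 235 cells were kept at E13.5, 24.0% of the barcodes (exact 95% binomial interval 21.3 to 26.8). At E14.5, 76 cells were kept (9.4%, 7.5 to 11.6), at E15.5 816 (30.9%, 29.1 to 32.7) and at P0 503 (34.3%, 31.9 to 36.8). At E14.5 and E15.5 a mitochondrial maximum of 10% moved these numbers most, to 97 and 1016 cells, and at E13.5 and P0 a UMI minimum of 3000 did, to 245 and 548. The median depth of the kept cells was 17908 UMIs at E13.5, 25207 at E14.5, 24646 at E15.5 and 9226 at P0. Xist, which is transcribed from the inactive X chromosome, had UMIs in 234, 74, 805 and 489 of these cells, and Y-linked genes had 1, 1, 3 and 1 UMIs in all. The level of a gene in a group of cells was its summed UMIs over all UMIs of those cells, scaled as usual to CPM, and the range in parentheses after a level, share or fold is its exact 95% interval (Poisson for levels, conditional binomial for folds, binomial for shares), which covers counting error only. No test was made, since cells of 1 library are not replicates. The gene lists of the 4 tables have 30406 Ensembl identifiers in common, with 647 more listed at E15.5 only and 1879 at the other stages only. Of these shared identifiers, 597 carry another symbol at E15.5, so genes were matched between stages by identifier. Coordinates are those of GENCODE M21 on GRCm38.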

Basal and luminal subpopulations are indistinguishable in embryonic mammary glands using the EpCAM and CD49f gating strategies routinely applied to adult tissues (Fig. EV1A).

**Figure 1:**
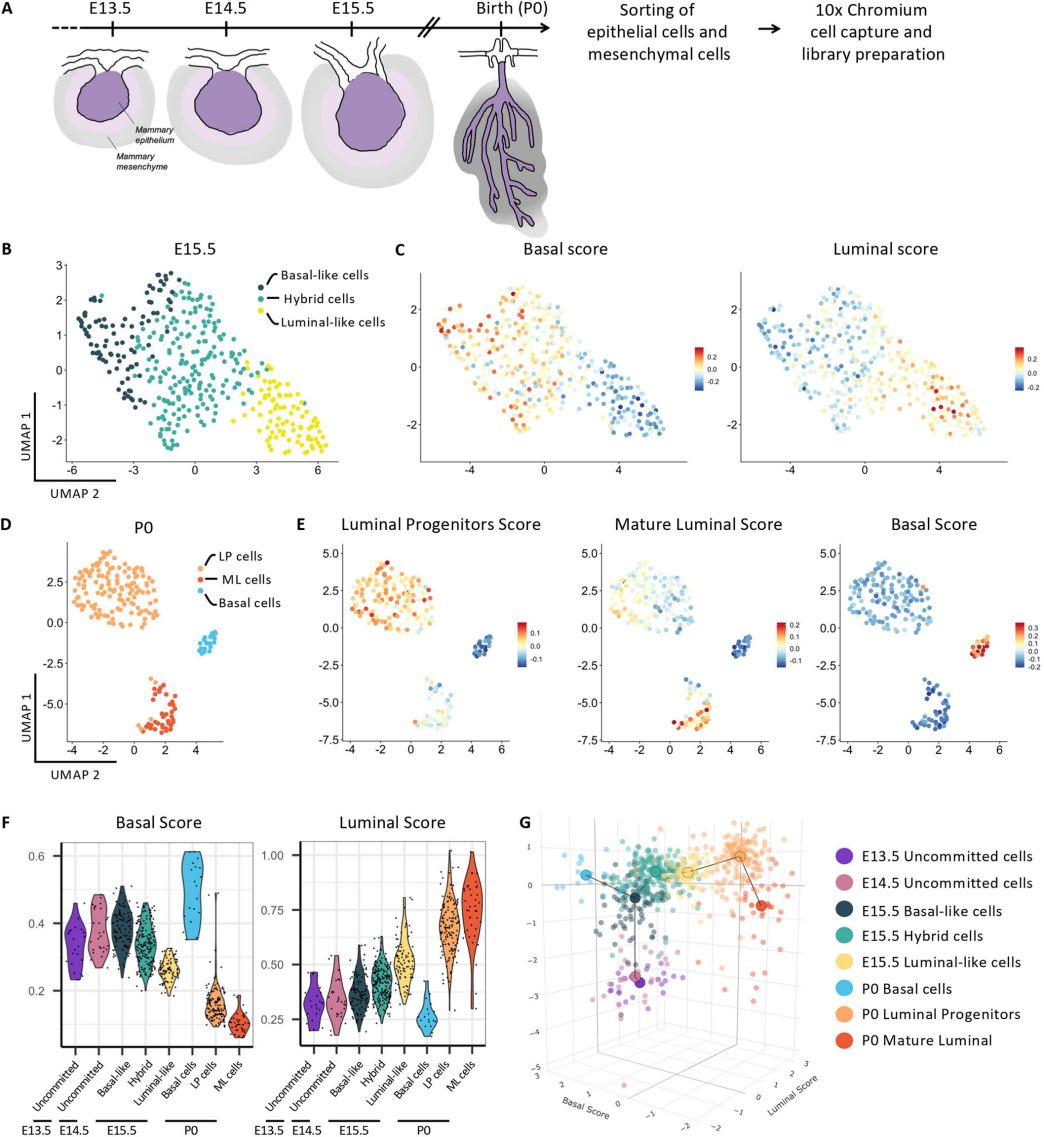
Developmental atlas of the transcriptional signatures and 3D trajectory analysis of luminal and basal differentiation of single mammary epithelial cells from E13.5 until birth. (**A**) Scheme showing the isolation and sequencing strategy of mammary embryonic cells at four developmental stages spanning embryonic MG development. (**B**) UMAP plot of embryonic MECs isolated at E15.5 after subset analysis of non-proliferative MG epithelial cells. Cells are color-coded by cluster. (**C**) UMAP plots from (**B**) color-coded according to the expression of the single-cell ID scores in MECs: basal score (left) and luminal score (right). (**D**) UMAP plot of MECs isolated at P0 after subset analysis of MG epithelial cells. (**E**) UMAP plots from (**D**) color-coded according to the expression of luminal progenitors (LP), mature luminal (ML) and basal cell (BC) scores. (**F**) Violin plots showing the expression levels of the basal and luminal scores in each cluster. *n* = 22 cells at E13.5; *n* = 28 cells at E14.5; *n* = 98 basal-like cells, *n* = 199 hybrid cells and *n* = 86 luminal-like cells at E15.5; *n* = 19 basal cells, *n* = 140 LP cells and *n* = 39 ML cells at P0. Statistical significance was assessed with Wilcoxon test. (**G**) 3D trajectory of MECs from E13.5 at the origin of the mammary cellular hierarchy to P0 MECs positioned at the end of two divergent differentiation routes. Basal and luminal trajectories were calculated using a minimum spanning tree (MST) connecting the center (in the 3D space) of each cell cluster.

**Figure EV1:**
Related to Fig. 1. Lineage-committed cells exist in early MG development. (**A**) Representative FACS dot plots of the gating strategy used to sort E15.5 and P0 epithelial and mesenchymal cells. (**B**) UMAP plots of embryonic MECs and surrounding mesenchymal cells isolated by scRNA-seq at E13.5, E14.5, E15.5 and P0. Cells are color-coded by cluster. (**C**) UMAP plot of embryonic MECs isolated at E15.5 after subset analysis of all MECs (including proliferative cells shown in light blue). (**D**) Violin plot representation of the cell cycle score in each mammary epithelial cluster at E15.5 (*n* = 430 cells analyzed). (**E**) Heatmap showing the expression of genes specific for each cell cluster at E15.5. Each column is color-coded according to the cell cluster from (**B**). (**F**) UMAP plots from (**C**) showing the expression of specific luminal (*Krt8* and *Krt18*) and basal (*Krt5* and *Trp63*) genes commonly used to distinguish adult LCs and BCs but unable to discriminate distinct cell clusters at E15.5. (**G**) Box plots illustrating the log2 fold change of the luminal/basal score ratio in each cluster. *n* = 22 cells at E13.5; *n* = 28 cells at E14.5; *n* = 98 basal-like cells, *n* = 199 hybrid cells and *n* = 86 luminal-like cells at E15.5; *n* = 19 basal cells, *n* = 140 LP cells and *n* = 39 ML cells at P0. Statistical significance was assessed with Wilcoxon test. Lower and upper hinges correspond to the first and third quartiles. The upper whisker extends from the hinge to the largest value no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). The lower whisker extends from the hinge to the smallest value at most 1.5 * IQR of the hinge. Data beyond the end of the whiskers are called “outlying” points and are plotted individually.

Using the Seurat R package (Stuart et al, 2019), unsupervised clustering of single-cell expression data revealed distinct cell clusters at E13.5, E14.5, E15.5, and P0, respectively (Fig. EV1B), which were manually annotated by matching enriched gene sets with known markers of mammary epithelium, mesenchyme and skin cells. 

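Each library was clustered by itself with the paper's settings, except that the genes named in the text were left out of the variable genes, so that they did not define the clusters in which they were measured. Clusters were named from fixed marker lists, and those of the E15.5 epithelial classes and embryonic mesenchyme come from the paper's own heatmaps. A mammary epithelial-like class held 22 of the 235 cells at E13.5 (9.36%, 5.96 to 13.8), 31 of 76 at E14.5 (40.8%, 29.6 to 52.7), 467 of 816 at E15.5 (57.2%, 53.8 to 60.7) and 233 of 503 at P0 (46.3%, 41.9 to 50.8). Among the settings that gave a value, these shares moved most at P0, where keeping the named genes in the clustering gave 25.6%. At resolution 0.4, no E14.5 cluster met the mammary name, and all 31 cells were left without a name. Mesenchyme-like clusters held 136, 31, 282 and 261 cells at the 4 stages. At E13.5, a cluster of 46 cells led by Krt15, Col17a1 and Cxcl14 and a cluster of 31 cells led by Krt17, Gabrp and Hopx met no name. Scrublet called 0 doublets at E13.5, 11 at E14.5, 3 at E15.5 and 3 at P0, and these cells were kept here.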

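Skin-like clusters, named from epidermal markers such as Krt1, Krt10 and Krt15, held 13 cells at E14.5 and 64 at E15.5, and no cluster met that name at E13.5 or P0. With a UMI minimum of 3000 or log-normalization, a P0 cluster of 48 or 46 cells met it. Cells of mammary clusters with fewer than 5 UMIs of Epcam, Krt8 and Krt18 together were also left out, which removed 0 cells at E13.5, 1 at E14.5, 3 at E15.5 and 9 at P0. This minimum was set after the clusters had been seen.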

With the objective of mapping MECs undergoing lineage commitment early in embryogenesis, we removed contaminating skin cells (Fig. EV1B) and performed a sub-clustering analysis of epithelial populations (MECs) at each developmental time. A cluster composed of proliferative epithelial cells was identified at E15.5, based on a list of cell cycle-related genes. 

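In the re-analysis, 63 of the 467 E15.5 MECs formed a proliferative-like cluster (a share with an interval of 10.5% to 16.9%) led by Top2a, Mki67, Kif11 and Hmmr. Its cells had a median of 34311 UMIs, against 23692 in the other 404 MECs. With log-normalization in place of SCTransform, the share was 20.1%.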

Variation intrinsic to cell cycle stage was reduced by linearly regressing the annotated S and G2/M scores in further analyses (Fig. EV1C,D). 

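The 22 MECs of E13.5 and the 31 MECs of E14.5 each formed 1 cluster. At E15.5, the 404 non-proliferative MECs formed 4 clusters: a basal-like one of 65 cells (16.1%, 12.6 to 20.0), a luminal-like one of 95 (23.5%, 19.5 to 28.0), and clusters 0 and 1, which came nearest to the hybrid class among the 3 E15.5 classes compared and together held 244 cells (60.4%, 55.4 to 65.2). Cluster 0 was led by Cd74, Ntm and the heat shock genes Hspa1a and Hspa1b. Cluster 1 was led by Epgn and Rrad, and of its 10 leading genes 2 are hybrid markers and 3, Has2, Il24 and Krt16, are skin markers, which were not compared in this clustering. At resolution 0.4 and with log-normalization, 93 of the 95 luminal-like cells fell into a skin-like cluster with 20 cells of the skin-like clusters. The hybrid-like share moved most with log-normalization, to 32.4%. At P0, the 233 MECs fell into a basal-like cluster of 19 cells (8.15%, 4.98 to 12.4), a luminal progenitor-like cluster of 168 (72.1%, 65.9 to 77.8) and cluster 3, of 46 cells (19.7%, 14.8 to 25.4). With a UMI minimum of 3000, the 46 cells of cluster 3 were named skin-like, as were 44 of them with log-normalization. In cluster 3, all 5 mature luminal markers detected were raised, but none was among its 10 leading genes, which include Hist1h2ap, Cited1 and the proliferation genes Top2a and Mki67. At least 2 UMIs of Top2a and Mki67 were found in 30.4% of its cells (17.7 to 45.8) and in 5.36% of luminal progenitor-like cells (2.48 to 9.93).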

While this analysis identified a single population of MECs at the early E13.5 and E14.5 developmental times, 3 transcriptionally distinct cell clusters were apparent at E15.5 and P0 (Figs. 1B–D and EV1B). Proliferating cells were uniformly distributed among the three E15.5 MECs clusters. 

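When all 467 E15.5 MECs were clustered with S and G2/M scores regressed out, cells of the proliferative-like cluster made up 4 of 74 basal-like cells (5.41%, 1.49 to 13.3), 40 of 261 hybrid-like cells (15.3%, 11.2 to 20.3) and 19 of 132 luminal-like cells (14.4%, 8.89 to 21.6). The intervals of the 3 shares overlap, which does not show that the shares are alike. The basal-like share was the lowest of the named classes here and under every alternative run with cell cycle regression. No ratio of these shares was computed. With log-normalization, under which no cluster met the luminal-like name, the basal-like share was 12.1% and the hybrid-like share 23.6%.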

The detection of three MECs clusters at E15.5 was intriguing, as our previous studies indicated a commitment toward unipotent cell fate around this developmental stage (Lilja et al, 2018). To investigate this further, we calculated a single-cell ID score for “basal-like” and “luminal-like” cells based on published transcriptomic datasets of adult MECs (Kendrick et al, 2008). A higher single-cell ID score reflects increasing similarity to the reference cell type: adult basal or luminal cells. 

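A score of 11 genes with basal expression in the adult gland and one of 12 with luminal expression were computed for E15.5 cells thinned to 5000 UMIs, from own lists fixed in advance rather than the published ones. The difference in the luminal score between basal-like and luminal-like cells was -0.282, with an SD across cells of 0.167 and 0.225, and that between hybrid-like and luminal-like cells -0.160 (SD of hybrid-like cells 0.170). The basal score differed less: it was 0.060 higher in basal-like than in luminal-like cells, with SDs of 0.149 and 0.227. Without thinning, these differences were -0.264 for the luminal score and 0.080 for the basal score. No cell was left out by thinning. The median depth was 23799 UMIs in basal-like cells, 22200 in hybrid-like cells and 27263 in luminal-like cells.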

Interestingly, this analysis revealed that E15.5 MECs could already be resolved into three distinct groups: luminal-like cells, basal-like cells, and a hybrid cell population co-expressing luminal and basal genes (Figs. 1B,C and EV1E). 

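Krt8 (chromosome 15, 101996698 to 102004482) and Krt5 (chromosome 15, 101707070 to 101712898) both had UMIs in 93.8% of basal-like cells (85.0 to 98.3), 94.7% of hybrid-like cells (91.1 to 97.1) and 91.6% of luminal-like cells (84.1 to 96.3) at E15.5. After thinning to 5000 UMIs, the shares were 69.2%, 75.0% and 77.9%. In dermal mesenchyme-like cells, which should lack both genes and had a median of 20970 UMIs, the share was 5.41% (1.49 to 13.3) before and 1.35% after thinning. All of Krt8, Krt18, Krt5 and Trp63 had UMIs in 60.0%, 61.1% and 56.8% of basal-like, hybrid-like and luminal-like cells and in 0 of 74 dermal mesenchyme-like cells. In sub-epithelial mesenchyme-like cells, the share was 2.35% (0.286 to 8.24). After thinning, the shares of the epithelial classes were 15.4%, 21.3% and 17.9%, and that of both mesenchyme-like classes was 0. By level, Krt8 was 2.63-fold (2.45 to 2.83) and Krt18 2.19-fold (2.00 to 2.41) higher in luminal-like than in basal-like cells. Krt5 was 1.71-fold (1.60 to 1.83) higher in luminal-like cells as well, and Trp63 was not apart at this depth (basal-like over luminal-like 1.24, 0.996 to 1.55), though higher in basal-like cells under 5 alternative settings, such as a mitochondrial maximum of 10% (1.16 to 1.69). The log2 ratio of Krt5, -0.78 for basal-like over luminal-like cells, stayed between -0.93 and -0.62 under the alternative settings.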

As expected, lineage markers commonly used to distinguish LCs (*Krt8, Krt18*) from BCs (*Krt5, Trp63*) in the postnatal mammary gland were co-expressed in all three MECs clusters at E15.5 (Fig. EV1F). Other genes with reported lineage-specific expression (Kendrick et al, 2008) but no well-established role in adult LCs (*Anxa1, Ly6d*) and BCs (*Lmo1, Pthlh, Cxcl14*) were found to be already differentially expressed at E15.5, identifying them as potential early lineage markers. 

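Among genes higher in luminal-like than in basal-like cells at E15.5, Anxa1 (chromosome 19, 20373428 to 20390944) had 803 CPM against 22.1, a 36.3-fold ratio (25.9 to 52.6). Ly6d (chromosome 15, 74762056 to 74763620) had 1220 UMIs in luminal-like cells and 1 in basal-like cells, a ratio of 666 (119 to 26315). In the other direction, Lmo1 (chromosome 7, 109138572 to 109175207) was 5.98-fold higher in basal-like cells (4.74 to 7.59), Pthlh (chromosome 6, 147252101 to 147264183) 14.0-fold (9.25 to 21.9) and Cxcl14 (chromosome 13, 56288643 to 56296551) 22.2-fold (17.6 to 28.4). Ly6d moved most among the alternatives, from a log2 ratio of 9.38 to 6.88 with every cell thinned. All 5 genes kept their direction under every alternative run.

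**Figure D1:**
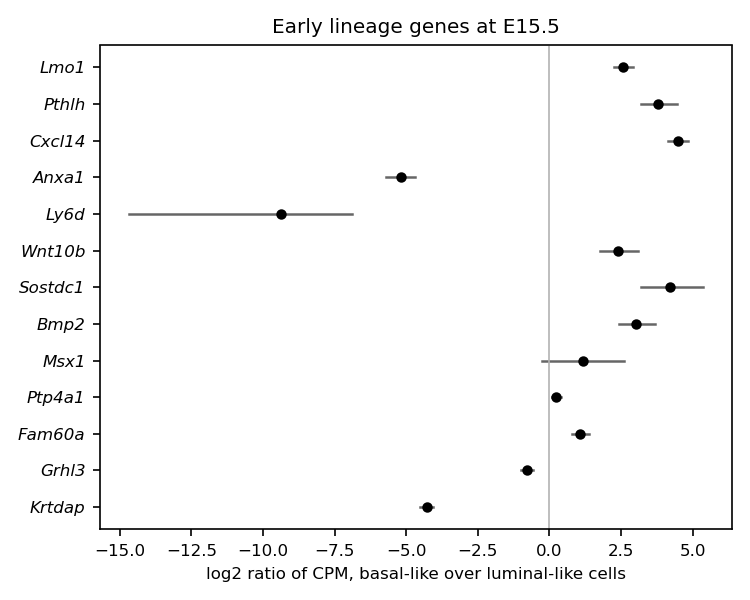
Log2 ratio of the summed CPM of E15.5 basal-like over luminal-like cells (x axis) for some of the genes named at E15.5 (y axis). Points are ratios and lines their exact 95% intervals for counting error in 1 library. Genes to the right of 0 are higher in basal-like cells, and of the genes shown only Msx1 has an interval that reaches 0.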

Importantly, the basal-like cluster, but not luminal-like cells, was particularly enriched in genes encoding for factors known to be essential for mammary embryonic morphogenesis (*Pthlh*, *Wnt10b, Sostdc1, Bmp2, Msx1*). Furthermore, novel genes with no reported expression in MECs were also found specifically in the basal-like cluster *(Ptp4a1, Fam60a, Ralbp1*) or in the luminal-like cluster (*Grhl3, Krtdap*).

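Wnt10b (chromosome 15, 98770712 to 98778150) had 52.7 CPM in basal-like and 9.93 in luminal-like cells, 5.30-fold (3.41 to 8.46). Sostdc1 (chromosome 12, 36314139 to 36318452) was 18.3-fold higher in basal-like cells (9.24 to 41.4) and Bmp2 (chromosome 2, 133552159 to 133562885) 8.15-fold (5.33 to 12.9). Msx1 (chromosome 5, 37820485 to 37824583) had 11 UMIs in basal-like and 9 in luminal-like cells, a ratio of 2.24 (0.844 to 6.12) that does not separate the classes at this depth, although it was higher in basal-like cells with a mitochondrial maximum of 10% (1.34 to 7.81), with the named genes kept in the clustering (1.03 to 6.93) and after thinning (1.31 to 461).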

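Ptp4a1 (ENSMUSG00000026064; chromosome 1, 30940302 to 30949309) had 419 CPM in basal-like cells, 354 in luminal-like and 544 in hybrid-like cells, so it was 1.18-fold higher than in luminal-like cells (1.07 to 1.31) and lower than in hybrid-like cells (0.770, 0.706 to 0.838). Fam60a (ENSMUSG00000039985; chromosome 6, 148921035 to 148946467) was 2.12-fold higher in basal-like than in luminal-like cells (1.72 to 2.61) and 1.37-fold higher than in hybrid-like cells (1.16 to 1.61). With every cell thinned, Ptp4a1 was not apart from luminal-like cells (0.973 to 1.55), nor Fam60a from hybrid-like cells (0.895 to 1.77). In luminal-like cells, Grhl3 (chromosome 4, 135541888 to 135573630) was 1.73-fold (1.48 to 2.01) and Krtdap (chromosome 7, 30787896 to 30791097) 19.6-fold (16.9 to 22.7) above basal-like cells. Against hybrid-like cells, these ratios were 1.52 (1.38 to 1.67) and 16.1 (15.0 to 17.3).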

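At P0, Acta2 (chromosome 19, 34241090 to 34255590) had 5841 CPM in basal-like cells, 11.2 in luminal progenitor-like cells and 22.9 in cluster 3. Myh11 had 50 UMIs in basal-like cells, 1 in luminal progenitor-like cells and 0 in cluster 3, which puts it at least 59.2-fold above cluster 3 (exact lower limit 46.4). Aldh1a3 (chromosome 7, 66390890 to 66427517) had 1051 CPM in luminal progenitor-like cells, 9.30-fold above cluster 3 (7.47 to 11.7). Notch1 was 1.89-fold (1.05 to 3.72) and Lypd3 1.72-fold (1.21 to 2.53) higher in luminal progenitor-like than in basal-like cells, but neither was apart after thinning (0.938 to 7.12 and 0.873 to 2.50), and Notch1 was not apart under 3 other settings either. In cluster 3, Prlr was 21.3-fold (12.3 to 40.1), Cited1 84.3-fold (42.2 to 197) and Esr1 6.07-fold (2.26 to 19.0) above luminal progenitor-like cells. Esr1 had 16 UMIs in cluster 3 and 0 in basal-like cells, at least 1.50-fold (exact lower limit 1.09), and thinning turned this log2 ratio from 0.59 to -0.28. The basal score was 0.967 higher in basal-like than in luminal progenitor-like cells (SD 0.523 and 0.166), and the difference in the luminal score was -1.016 (SD 0.214 and 0.323). Without thinning, these differences were 1.011 and -1.046. Between cluster 3 and luminal progenitor-like cells, the luminal score differed by 0.059.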

By applying a computed ID score for each epithelial adult cell type (Kendrick et al, 2008) to the 3 transcriptionally distinct cell populations observed at P0 (Fig. 1D), BCs (*Acta2*^*+*^*, Myh11*^*+*^), luminal progenitors (LP) (*Notch1*^*+*^*, Aldh1a3*^*+*^*, Lypd3*^*+*^) and mature luminal (ML) cells (*Prlr*^*+*^*, Cited1*^*+*^*, Esr1*^*+*^) could be clearly distinguished (Fig. 1E). This corroborates our previous findings indicating that MECs are already committed to three distinct lineages at birth (Lilja et al, 2018) and is consistent with previous snATAC-seq analyses of the embryonic mammary gland, which also identified three separate clusters at E18.5 (Chung et al, 2019). Collectively, our data support a model whereby mammary epithelial cell lineages are progressively being specified throughout development and are well segregated at birth.

We next ordered the cells along pseudo-temporal trajectories to infer the differentiation path of embryonic MECs towards luminal or basal fate. Since we observed that the 2^nd^ principal component of the PCA was highly correlated to the age of the embryos analyzed, we used it as a proxy for the developmental stage (*y* axis) and plotted it against the basal and luminal scores computed above (Fig. 1C) on the *x* axis (Kendrick et al, 2008) (Figs. 1F,G and EV1G). 

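The 753 MECs of all stages were analysed together over genes present in every stage's list. They include the 63 proliferative-like cells of E15.5, whereas the clusters counted in the paper's Fig. 1F include no proliferative one. These 63 cells lay at -18.74 (SD 8.06) along the second component and at 18.56 (SD 8.08) along the third, the farthest of all classes. The first of 15 components held 41.6% of their variance, and 93.9% of its variance lay between stages. Of the variance of the second component, 8.11% lay between stages, and of the third 19.0%. These shares ignore the order of stages, so they do not measure a correlation with age. The second component moved most with at most 22 cells drawn per class, to 75.3%. With genes matched by symbol and missing symbols read as 0, it was 47.6%, and 27 of its 100 leading genes were symbols missing from a stage's list. Depth also followed the first component: log10 UMIs explained 51% of its variance over all cells and 6.91% within E15.5.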

The resulting plot indicates, as predicted, that E13.5 mammary cells lie at the origin of the mammary cellular hierarchy, with E15.5 cell populations occupying intermediate positions and P0 MECs positioned at the end of two divergent trajectories, representing the binary cell fate choice between basal or luminal differentiation. 

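Along the first component, the mean position was -9.44 (SD 1.81) for E13.5 MECs and -13.04 (SD 2.17) for E14.5 MECs. At E15.5, it was -15.22 (SD 2.81) for basal-like and -8.58 (SD 3.40) for luminal-like cells. At P0, it was 23.22 (SD 4.57) for basal-like cells, 32.15 (SD 6.69) for luminal progenitor-like cells and 24.66 (SD 4.61) for cluster 3. Hybrid-like cells of E15.5 lay at -14.29 (SD 2.75) along the first component and at 3.94 (SD 5.37) along the second. Along the second component, positions were -9.73 (SD 8.39) at E13.5 and -8.89 (SD 6.51) at E14.5. They were -5.46 (SD 6.04) in E15.5 basal-like and 15.96 (SD 4.91) in E15.5 luminal-like cells. At P0, they were -4.37 (SD 2.13) in basal-like cells, 1.10 (SD 3.60) in luminal progenitor-like cells and -12.05 (SD 11.28) in cluster 3. The paper plots its second component against the scores (Fig. 1F,G). From the place of each cell cluster, it reads E13.5 cells as the origin of the hierarchy and E15.5 cells as intermediate. It reads P0 cells as the ends of 2 divergent trajectories.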

Remarkably, we noticed that basal-like cells at E15.5 can either transition towards the P0 basal cluster, or to a hybrid cell state that will give rise to LCs (Fig. 1G), suggesting that basal-like cells might lie at the origin of both lineages. Alongside, we generated an original web tool of the scRNA-seq dataset that facilitates the interactive visualization of gene expression profiles along the mammary differentiation trajectory (see “Methods”, “Data availability”, and “Software availability”).

Together, our temporal scRNA-seq atlas reveals the molecular changes associated with progressive lineage restriction and identifies subsets of MECs that are already biased towards basal or luminal cell fate at embryonic day E15.5. Thus, both committed (i.e., conceivably unipotent) and undifferentiated (putative multipotent) cells likely exist at this important developmental stage in mammogenesis, which coincides with the first morphogenetic events of mammary epithelial branching and duct elongation (Lilja et al, 2018).

### Luminal and basal progenitors are already spatially segregated at E15.5

We next sought to identify differentially expressed genes for each mammary epithelial cluster by examining their dynamic expression profile towards luminal or basal differentiation trajectories. While our compiled scRNA-seq atlas emphasized the cellular heterogeneity of the embryonic mammary epithelium, this extended analysis identified different patterns of expression along the process of basal (Fig. EV2A) or luminal (Fig. EV2B) differentiation throughout embryonic development (from E13.5 to P0).

**Figure EV2:**
Related to Fig. 1. Pseudotime ordering identifies genes associated with early luminal and basal differentiation and changes in ligand-receptor interaction pairs between basal-like and luminal-like at early and late developmental timepoints. (**A**, **B**) Heatmaps illustrating genes exhibiting a differential pattern of expression along the pseudotime (from E13.5 to P0) towards the basal lineage (**A**) or the luminal lineage (**B**). Genes (rows) are clustered based on the dendrogram on the left and color-coded by their expression levels (from blue to red). The gene expression levels were smoothed using the generalized additive model (GAM) and scaled by row. Genes of interest are indicated on the right. Each set of genes with a specific pattern is color-coded on the left: 5 distinct patterns in the basal lineage (**A**) and 7 unique patterns in the luminal lineage (**B**). (**C**) CellPhoneDB analysis showing predicted ligand-receptor interactions between the two epithelial populations at E15.5, basal-like and luminal-like cells (left side of the dotplot), and between the three epithelial populations at P0; BCs, LP and ML cells (right side of the dotplot) (*P* value < 0.01). Permutation test was used for statistical analysis.

On the basal trajectory, we found five distinct patterns of expression. Patterns 1 and 2 contained genes with sustained increased expression in early embryonic developmental times, at E13.5 and E14.5. Known key regulators of mammary bud epithelial cells are highly expressed only during early embryonic development, including *Ndnf, Pthlh, Msx1, Tbx3, Sostdc1*, whose expression is lost before birth. Moreover, multiple Wnt-related genes, such as *Wnt3, Wnt6*, and *Fzd10*, were enriched at these early developmental stages.

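In E13.5 MECs, Ndnf (chromosome 6, 65671590 to 65712326) had 269 CPM, Msx1 272, Tbx3 (chromosome 5, 119670669 to 119684724) 361 and Sostdc1 563. In P0 basal-like cells, Ndnf and Msx1 had 0 UMIs, which puts E13.5 at least 18.8-fold and at least 19.0-fold higher (exact lower limits 15.0 and 15.1). Pthlh had 2 UMIs there, for a ratio of 46.5 (12.7 to 387), Sostdc1 1 (118, 20.9 to 4673) and Tbx3 7 (10.8, 5.09 to 27.3). Between E13.5 MECs and E15.5 basal-like cells, Ndnf was not apart (1.05, 0.834 to 1.31; 1.07 to 1.63 with a mitochondrial maximum of 10%), whereas Msx1 was 38.0-fold (20.4 to 78.6), Sostdc1 9.62-fold (7.48 to 12.5), Pthlh 3.45-fold (2.79 to 4.27) and Tbx3 2.79-fold (2.22 to 3.49) higher at E13.5.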

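Wnt6 (chromosome 1, 74771892 to 74785322) had 706 CPM in E13.5 MECs, 3.73-fold above E15.5 basal-like cells (3.14 to 4.42), and 1 UMI in P0 basal-like cells. Wnt3 (chromosome 11, 103774150 to 103817957) was 2.26-fold above E15.5 basal-like cells (1.73 to 2.95) and, with 0 UMIs at P0, at least 16.7-fold above P0 basal-like cells (exact lower limit 13.3). Fzd10 (chromosome 5, 128600844 to 128604093) had 39 UMIs in E13.5 MECs and was 1.97-fold above E15.5 (1.31 to 2.92), though not apart after thinning (0.735 to 3.78).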

A different subset of genes, mostly related to cell migration (*Ptp4a1, Fam60a, Ralbp1*), appeared to be transiently upregulated at E15.5 (Pattern 3). 

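Ptp4a1 had 455 CPM in E15.5 MECs, against 0 at E13.5, 8.45 at E14.5 and 0.756 at P0. In mesenchyme-like cells it had 139 CPM at E15.5 and 0.819, 7.16 and 5.39 at the other stages. The lists of E13.5, E14.5 and P0, unlike that of E15.5, hold another gene of the same symbol that shares 70.8% of its exon bases. With both genes summed, Ptp4a1 had 16.9 CPM in E14.5 MECs and 4.92 in P0 MECs. The symbol Fam60a is listed at E15.5 only, and its identifier is named Sinhcaf at the other stages. By identifier, it had 156 CPM at E13.5, 127 at E14.5, 98.7 at E15.5 and 57.1 at P0 in MECs. Its level in E15.5 basal-like cells was not apart from that of E13.5 MECs (0.837, 0.622 to 1.14) or E14.5 MECs (1.03, 0.810 to 1.32). With genes matched by symbol, these log2 ratios moved from -0.26 to 4.02 and from 0.04 to 5.17.

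**Figure D2:**
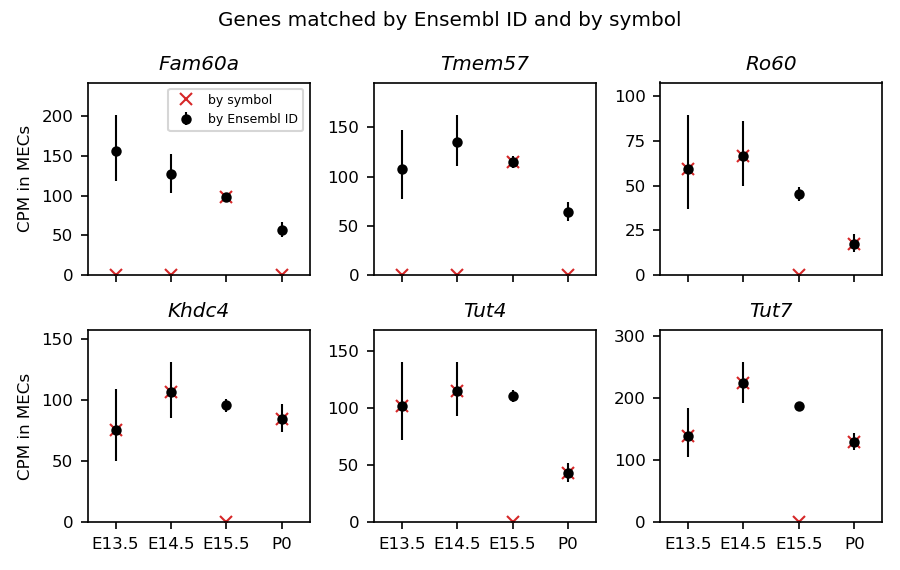
CPM in MECs (y axis, from 0) at E13.5, E14.5, E15.5 and P0 (x axis) for 6 genes whose symbol is missing from the list of at least 1 stage. Points with exact 95% intervals are levels by Ensembl identifier, and crosses levels by symbol with a missing symbol read as 0. By symbol, Fam60a and Tmem57 are at 0 in all stages but E15.5, and Ro60, Khdc4, Tut4 and Tut7 at 0 in E15.5 alone.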

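In P0 basal-like cells, Myl6 (chromosome 10, 128490860 to 128494145) had 2012 CPM, 3.43-fold above E13.5 MECs (2.90 to 4.06) and 3.81-fold above E15.5 basal-like cells (3.38 to 4.29). Myl9 (chromosome 2, 156775420 to 156781658) went from 78.1 CPM at E13.5 to 7.80 in E15.5 basal-like cells and 507 at P0. Mylk had 40 UMIs at P0, 2 at E13.5 and 1 in E15.5 basal-like cells, and Myh11 had none at either earlier stage. Col4a1 (chromosome 8, 11198423 to 11312826) was 26.7-fold above E13.5 (16.4 to 46.6) and had 1224 CPM at P0 and 97.5 in E15.5 basal-like cells. Lama4 and Col9a1 had 0 UMIs at E13.5 and in E15.5 basal-like cells, and were at least 17.7-fold and at least 27.8-fold above E13.5 (exact lower limits 13.6 and 21.7). Col16a1 was 13.1-fold above E15.5 (6.57 to 27.3), and Col11a1 had 124 CPM at P0 and 15.6 in E15.5 basal-like cells. Adamts4 and Itga1 rest on 9 and 5 UMIs at P0. The 19 cells of this class limit each of these levels.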

Transcripts involved in mammary basal differentiation were progressively increasing towards the P0 basal cluster (Pattern 4); these included myosin-related proteins (*Myl6, Myl9, Myh11, Mylk*) and genes associated with extracellular matrix (ECM) composition and organization (*Lama4, Adamts4, Itga1, Col9a1, Col4a1, Col11a1, Col16a1*). In addition, towards the P0 basal cluster, we also found increased expression levels of genes regulating cell proliferation (*Top1, Cdkn1a, Runx1, Fosl1*), cytoskeletal organization (*Tuba1c, Tubb6*) and angiogenesis (*Tnfrsf12a, Serpine1, Tgfa, Hbegf*) in Pattern 5, suggesting that epithelial growth is highly regulated at this developmental stage.

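Of the genes of Pattern 5, Top1 (chromosome 2, 160645888 to 160722764) had 2395 CPM in P0 basal-like and 857 in E15.5 basal-like cells, and Cdkn1a (chromosome 17, 29090976 to 29100727) was 2.66-fold higher at P0 (2.20 to 3.21). Runx1 had 540.1 and 216 CPM, and Fosl1 was 5.13-fold higher (3.96 to 6.64). For the cytoskeleton genes, the ratios to E15.5 were 7.74 (6.06 to 9.90) for Tuba1c and 9.07 (6.07 to 13.6) for Tubb6. Tnfrsf12a was 1.86-fold (1.62 to 2.12), Tgfa 21.5-fold (11.5 to 42.8) and Hbegf (chromosome 18, 36504927 to 36515805) 25.6-fold (17.5 to 38.5) higher at P0.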

On the other hand, we observed seven distinct expression patterns along the luminal differentiation trajectory. 

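Krt8 rose from 692 CPM in E13.5 MECs to 1494 in E15.5 luminal-like cells and 5521 in P0 luminal progenitor-like cells, where it was 7.98-fold above E13.5 (7.05 to 9.07). Krt18 (chromosome 15, 102028180 to 102032027) had 609, 784 and 4152 CPM in the same classes. Krt19 (chromosome 11, 100140810 to 100148665) had 3 UMIs in E13.5 MECs, 47.2 CPM in E15.5 luminal-like cells and 429 in P0 luminal progenitor-like cells, 9.09-fold above E15.5 (7.55 to 11.0).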

As expected, the pattern exhibiting increasing expression across the luminal developmental trajectory contains genes with known luminal characteristics, such as *Krt8, Krt18*, and *Krt19* (Pattern 1). A second group of genes that is switched on during late stages of differentiation is enriched for ML cells markers, such as *Cited1* and *Prlr* (Pattern 2). 

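Cited1 (chromosome X, 102247381 to 102252181) had 398 CPM in P0 cluster 3, with 5 UMIs in E15.5 luminal-like cells and 1 in E13.5 MECs, for a ratio of 225 (95.2 to 697) to E15.5. Prlr (chromosome 15, 10177238 to 10349180) had 131 UMIs in cluster 3, with 2 UMIs in E15.5 luminal-like cells (249, 67.5 to 2074) and 0 in E13.5 MECs (at least 21.8-fold, exact lower limit 17.5).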

Genes expressed at the beginning of the differentiation process and subsequently repressed along the luminal trajectory include typical basal markers, such as *Krt5* and *Krt14* (Pattern 4). 

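Krt5 had 808 CPM in E13.5 MECs, 1205 in E15.5 luminal-like cells and 4.73 in P0 luminal progenitor-like cells. E13.5 was 171-fold above P0 (85.6 to 399) and 0.670 times E15.5 (0.594 to 0.754). Krt14 (chromosome 11, 100203162 to 100207548) had 1758, 2670.1 and 917 CPM in these classes, 1.92-fold higher at E13.5 than at P0 (1.75 to 2.10) and 0.659 times E15.5 (0.607 to 0.713).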

*Sox11* also presents this dynamic pattern of expression, gradually decreasing along the differentiation process. Indeed, *Sox11* is expressed in MECs only during the early stages of MG embryonic development—when MG epithelial cells are largely quiescent—and is no longer detected by E16.5, consistent with our results. 

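Sox11 (chromosome 12, 27334264 to 27342574) had 959 CPM in E13.5 MECs, 835 in E15.5 luminal-like cells and 39.0 in P0 luminal progenitor-like cells. The ratio of E13.5 to E15.5 was 1.15 (1.02 to 1.28), and its log2 turned from 0.20 to -0.11 with every cell thinned to 5000 UMIs. E15.5 was 21.4-fold above P0 (16.8 to 27.8).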

Of interest, *Sox11* has been recently involved in cell fate regulation in the embryonic MG (Tsang et al, 2021). Genes involved in epithelial stratification, such as *Lgals7, Dsc3*, and *Krtdap*, are switched on only in luminal-like cells at E15.5 (Pattern 6). 

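Lgals7 (chromosome 7, 28863853 to 28866284) had 3115 CPM in E15.5 luminal-like cells, 16.3-fold above E13.5 MECs (12.9 to 20.9), 2.38-fold above E15.5 basal-like cells (2.27 to 2.50) and 6.09-fold above P0 luminal progenitor-like cells (5.68 to 6.54). Dsc3 (chromosome 18, 19960930 to 20002351) was 8.58-fold above E15.5 basal-like cells (6.41 to 11.7) and 56.6-fold above P0 luminal progenitor-like cells (28.6 to 132). Krtdap fell from 2389.5 CPM in E15.5 luminal-like cells to 12.4 in P0 luminal progenitor-like cells and had 26.9 in E13.5 MECs.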

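Hspa1b (chromosome 17, 34956436 to 34959238) had 229 CPM in E13.5 MECs, 1145 at E14.5, 1452 at E15.5 and 109.7 at P0, and Dnaja1 (chromosome 4, 40722150 to 40737149) had 1249, 2101, 3215 and 676. Hspd1, Hspe1 and Hsph1 were also higher in E15.5 MECs than in E13.5 and P0 MECs. The log2 ratio of E15.5 to E13.5 over the 5 genes had a median of 2.00 in MECs and 1.03 in the mesenchyme-like cells of the same libraries, and that of E15.5 to P0 a median of 2.32 and 2.30. Since Hspa1b was also among the leading genes of a hybrid-like cluster at E15.5, whole MECs were compared.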

Finally, Pattern 7 comprises genes encoding for several Heat shock proteins (Hsps). There is growing evidence that Hsps may impact neurodevelopment through specific pathways regulating cell differentiation, migration or angiogenesis (Miller and Fort, 2018).

To further extend our analysis, we next sought to computationally predict specific paracrine interactions between the luminal-like and basal-like cells identified at E15.5 and between more committed LCs (LP and ML) and BCs at P0, using CellPhoneDB, a bioinformatic tool designed to predict significant ligand–receptor interactions between two cell types from scRNA-seq data (Vento-Tormo et al, 2018). This additional analysis indicates that one of the major pathways governing the crosstalk among different MECs is Notch signaling, with Notch receptors expressed in luminal-like cells and Notch ligands (i.e., Jagged2) being enriched in basal-like cells already at E15.5 (Fig. EV2C). This finding is in agreement with work from our lab and others that implicates Notch signaling as an essential pathway for dictating the binary decisions between luminal and basal cell fates (Lilja et al, 2018). 

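Ligand and receptor levels were measured here in place of the CellPhoneDB scores. At E15.5, Jag2 (chromosome 12, 112907819 to 112929776) had 65 UMIs in basal-like and 6 in luminal-like cells, 19.9-fold (8.64 to 56.1), and Jag1 was 1.59-fold higher in basal-like cells (1.23 to 2.07), though not apart after thinning (0.927 to 2.88). Among the receptors, Notch3 (chromosome 17, 32120820 to 32166852) was 2.64-fold higher in luminal-like than in basal-like cells (1.88 to 3.77). Notch1 (chromosome 2, 26457903 to 26516663) had 250.4 CPM in luminal-like and 424 in basal-like cells, a ratio of 0.591 (0.530 to 0.658), and Notch2 was not apart (1.13, 0.895 to 1.44). From the predicted ligand-receptor pairs (Fig. EV2C), the paper proposes Notch signaling as one of the major pathways of the crosstalk among MECs.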

The CellPhoneDB analysis also highlighted the communication between different Eph receptors expressed by basal-like cells (i.e., *Epha7*) and several Ephrins (such as *Efna1*) enriched in luminal-like cells at E15.5. This is interesting since Ephrin signaling plays an important role in cell guidance during embryonic development (White and Getsios, 2014). 

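Epha7 (chromosome 4, 28813131 to 28967499) had 179 UMIs in E15.5 basal-like and 38 in luminal-like cells, an 8.63-fold ratio of CPM (6.06 to 12.6). Efna1 (chromosome 3, 89271733 to 89281142) had 48.2 CPM in luminal-like and 33.8 in basal-like cells, 1.43-fold (1.03 to 2.00), and the classes were not apart after thinning (0.977 to 5.13) or with a UMI minimum of 3000 (0.953 to 1.81).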

Finally, our results show that numerous components of the Wnt pathway are expressed in the E15.5 mammary epithelium. 

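At E15.5, Wnt3 had 106 CPM in basal-like and 19.9 in luminal-like cells, 5.33-fold (3.92 to 7.36). Wnt4 (chromosome 4, 137277489 to 137299726) was 1.33-fold higher in luminal-like than in basal-like cells (1.13 to 1.57). UMIs of Wnt3 were found in 25.3% of luminal-like cells (9.47% after thinning) and in 0 of 74 dermal mesenchyme-like cells, which allows a share of up to 4.05%.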

Corroborating these findings, our analysis identified *Wnt3* exclusively expressed in BC-like cells, whereas *Wnt4* is enriched in LC-like cells (Fig. EV2C). 

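Between E15.5 and P0 MECs, Wnt3 and Wnt10b fell to 0 UMIs, so that E15.5 was at least 52.6-fold and at least 34.1-fold higher (exact lower limits 42.6 and 27.6). Wnt4 was 9.54-fold (6.83 to 13.7), Epha7 3.55-fold (2.53 to 5.15) and Efna1 1.69-fold (1.27 to 2.30) higher at E15.5. In the other direction, Areg (chromosome 5, 91139599 to 91148432) had 1099 CPM at P0, 17.3-fold above E15.5 (16.0 to 18.7), Kit (chromosome 5, 75574916 to 75656722) was 7.44-fold (5.07 to 11.0) and Tnf (chromosome 17, 35199381 to 35202007) 2.94-fold (2.00 to 4.28) higher. Egfr (chromosome 11, 16752203 to 16918158) had 29.5 CPM at P0 and 52.1 at E15.5, a ratio of 0.566 (0.441 to 0.716). After thinning, Efna1 (0.983 to 2.46), Tnf (0.952 to 6.21) and Egfr (0.649 to 1.28) were not apart, and with log-normalization Egfr was not (0.605 to 1.01).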

Interestingly, at P0, some of these inter-epithelial interactions are predicted to be strongly attenuated (Wnt, Ephrin/Eph pathways), while other signals known to operate in the adult gland clearly emerge (EGFR/AREG, Kit, TNF) (Centonze et al, 2020; McBryan et al, 2008; Regan et al, 2012).

Next, we investigated whether lineage bias is reflected by spatial segregation of cells acquiring luminal or basal characteristics during embryonic development. To select transcripts potentially representing novel markers of early fate commitment, we sought to analyze genes that were differentially expressed in specific epithelial clusters at E15.5 (basal-like, luminal-like, and hybrid cells) (Fig. EV3A,B), and/or exhibited a lineage-specific expression pattern along the differentiation trajectories (Figs. EV2A,B and 2A–C). 

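Ndnf had 257 CPM in E15.5 basal-like cells, 13.2-fold above luminal-like cells (9.91 to 17.8). Lgals3 (chromosome 14, 47367751 to 47386160) had 240.5 CPM in luminal-like and 4.55 in basal-like cells, 52.9-fold (25.5 to 132), and Plet1 (chromosome 9, 50494525 to 50505482) 431 and 31.2, 13.8-fold (10.4 to 18.8).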

Using these criteria, we identified *Cxcl14, Pthlh*, and *Ndnf* for basal and *Lgals3, Anxa1*, and *Plet1* for luminal lineage specification (Figs. 2A,B and EV3A,B). We subsequently examined the spatiotemporal expression pattern of these selected genes at distinct stages of mammary embryonic development using single-molecule RNA-fluorescence in situ hybridization (smRNA-FISH). Probes for the luminal-specific membrane-associated protein Annexin A1 (*Anxa1*) (Fankhaenel et al, 2023) and the basal-specific secreted chemokine *Cxcl14* (Sjöberg et al, 2016) revealed that at early embryonic stages (E13.5), *Cxcl14* is expressed in all MECs, and *Anxa1* is lowly expressed in rare cells homogeneously distributed within the mammary bud (Fig. 2D–F). However, at the critical developmental time of E15.5, the transcripts for these two genes show divergent spatial distribution patterns, with *Anxa1* expression being mainly confined to cells in the inner bud region and *Cxcl14* transcripts restricted to the external cell layers in contact or close proximity with the BM (Fig. 2D–F). At birth (P0), as expected, *Anxa1* and *Cxcl14* showed clear luminal and basal restricted expression, respectively (Fig. EV3C). To accurately measure the spatial distribution of expression of each marker within single cells, we segmented individual mammary epithelial cells and quantified the number of *Anxa1* and *Cxcl14* transcripts (represented by each dot) per cell (see “Image analysis and quantification” for details). We subsequently computed the ratio of both RNA probes and color-coded each cell based on the proportion of *Anxa1* and *Cxcl14* gene expression (Fig. 2E). To assess statistical significance of our analysis, we then divided each image of mammary bud into three regions of interest (ROIs) represented by concentric rings (outer, middle and internal regions) (Fig. EV3D) and counted the number of RNA molecules within each ring for both markers. This unbiased approach confirmed the uniform expression pattern of *Anxa1* and *Cxcl14* transcripts in all three regions of the mammary bud at E13.5 (Fig. 2F). By E15.5, however, *Anxa1* transcripts were prominently restricted to the middle and inner ring, while *Cxcl14* transcripts appeared preferentially localized to the middle and outer ring of the mammary bud (Fig. 2F). Analogous smRNA-FISH analysis of E15.5 mammary buds with additional probes indicated that *Ndnf* and *Pthlh* are also expressed in embryonic basal-committed MECs, while *Plet1* and *Lgals3* expression likely mark cells biased toward the luminal lineage (Fig. EV3E-F), further corroborating our temporal scRNA-seq analysis (Fig. EV2A,B). Thus, *Anxa1, Plet1, Lgals3* and *Cxcl14, Ndnf, Pthlh* represent novel markers of MECs committed to luminal or basal lineages, respectively, as early as embryonic day E15.5 in mammary development. This is particularly exciting since all MECs still express K5 (in white in Figs. 2D and EV3E,F) and other known markers of adult LCs and BCs at this developmental stage (Figs. EV1F and EV3G). It is noteworthy that, although mammary buds develop asynchronously, the spatial segregation of the early fate markers *Cxcl14* and *Anxa1* did not differ among different buds (Fig. EV3H).

**Figure 2:**
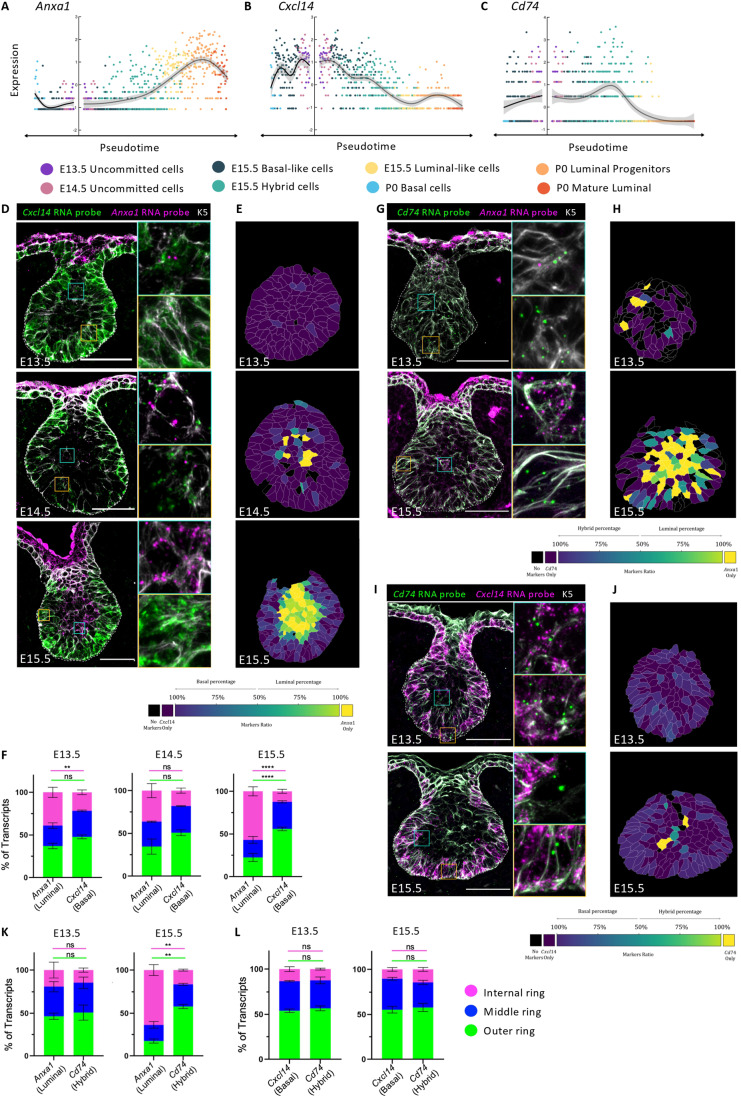
Luminal and basal progenitors segregate into different distribution patterns at E15.5. (**A**–**C**) Characteristic examples of the selected genes presenting increased expression in pseudotime towards luminal differentiation (*Anxa1*, **A**), basal differentiation (*Cxcl14*, **B**) or in the hybrid cells at E15.5 (*Cd74*, **C**). Cells are color-coded by cluster as indicated in the legend. (**D**) Representative sections of embryonic mammary buds at E13.5, E14.5 and E15.5 showing the expression of *Cxcl14* (in green) and *Anxa1* (in magenta) detected by RNAscope and of K5 by IF (in white). A white dotted line delineates the BM (*n* = 3). (**E**) Segmentation of individual mammary cells from (**D**) that were color-coded according to the ratio between the number of transcripts for *Cxcl14* and *Anxa1*, as indicated on the color key at the bottom. The color key goes from dark purple (100% of transcripts in a cell are *Cxcl14*) to bright yellow (100% of transcripts in a cell are *Anxa1*). (**F**) Quantification of the proportion of *Anxa1* and *Cxcl14* transcripts in each ring (see Fig. EV3D) at each developmental stage (*n* = 5). (**G**, **I**) Representative sections of embryonic mammary buds at E13.5 and E15.5, showing the expression of *Cd74* (in green) and *Anxa1* (in magenta) in (**G**) or *Cxcl14* (in magenta) in (**I**), detected by RNAscope, and of K5 by IF (in white). Dotted lines delineate the BM (*n* = 2). (**H**, **J**) Segmentation of individual mammary cells from (**G**) and from (**I**) that were color-coded according to the ratio between the number of transcripts for *Cd74* and *Anxa1* in (**H**) or for *Cd74* and *Cxcl14* in (**J**). The color key goes from dark purple (100% of transcripts in a cell are *Cd74* in (**H**) or *Cxcl14* in (**J**)) to bright yellow (100% of transcripts in a cell are *Anxa1* in (**H**) or *Cd74* in (**J**)). (**K**, **L**) Quantification of the proportion of *Cd74* and *Anxa1* transcripts in (**K**) and of *Cd74* and *Cxcl14* transcripts in (**L**) in each ring at each developmental stage (*n* = 2). Data information: graphs in (**F**, **K,L**) show mean ± SEM. Statistical significance was assessed with a two-way ANOVA test. ****P < 0.0001, **P < 0.01, ns non-significant. Scale bars: 50 μm in (**D**, **G**, **I**). Source data are available online for this figure.

**Figure EV3:**
Related to Fig. 2. Identification of novel genes that distinguish lineage-biased embryonic mammary cells. (**A**) UMAP plots showing the expression levels of selected basal (*Cxcl14*, *Pthlh* and *Ndnf*), hybrid (*Cd74*) and luminal (*Lgals3, Anxa1* and *Plet1*) genes at E15.5. (**B**) Heatmap illustrating the expression of genes specific for each MEC cluster at E15.5. Each column is color-coded according to the cell cluster from Fig. 1B. Black arrowheads indicate genes used in RNAscope experiments. (**C**) Representative section of a mammary duct at P0 showing the expression of *Cxcl14* (in green) and *Anxa1* (in magenta) detected by RNAscope and of K8 by IF (in white). The white dotted line delineates the BM (*n* = 3). (**D**) Optical section of a mammary bud at E15.5 illustrating the ROIs: outer ring (in green), middle ring (in blue) and internal ring (in magenta) used for the quantitative analysis. (**E**, **F**) Representative sections of embryonic mammary buds at E15.5 showing the expression of *Ndnf* (basal gene, in green) and *Plet1* (luminal gene, in magenta) (**E**) or *Pthlh* (basal gene, in green) and *Lgals3* (luminal gene, in magenta) (**F**), detected by RNAscope and immunostained with antibodies anti-K5 (in white) (*n* = 2). (**G**) Single optical section showing the expression of the luminal epithelial marker K8 (in magenta), and the basal epithelial marker P63 (in green) in an embryonic mammary bud at E15.5. K8 and P63 are co-expressed by all MECs at E15.5. (**H**) Representative sections of the 5 different embryonic mammary buds (#1 to #5) at E15.5, showing the conserved expression of *Anxa*1 (in magenta) and *Cxcl14* (in green) detected by RNAscope. Anti-K5 or anti-K8 immunostaining delineate the mammary bud epithelium (in white) (*n* = 2). Data information: scale bars: 100 μm in (**C**) and 50 μm in (**E**–**H**).

Considering our findings that a proportion of MECs is already lineage-committed at E15.5, we next sought to examine the spatial localization of cells still possessing a hybrid basal-luminal expression signature within the developing mammary bud. To this aim, we searched for genes associated with the hybrid cell cluster identified at E15.5 (Fig. 1B). 

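Cd74 (chromosome 18, 60803848 to 60812652) had 93.8 CPM in hybrid-like cells at E15.5, 42.9 in basal-like and 9.58 in luminal-like cells, 2.19-fold (1.69 to 2.87) and 9.80-fold (6.66 to 15.0). UMIs were found in 70.1% of hybrid-like, 44.6% of basal-like and 16.8% of luminal-like cells, and in 30.3%, 20.0% and 8.42% after thinning to 5000 UMIs. In mesenchyme-like cells, which should lack Cd74 and had a median of 24409 UMIs, the share was 1.77% (1.06% after thinning).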

A promising candidate marker gene for this cluster was the HLA class II cell surface receptor *Cd74* (Figs. 2C and EV3B), previously proposed as a putative mammary stem cell marker (dos Santos et al, 2013). smRNA-FISH analysis with a probe targeting this gene revealed that, while *Cd74* expression overlapped with both *Anxa1* and *Cxcl14* in early mammary embryonic development (E13.5), a big proportion of *Cd74* transcripts resided in the middle and outer regions of the mammary bud at E15.5, often coinciding with *Cxcl14* expression (Fig. 2G–L). Thus, the hybrid cells we identified by transcriptomic analysis at E15.5 appear to be primarily localized in proximity to the BM, where basal-committed cells are also found within growing mammary buds.

Collectively, our spatial transcriptomic data reveal that the embryonic basal-like and luminal-like mammary cell clusters that we could distinguish by scRNA-seq are found in defined and mostly mutually exclusive positions within the mammary bud at E15.5, at the onset of branching morphogenesis. We believe that spatial segregation and sorting of mammary embryonic progenitors may conceivably underlie their state of differentiation and lineage commitment at this critical stage of embryonic mammary development.

### Identification of two spatially distinct mesenchymal cell populations in the embryonic mammary stroma

Mammary epithelial buds at E13.5 are surrounded by specialized mammary mesenchyme, supporting their subsequent sprouting to invade the underlying fat pat precursor at around E15.5 to initiate the first branching morphogenetic events. Paracrine signaling between mammary epithelial cells and surrounding mesenchymal cells is indispensable for this process (Spina and Cowin, 2021; Wansbury et al, 2011). To gain further insights into mammary mesenchymal patterning during embryonic development, we next focused our analysis on the scRNA-seq data of mesenchymal cells at E13.5, E15.5, and P0. Clustering of non-epithelial cells identified three mammary mesenchymal cell subsets at each stage (Fig. 3A). 

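In the re-analysis, the 136 mesenchyme-like cells of E13.5 divided into sub-epithelial-like (35 cells, 25.7%, 18.6 to 33.9), dermal-like (72, 52.9%, 44.2 to 61.6) and proliferative-like (29, 21.3%, 14.8 to 29.2) clusters. At E15.5, the 282 cells divided into sub-epithelial-like (85, 30.1%, 24.8 to 35.9), dermal-like (74, 26.2%, 21.2 to 31.8) and proliferative-like (68, 24.1%, 19.2 to 29.5) clusters and 1 of 55 cells, led by Krtdap, Sfn, Gal and Krt14, that met no name. The dermal-like share of E13.5 moved most, to 25.0% at resolution 1.2.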

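Leading genes of the proliferative-like clusters were Ube2c, Nusap1 and Top2a at E13.5 and Hist1h2ap, Top2a and Mki67 at E15.5. The cells of these clusters had a median of 23318 UMIs at E13.5 and 35258 at E15.5, against 16479 and 24410 over all mesenchyme-like cells of the stage. At P0, no mesenchyme-like cluster met the proliferative markers.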

By computing a cell cycle score based on a list of cell cycle-related genes, we identified proliferative cell clusters at early developmental timepoints, E13.5 and E15.5 (Figs. 3A and EV4A) (Lan et al, 2023; Myllymäki et al, 2023). Furthermore, immunofluorescence analysis of phosphorylated Histone H3 (PH3) expression at four developmental stages revealed that proliferative mesenchymal cells also exist at later stages (E17.5 and P0) (Fig. EV4B), although they did not to produce a distinguishable and independent UMAP cluster in Fig. 3A.

**Figure 3:**
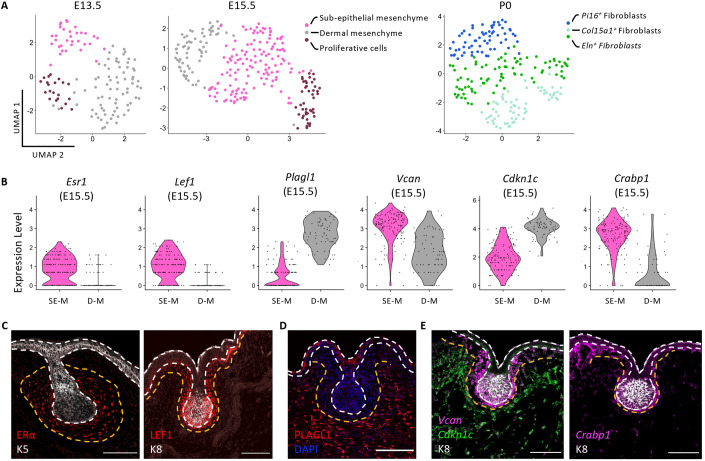
The early embryonic mammary mesenchyme contains two spatially distinct cell populations. (**A**) UMAP plots of embryonic mammary mesenchymal cells isolated at E13.5, E15.5, and P0. Cells are color-coded by cluster. (**B**) Violin plots representing the expression levels of *Esr1*, *Lef1*, *Plagl1*, *Vcan*, *Cdkn1c*, and *Crapb1* in sub-epithelial mesenchyme (SE-M) and dermal mesenchyme (D-M) at E15.5 (*n* = 208 cells). (**C**, **D**) Representative sections of embryonic mammary buds at E15.5 immunostained for ERα (in red) and K5 (in white) (**C**) or LEF1 (in red) and K8 (in white) (**C**); PLAGL1 (in red) and DAPI (in blue) (**D**). (**E**) Representative sections of embryonic mammary buds at E15.5 showing the expression of *Vcan* (in magenta), *Cdkn1c* (in green) or *Crabp1* (in magenta), detected by RNAscope and immunostained for K8 (in white). Dotted lines delineate the BM (in white) and the two mesenchymal compartments (in orange). Scale bars: 100 μm (*n* = 3).

**Figure EV4:**
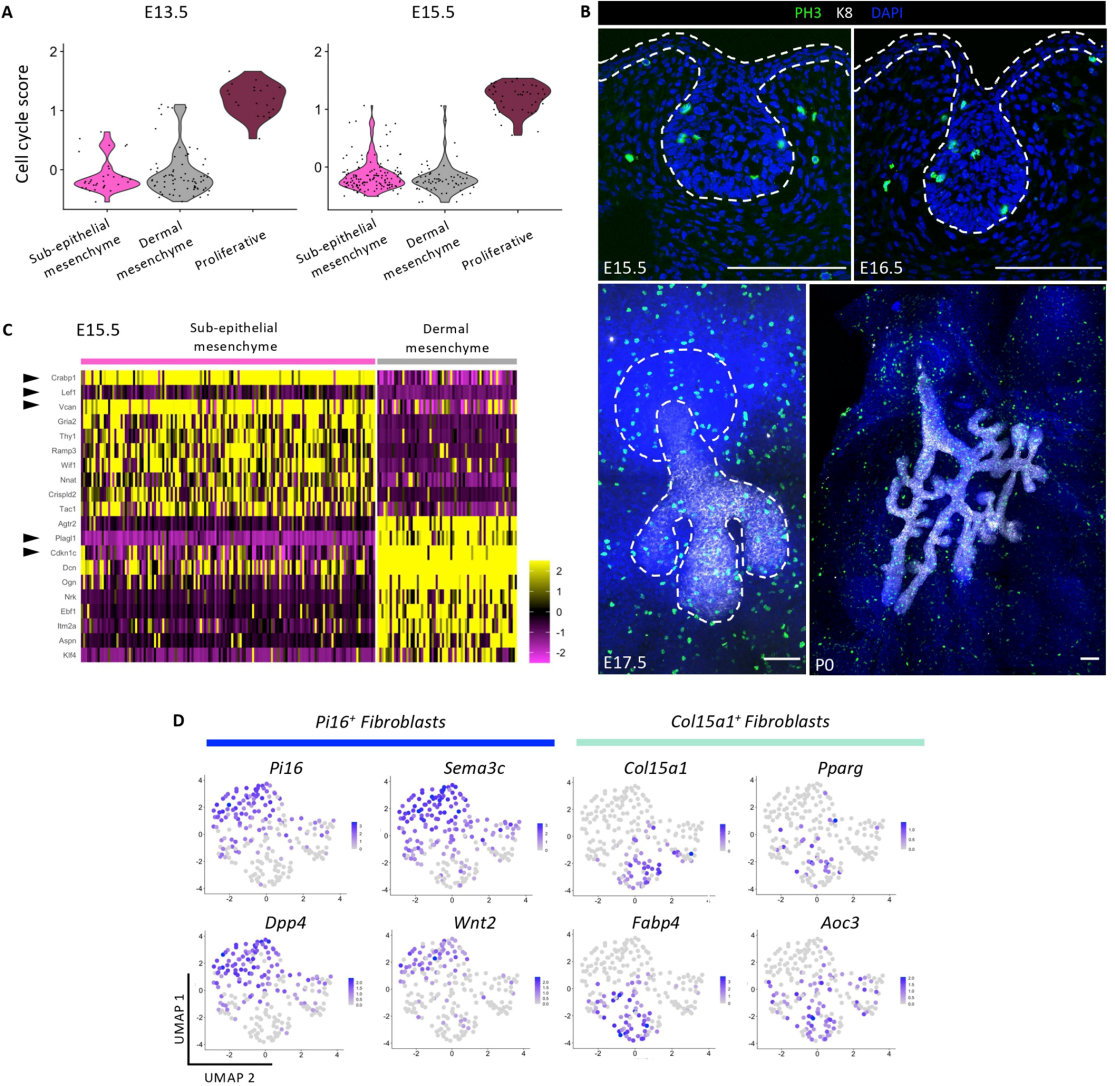
Related to Fig. 3. The heterogeneity of mesenchymal cells increases at birth. (**A**) Violin plots representing the cell cycle score in each mammary mesenchymal cluster at E13.5 and E15.5. *n* = 129 cells at E13.5; *n* = 252 cells at E15.5. (**B**) Representative sections of mammary bud at E15.5 and E16.5 and whole-mount staining at E17.5 and P0 showing PH3^+^ cells (in green), K8 (in white) and DAPI (in blue) (*n* = 2). Dotted lines delineate the BM (in white). (**C**) Heatmap illustrating the expression of genes specific for each mesenchymal cluster at E15.5. Each column is color-coded according to the cell cluster from Fig. 3A. The black arrowheads indicate the genes that were further investigated for their specific expression in sub-epithelial or dermal mesenchyme. (**D**) UMAP plots from Fig. 3A illustrating the expression of cluster-specific genes in mesenchymal cells at P0. Scale bars: 100 μm in (**B**).

We next singled out specific markers defining the two non-proliferative mesenchymal clusters at E15.5 (Fig. EV4C). 

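In sub-epithelial mesenchyme-like cells of E15.5, Esr1 (chromosome 10, 4611593 to 5005614) had 97.2 CPM, 3.30-fold above dermal-like cells (2.38 to 4.67). Lef1 (chromosome 3, 131110471 to 131224356) was 6.91-fold (4.80 to 10.3), Crabp1 (chromosome 9, 54764748 to 54773110) 7.09-fold (6.05 to 8.36) and Vcan (chromosome 13, 89655312 to 89742509) 2.80-fold (2.57 to 3.04) higher there. Plagl1 (chromosome 10, 13060504 to 13131694) was 21.3-fold (16.9 to 27.3) and Cdkn1c (chromosome 7, 143458339 to 143461050) 10.7-fold (9.80 to 11.7) higher in dermal-like cells.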

Selected genes included *Esr1* (coding for the Estrogen Receptor ERα), *Plagl1* (coding for the zinc finger protein PLAGL1)*, Lef1* (coding for the lymphoid enhancer binding factor 1), *Crabp1* (coding for cellular retinoic acid binding protein 1), *Vcan* (coding for Versican, an ECM proteoglycan) and *Cdkn1c* (coding for Cyclin-dependent kinase inhibitor C1, a negative regulator of the cell cycle), all differentially expressed in opposing mesenchymal clusters (Figs. 3B and EV4C). Immunostaining for ERα and LEF1 showed clear expression in mesenchymal cells surrounding the mammary bud, as previously reported for ERα (Wansbury et al, 2011) (Fig. 3C). Immunofluorescence analysis for PLAGL1, on the other hand, revealed that PLAGL1^+^ mesenchymal cells are located further away from the mammary epithelium (Fig. 3D). Further analysis of other markers by smRNA-FISH demonstrated a clear enrichment of expression of *Crabp1* and *Vcan* in mesenchymal cells surrounding the embryonic mammary bud, while *Cdkn1c* was enriched in cells found at more distal regions (Fig. 3E). These results indicate that the two transcriptionally distinct mesenchymal populations are also differentially localized within the embryonic mammary stroma at E15.5 and can be categorized based on their proximity to the mammary epithelial bud. We thus refer to cells closest to the epithelium as the sub-epithelial mesenchyme (SE-M) and those located further away as dermal mesenchyme (D-M).

The heterogeneity of mesenchymal cells and the complexity of the mammary stroma increases at birth, where three clusters of fibroblasts can be distinguished, namely *Col15a1*^*+*^, *Pi16*^*+*^, and *Eln*^+^ clusters, with the first two subsets also identified across 17 other tissues (Buechler et al, 2021). 

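The 261 mesenchyme-like cells of P0 divided into Pi16+-like (87 cells, 33.3%, 27.6 to 39.4), Col15a1+-like (126, 48.3%, 42.1 to 54.5) and Eln+-like (48, 18.4%, 13.9 to 23.6) fibroblasts. The Col15a1+-like class joins a cluster of 66 cells led by Timp1, Angptl4, Fabp4 and the inflammatory genes Iigp1 and Gbp2 and a cluster of 60 led by Plet1, Epcam and Pparg. The Eln+-like cluster was led by Cilp, Thbs4 and Acta1, with 3 of its 6 detected markers raised. At resolution 1.2, the Eln+-like share was 8.58%.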

Interestingly, the *Col15a1*^*+*^ population also expresses *Fabp4*, *Pparg* and *Aoc3*, surface markers of pre-adipocytes. Conversely, the *Pi16*^*+*^ population of fibroblasts expresses *Dpp4*, *Sema3c,* and *Wnt2*, reported to be upregulated in subcutaneous mesenchymal progenitors (Merrick et al, 2019) (Figs. 3A and EV4D). 

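Fabp4 (chromosome 3, 10204088 to 10208576) had 794 CPM in Col15a1+-like fibroblasts, 26.4-fold above Pi16+-like (18.2 to 40.0) and 39.6-fold above Eln+-like fibroblasts (20.0 to 92.1). Aoc3 (chromosome 11, 101330605 to 101341938) was 7.51-fold above Pi16+-like (4.53 to 13.2) and 1.95-fold above Eln+-like fibroblasts (1.30 to 3.04), from which it was not apart at resolutions 0.4 (0.933 to 2.36) and 1.2 (0.727 to 2.09). Pparg (chromosome 6, 115360951 to 115490399) had 42, 6 and 1 UMIs in the 3 classes. Its log2 ratio over Eln+-like fibroblasts fell from 3.96 to 0.64 with the named genes kept in the clustering (0.615 to 5.04 as a fold) and was not apart at resolution 1.2 either (0.840 to 27.8).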

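Dpp4 (chromosome 2, 62330073 to 62412231) had 399 CPM in Pi16+-like fibroblasts, 5.83-fold above Col15a1+-like (4.53 to 7.59) and 6.37-fold above Eln+-like fibroblasts (4.25 to 9.98). Sema3c (chromosome 5, 17574281 to 17730268) was 5.34-fold (4.63 to 6.19) and 5.38-fold (4.31 to 6.80) higher than in these classes, and Wnt2 (chromosome 6, 17988940 to 18030585) 11.4-fold (6.79 to 20.4) and 8.41-fold (4.16 to 19.8).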

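Against Pi16+-like fibroblasts, Col4a1 was 6.89-fold (5.73 to 8.33), Col4a2 5.85-fold (4.41 to 7.89), Mmp19 47.4-fold (16.0 to 232) and Sparcl1 13.7-fold (7.86 to 26.2) higher in Col15a1+-like fibroblasts, and Col18a1 and Sdc1 were 2.70-fold (1.51 to 5.07) and 5.75-fold (2.42 to 16.6) higher. Against Eln+-like fibroblasts, Col18a1 (6.16, 1.99 to 30.9) and Mmp19 (3.59, 2.17 to 6.30) were higher and Sdc1 was not apart (1.85, 0.853 to 4.57). Col18a1 was not apart from Eln+-like fibroblasts at resolution 1.2 (0.882 to 13.7) or from Pi16+-like ones after thinning (0.848 to 3.91), and Sdc1 was higher than in Eln+-like ones with a UMI minimum of 3000 (1.06 to 6.25). Col4a1 (0.739, 0.664 to 0.823), Col4a2 (0.702, 0.590 to 0.837) and Sparcl1 (0.416, 0.339 to 0.510) were lower than in Eln+-like fibroblasts. These last log2 ratios, -0.44, -0.51 and -1.27, turned to 2.81, 3.01 and 2.10 with the named genes kept in the clustering.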

Structural and ECM proteins (*Col4a1, Col4a2, Col18a1, Mmp19, Sdc1, Sparcl1*) are also highly expressed in the *Col15a1*^*+*^ population. 

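Mfap4 (chromosome 11, 61485431 to 61488900) had 1642 CPM in Eln+-like fibroblasts, 3.34-fold above Pi16+-like (2.96 to 3.78) and 3.60-fold above Col15a1+-like fibroblasts (3.20 to 4.06). Mgp (chromosome 6, 136872435 to 136875823) was 44.0-fold (19.6 to 122) and 8.05-fold (5.53 to 12.0) higher. The latter log2 ratio, 3.01, was 1.19 at resolution 1.2. Eln is one of the markers that name this class and is not given as a result.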

Finally, the *Eln*^+^ mesenchymal population identified at P0 displays elevated expression of *Eln, Mfap4, Mgp*; genes typically expressed by myofibroblasts.

### FGF10 produced by the dermal mesenchyme is an important regulator of embryonic mammary morphogenesis

Communication between the mammary epithelial and stromal compartments is essential for branching morphogenesis (Inman et al, 2015). Thus, considering the observed spatial patterning of mesenchymal cells at E15.5 (Fig. 3), we next computationally predicted paracrine interactions between the identified mesenchymal cell subsets and MECs using CellPhoneDB (Vento-Tormo et al, 2018). We first focused on ligand–receptor interaction pairs between either the sub-epithelial or dermal mesenchyme and basal-like or luminal-like MECs at E15.5. This approach highlighted several developmental signaling pathways, including FGF, Wnt and TGFβ (Transforming growth factor beta), as putative mediators of the crosstalk between E15.5 LC-like and BC-like cells and the sub-epithelial or dermal mesenchyme (Fig. 4). 

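At E15.5, Tgfb2 (chromosome 1, 186622792 to 186705989) had 160.2 CPM in dermal and 30.5 in sub-epithelial mesenchyme-like cells, 5.25-fold (3.98 to 7.01). Tgfbr1 had 70.9 CPM in basal-like and 48.6 in luminal-like MECs, and Tgfbr2 20.8 and 38.7. After thinning, the classes were not apart for Tgfbr1 (0.741 to 2.30) or Tgfbr2 (0.313 to 3.60). Thinning to 5000 UMIs turned the log2 ratio of Tgfbr2, basal-like over luminal-like, from -0.89 to 0.13.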

Specific interactions between TGFβ receptors and their ligand TGFβ2 were highly significant between basal-like and luminal-like MECs and the dermal mesenchymal cells (Fig. 4A). 

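Tgfb3 (chromosome 12, 86056745 to 86079041) had 46 UMIs in dermal and 16 in sub-epithelial mesenchyme-like cells of E15.5, 4.00-fold (2.22 to 7.57). Tgfbr3 (chromosome 5, 107106570 to 107289629) had 76.1 CPM in basal-like and 65.3 in luminal-like MECs, a ratio of 1.17 (0.916 to 1.48) that does not set the classes apart. Without Scrublet doublets (1.01 to 1.65) or without cell cycle regression (1.04 to 1.58), it was higher in basal-like cells.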

Of interest, the TGFβ3-TGFβR3 interaction pair was instead only significant between basal-like MECs and dermal mesenchymal cells, whereas it was not predicted with LC-like MECs. The WNT pathway is more complex to dissect, since bidirectional signals between epithelium and mesenchyme were predicted, with specific expression of distinct ligands and receptors. For instance, *Fzd4* and *Wnt5a* were expressed in the mesenchymal clusters, with exlusive expression of *Fzd4* in the dermal mesenchyme, while *Wnt3*, *4*, *7b*, and *10b* signals come from epithelial cells (Fig. 4B). 

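Fzd4 (chromosome 7, 89404355 to 89413134) had 30 UMIs in dermal-like and 1 in sub-epithelial-like cells of E15.5, a ratio of 41.8 (6.94 to 1704), with UMIs in 23.0% and 1.18% of the cells (6.76% and 1.18% after thinning). After thinning the log2 ratio went from 5.38 to 2.52, with 5 UMIs in dermal-like cells, and the classes were not apart (0.643 to 272). Wnt5a (chromosome 14, 28504750 to 28527448) was 9.98-fold higher in mesenchyme-like cells than in MECs (8.64 to 11.6). Wnt3 was 61.7-fold (29.8 to 154), Wnt4 2.74-fold (2.43 to 3.09), Wnt7b 22.6-fold (8.66 to 84.1) and Wnt10b 17.5-fold (10.7 to 30.9) higher in MECs.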

Among the epithelial ligands, *Wnt3* and *Wnt10b* expression was found in basal-like and hybrid cells but not LC-like cells at E15.5 (Figs. EV2C and 4B). This is in line with previous findings reporting that *Wnt10b* is one of the earliest markers localized in the mammary epithelium (Chu et al, 2004).

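In hybrid-like cells, Wnt3 was 3.37-fold (2.54 to 4.54) and Wnt10b 4.53-fold (3.07 to 6.96) above luminal-like cells. UMIs of Wnt10b were found in 63.1% of basal-like, 57.0% of hybrid-like and 20.0% of luminal-like cells, and in 20.0%, 18.4% and 5.26% after thinning. Mesenchyme-like cells, which should lack it, had UMIs of Wnt10b in 2.48% of cells (0.709% after thinning).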

**Figure 4:**
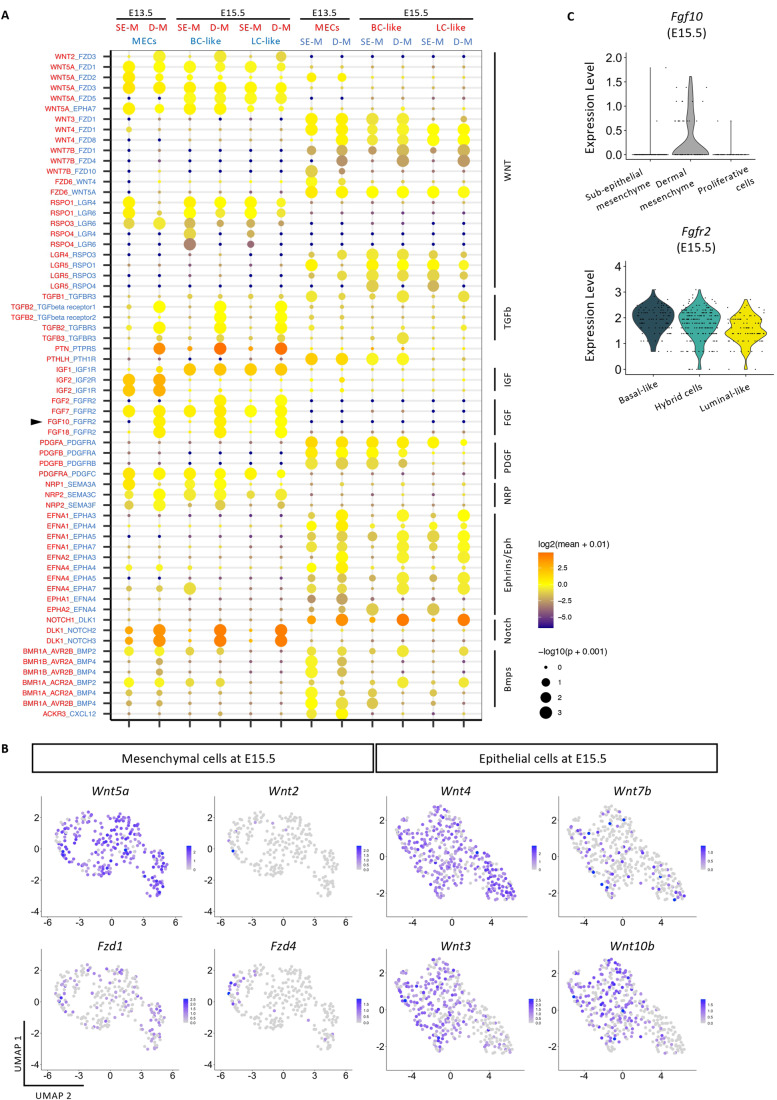
Changes in ligand–receptor interaction pairs between both mesenchymal populations and the epithelial cell clusters before and during cell fate switch. (**A**) CellPhoneDB analysis with the predicted ligand–receptor interactions between the two mesenchymal populations, sub-epithelial (SE-M) or dermal mesenchyme (D-M), and mammary epithelial cells at E13.5 and E15.5 (*P* value < 0.01). The arrowhead highlights the ligand–receptor interaction between FGF10 and FGFR2 that was functionally investigated in embryonic ex vivo cultures. Permutation test was used for statistical analysis. (**B**) UMAP plots from Fig. 3A illustrating the expression of selected Wnt-related cluster-specific genes in mesenchymal cells at E15.5 (left side) and from Fig. 1B illustrating the expression of some cluster-specific Wnt ligands in epithelial cells at E15.5 (right side). (**C**) Violin plots representing the expression levels of *Fgf10* and *Fgfr2* in mesenchymal and epithelial clusters, respectively, at E15.5 (*n* = 383 cells).

To address how the ligand-receptor interaction landscape changes before and during the potency switch, we also checked the interactions MECs/stroma at E13.5 and found that most pathways are conserved between E13.5 and E15.5, although specific differences could be detected (Fig. 4A). For example, although several components of IGF signaling were implicated as important mediators of communication between mesenchyme and MECs at both timepoints, a switch from IGF2 to IGF1-mediated signaling was detected in the E13.5 to E15.5 transition. In addition, the PTHrP signaling pathway is known to govern the transition from the mammary bud to a branching organ. 

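Igf2 (chromosome 7, 142650766 to 142666816) had 1044 CPM in E13.5 and 55.9 in E15.5 mesenchyme-like cells, 18.7-fold (16.8 to 20.8). It had 979.7 CPM at E14.5 and 3147 at P0. The list of E15.5 alone holds a gene, Gm49394, that covers 62.8% of the exon bases of Igf2. Igf1 (chromosome 10, 87858265 to 87937042) had 565 CPM at E15.5 and 207 at E13.5, 2.73-fold (2.48 to 3.00). In MECs, Igf1r was 2.02-fold higher at E15.5 (1.42 to 2.99), though not apart after thinning (0.923 to 3.37).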

PTHLH, expressed in the epithelium, signals to mesenchymal PTH1R to modulate Wnt and BMP signaling in early mammary development, inducing the production of a specialized condensed mesenchyme that maintains mammary epithelial cell fate (Macias and Hinck, 2012). This PTHLH-PTH1R interaction, scored as highly significant at E13.5, is attenuated as development proceeds, and becomes restricted to the communication between basal-like cells, expressing *Pthlh* and both the sub-epithelial and dermal mesenchyme, equally expressing *Pth1r*. 

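Pthlh was 9.24-fold higher in MECs of E13.5 than of E15.5 (7.73 to 11.0). At E15.5, it had 129 CPM in basal-like, 37.4 in hybrid-like and 9.22 in luminal-like cells. Pth1r (chromosome 9, 110722085 to 110747145) had 58.7 CPM in sub-epithelial and 49.0 in dermal mesenchyme-like cells and was not apart (interval of the ratio 0.892 to 1.62). At E13.5, it had 231 CPM in sub-epithelial-like and 55.5 in dermal-like cells.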

The BMP pathway at work involves the BMP2 and BMP4 ligands, the latest being particularly enriched in the sub-epithelial mesenchyme at E13.5, that signal through BMPR1A to inhibit hair follicle formation in the developing nipple sheath (reviewed in (Spina and Cowin, 2021)). 

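Bmp4 (chromosome 14, 46383520 to 46390669) had 127 CPM in sub-epithelial-like and 47.5 in dermal-like cells of E13.5, 2.67-fold (1.85 to 3.85). Bmp2 had 124 CPM in E13.5 MECs and 54.9 in mesenchyme-like cells, 2.26-fold (1.58 to 3.18). Bmpr1a (chromosome 14, 34410734 to 34503341) had 86.2 CPM in MECs and 115 in mesenchyme-like cells and was not apart (0.752, 0.504 to 1.09).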

Other predicted embryonic pathways acting before and after mammary fate commitment include neuropilins (NRP) interacting with semaphorins (SEMA), PDGF, Ephrins and Dlk1 and their respective receptors. Of particular interest, FGF signaling was found to mediate critical cell–cell communication both at E13.5 and E15.5, but differences in ligand expression were observed. Specifically, we focused on the highly significant interaction between the FGF10 ligand, which was found to be exclusively expressed in the dermal mesenchyme, and its receptor FGFR2, expressed in MECs (Fig. 4C). 

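Fgf10 (chromosome 13, 118669791 to 118792115) had 33 UMIs in dermal-like and 1 in sub-epithelial-like cells of E15.5, a ratio of 45.9 (7.69 to 1869), and UMIs in 25.7% and 1.18% of the cells (10.8% and 0 after thinning), which had a median of 20970 and 25155 UMIs. MECs, with a median of 24634 UMIs, had them in 0.428% of cells. Fgfr2 (chromosome 7, 130162451 to 133123350) had 226 CPM in MECs and 25.1 in mesenchyme-like cells, 9.01-fold (7.75 to 10.5).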

To functionally assess the validity of these computational predictions, we sought to investigate the impact of exogenous FGF10 on embryonic branching morphogenesis, given its reported role in mammary placode development in constitutive FGF10 knock-out mice (Mailleux et al, 2002; Veltmaat et al, 2006) as well as its recently reported role in branch elongation in salivary gland organoids (Kim et al, 2021). We thus tested by live-cell imaging the impact of FGF10 on branching dynamics of mammary buds in ex vivo cultures. Explant cultures provide a highly tractable system for modeling embryonic mammary cell behavior and branching morphogenesis (Carabaña and Lloyd-Lewis, 2022; Voutilainen et al, 2013).

Embryonic mammary buds along with their surrounding mesenchyme were dissected at E13.5 and cultured ex vivo on an air-liquid interface. Embryonic MECs expressed both basal and luminal markers (K5, K14, and P63 for basal cells and K8 for luminal cells) after 24 h in culture (Fig. EV5A–C), consistent with in vivo observations (Fig. EV3G) (Wansbury et al, 2011). During 8 days of ex vivo culture, embryonic mammary buds undergo sprouting and branching, recapitulating the morphogenetic events occurring in vivo (Fig. EV5D,E). Immunostaining of the resulting 8-day-old ductal tree (corresponding to approximately P0/P1 in vivo) revealed that MECs in the outer layer express basal markers such as P63 (Fig. EV5D,EV5F) and α smooth muscle actin (α-SMA) (Fig. EV5E), while inner cells express the luminal marker K8 (Fig. EV5D-E). In addition, polarity acquisition appeared normal, as revealed by apical ZO-1 staining in the internal luminal cells (Fig. EV5F). These results indicate that the fundamental aspects of embryonic mammary morphogenesis and epithelial lineage segregation and differentiation can be reconstituted in ex vivo cultures.

**Figure EV5:**
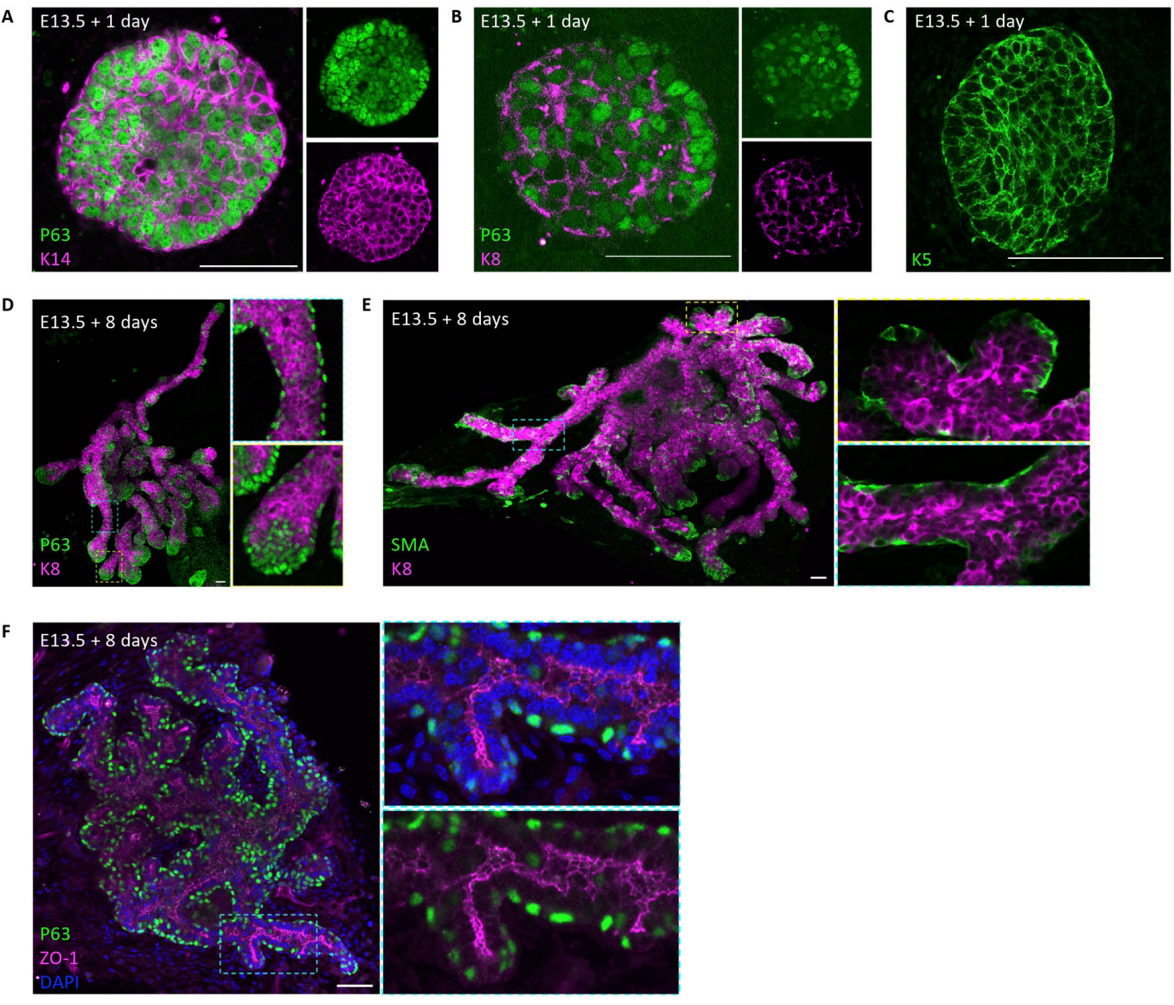
Related to Fig. 5. Mammary bud *ex vivo* cultures recapitulate embryonic mammary morphogenesis and epithelial lineage segregation. (**A**–**C**) Representative images of mammary embryonic buds dissected at day E13.5 and cultured ex vivo for 1 day, immunostained for the following lineage markers: P63 (in green) and K14 (in magenta) (**A**), P63 (in green) and K8 (in magenta) (**B**), and K5 (in green) (**C**). (**D–F**) Representative images of mammary embryonic buds dissected at day E13.5 and cultured ex vivo for 8 days, immunostained for the following lineage and polarity markers: P63 (in green) and K8 (in magenta) (**D**), α-SMA (in green) and K8 (in magenta) (**E**), and P63 (in green) and ZO-1 (in magenta) (**F**). Data information: scale bars: 50 μm (in **A**–**C**), 100 μm (in **D**–**F**) (*n* = 3).

Taking advantage of this powerful system, we next investigated the impact of FGF signaling by undertaking live imaging of embryonic mammary explants cultured with FGF10 (Fig. 5A). To measure the velocity of branch growth in control and FGF10-treated conditions, after 4 days in culture we traced the endpoint of each branch acquired every 60 min for 24 h. By measuring the distance traveled over time in control and FGF10-treated conditions, these experiments indicated that mammary branches grow faster when cultured in the presence of FGF10 (Fig. 5B).

**Figure 5:**
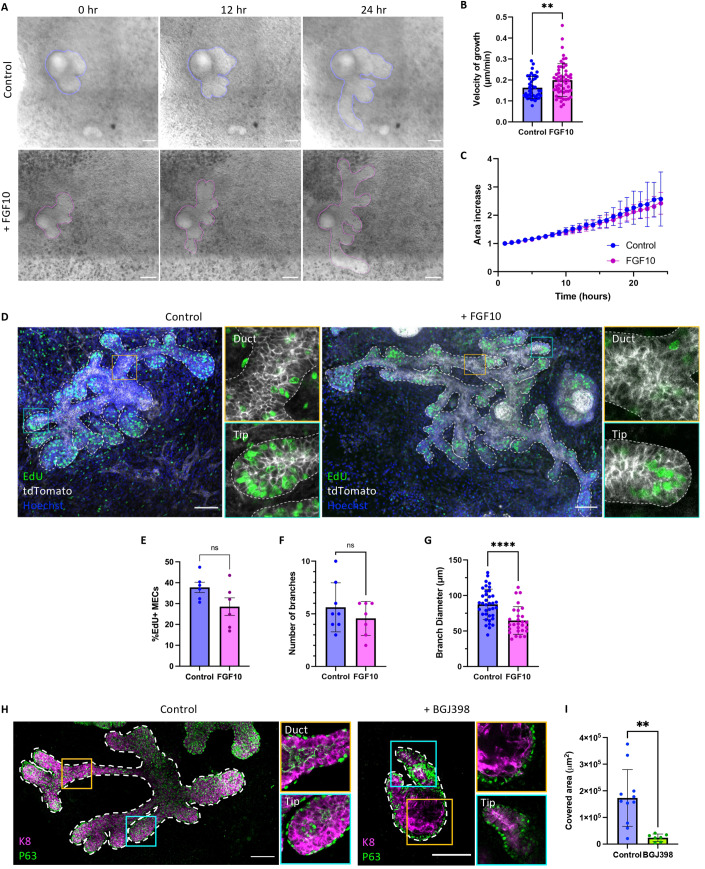
FGF signaling is required for embryonic mammary branching. (**A**) Time-lapse images of a mammary explant grown in control medium (top) or in the presence of FGF10 (bottom) for 24 h. T = 0 h refers to 4 days in culture. The rendered surface of the mammary epithelium is outlined in blue (in the control bud) and in magenta (in the FGF10 condition). (**B**) Quantification of the velocity of branch growth in control conditions and in the presence of FGF10 in the medium (*n* = 43 branches analyzed from 8 independent explants in control conditions and *n* = 56 branches analyzed from 12 independent explants in FGF10 conditions). (**C**) Fold change increase in area in control and FGF10 conditions. In both cases, the area is doubled within 16 h in culture. (*n* = 8 independent explants in control conditions; *n* = 7 independent explants in FGF10 conditions). (**D**) Representative whole-mount immunostaining of an embryonic mammary gland cultured in control or FGF10 conditions showing EdU^+^ cells (in green), membrane tdTomato (in white) and DAPI (in blue). Mammary buds were dissected at day E13.5 and cultured ex vivo for 7 days. Orange outlined insets show a duct region and blue outlined insets show a tip region (*n* = 3). (**E**–**G**) Quantification of EdU^+^ cells (**E**), number of branches (**F**) and branch diameter (**G**) in control and FGF10 conditions. *n* = 6 regions analyzed from at least two independent explants per condition in (**E**); *n* = at least seven independent explants per condition in (**F**); *n* = 37 branches analyzed from eight independent explants in control conditions and *n* = 28 branches analyzed from seven independent explants in FGF10 conditions in (**G**). (**H**) Representative whole-mount immunostaining of an embryonic mammary gland cultured in control conditions (DMSO) or in the presence of a pan-FGFR inhibitor (BGJ398) starting from day 4 in culture, showing the correct positioning of K8^+^ (in magenta) and P63^+^ (in green) cells even when branching is abrogated by FGFR inhibition. Orange outlined insets show a duct region and blue outlined insets show a tip region (*n* = 3). (**I**) Area quantification in control and BGJ398 inhibitor conditions (*n* = 11 regions analyzed from three independent explants in control conditions and *n* = 7 regions analyzed from three independent explants in BGJ398 treated conditions). Data Information: scale bars: 100 μm. (**A**, **D**, **H**) Graphs show mean ± SEM. Statistical significance was assessed with two-tailed unpaired Welch’s *t* test. ****P < 0.0001, **P < 0.01, ns non-significant. Source data are available online for this figure.

FGF10 secreted by stromal cells may accelerate branching morphogenesis by increasing either epithelial cell proliferation or motility. To discriminate between these two possibilities, we measured the planar surface area of mammary buds over time and found that tissue growth was not significantly affected by FGF10, since the explant area increased two-fold within 16 h of culture in both control and FGF10 conditions (Fig. 5C). While FGF10 is a potent mitogen in several contexts, 5-ethynyl-2′-deoxyuridine (EdU) incorporation experiments suggested that it did not promote mammary epithelial cell proliferation during branch elongation in *ex vivo* cultures (Fig. 5D,E). Moreover, the number of branches in embryonic explant cultures supplemented with FGF10 was equivalent to control cultures (Fig. 5F). However, the diameter of branches at their base was reduced in the presence of FGF10 (Fig. 5G), suggesting that while MECs numbers are equivalent, cells may move faster along extending ducts, which consequently become thinner in the presence of FGF10. Our data therefore shows that, similar to previous observations (Hannezo et al, 2017; Mailleux et al, 2002; Veltmaat et al, 2006), FGF signaling promotes branching of the embryonic mammary ductal tree at the initial stages of embryonic development, likely by stimulating epithelial cell motility. As the effects of adding exogenous FGF10 to the embryonic mammary gland can be confused by its production by the dermal mesenchyme (Fig. 4C), as well as by exposing both luminal-like and basal-like cells to the same ligand concentrations that may not reflect potential FGF gradients in vivo, we next sought to assess the consequences of disrupting FGFR signaling by treating embryonic mammary gland explants with BGJ398, a potent and highly selective inhibitor of FGFR1/2/3 (Guagnano et al, 2011). E13.5 explants were cultured ex vivo and monitored for the first sprouting events (day 4), at which time the inhibitor was added. Strikingly, mammary gland explants unable to signal through FGFR failed to grow (Fig. 5H), precluding quantification of the velocity of branch elongation during time-lapse imaging. As a result, after a total of 10 days in culture the glands grown in the presence of the FGFR inhibitor covered a significantly smaller planar surface area as compared to controls (Fig. 5I). It is noteworthy that this strong impairment in branching morphogenesis was not accompanied by compromised cell fate specification and lineage segregation, as probed by immunostaining for the lineage markers p63 and K8 in Fig. 5H, suggesting that cell fate commitment does not require branching and might precede ductal morphogenesis.

## Discussion

To generate complex organs of diverse shapes and function, tissue morphogenesis and cell fate specification must be tightly coordinated. Yet, how morphological changes steer individual cells towards a particular fate and, conversely, how cell fate decisions orchestrate morphogenesis, remain ambiguous. By combining temporal scRNA-seq analysis with spatial transcriptomics and live imaging of branching embryonic explant cultures, this work provides original insights into the intrinsic molecular mechanisms as well as non-autonomous positional cues underlying the progressive lineage specification of epithelial cells and concomitant morphogenetic events occurring during embryonic mammary development.

Our data revealed that embryonic MECs at E15.5 can already be distinguished as three transcriptionally discrete cell populations: basal-like, luminal-like and hybrid cells. This was surprising, since previous scRNA-seq studies concluded that bipotent MaSCs, sharing luminal and basal characteristics, exist throughout embryogenesis, and that two separate lineages are only distinguishable postnatally (Giraddi et al, 2018; Wuidart et al, 2018). It is plausible that differences in sequencing depth, FACS-isolation strategies, mouse genetic background, and downstream analysis pipelines may collectively contribute to the variability in findings between different scRNA-seq datasets at similar developmental times. For example, while we FACS-isolated cells based on their expression of EpCAM (Fig. EV1A), Wuidart et al (Wuidart et al, 2018) and Pal et al (Pal et al, 2021) isolated cells based on Lgr5-GFP expression. Moreover, the different downstream analysis pipelines we used likely enabled us to identify distinct embryonic MECs clusters at E15.5 that were previously indistinguishable in other scRNA-seq studies (Giraddi et al, 2018; Pal et al, 2021). Indeed, more recent snATAC-seq analysis of E18.5 and adult MG revealed that E18.5 MECs, although still presenting fetal-specific features, are partially lineage-biased and already harbor adult-like basal, LP and ML characteristics (Chung et al, 2019). The results presented herein are also consistent with our previous lineage-tracing and theoretical modeling analyses (Lilja et al, 2018), which implied that lineage potential restriction coincides with the initiation of branching morphogenesis around E15.5. Collectively, our data supports a model whereby cell fate specification precedes branching morphogenesis. As cells rearrange their position within the growing tissue, coordination between cell differentiation and cell movements may be mediated by their exposure to changing environmental cues. By determining the regional positioning of the different cell clusters that we identified by scRNA-seq, we observed that luminal and basal commitment is indeed reflected by differences in cell localization within the developing mammary epithelium. It is conceivable, therefore, that spatial segregation of mammary embryonic progenitors at this critical stage of development underpins their state of differentiation and lineage commitment.

Based on these results, we propose a dynamic hierarchical model of mammary differentiation spanning embryonic development (Fig. 6A,B). Mammary epithelial cells at E13.5 are undifferentiated and have yet to engage in lineage specification. As development and tissue morphogenesis progress, these putative multipotent embryonic MaSCs will first give rise to basal-like cells, designated as such based on their expression of several genes that define basal mammary cells postnatally. Basal-like cells will then either differentiate into basal unipotent progenitors by P0, or they will transition towards a transcriptionally hybrid state. Hybrid cells, whose lineage potential remain unclear, will gradually lose basal markers and concomitantly acquire luminal traits, eventually giving rise to unipotent luminal cells at birth.

**Figure 6:**
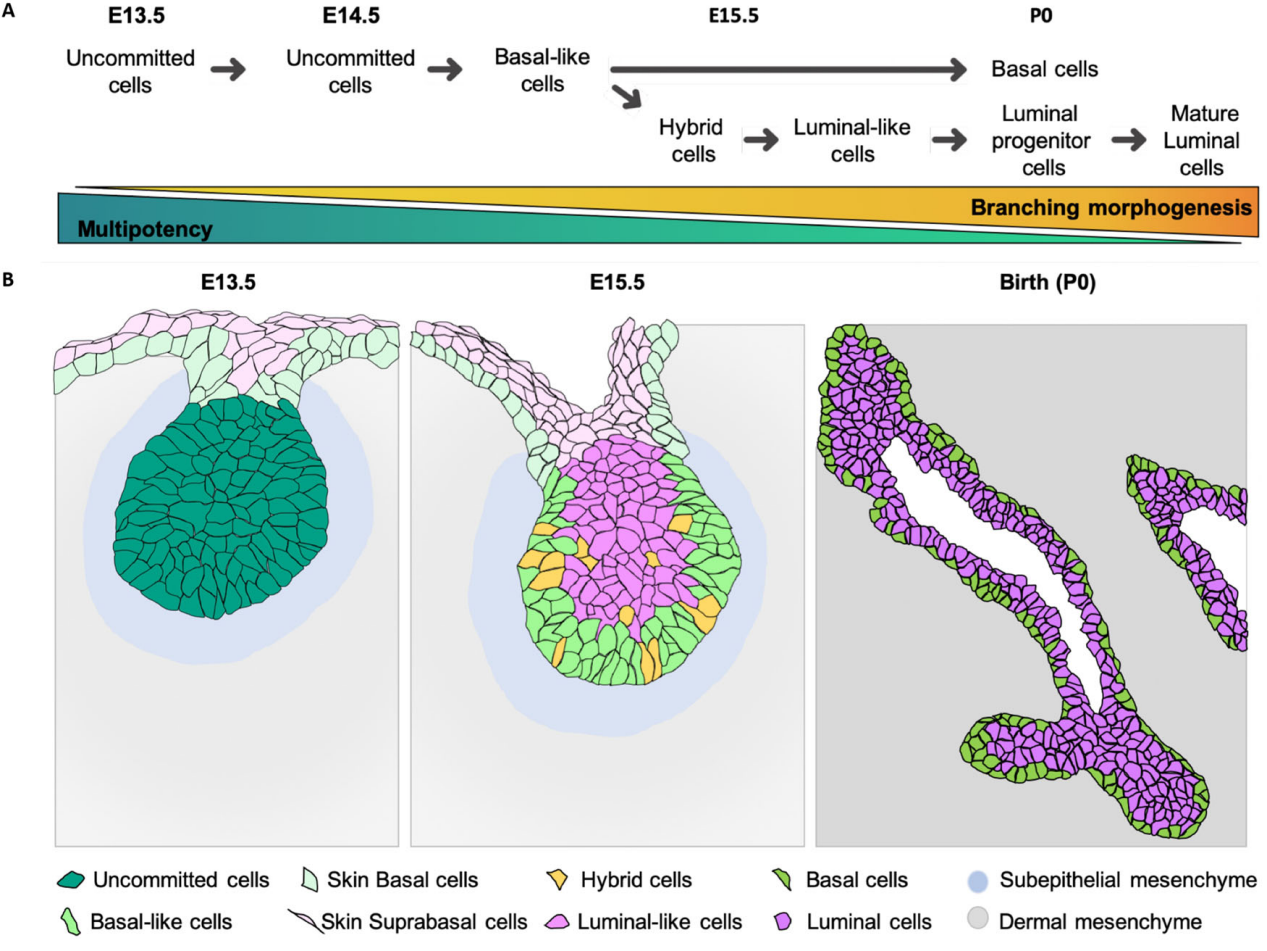
Proposed model for lineage segregation of embryonic mammary epithelial cells during development. (**A**) Proposed model of luminal and basal differentiation trajectories from E13.5 to P0. (**B**) Cartoon depicting the spatial distribution of the different cell types distinguishable in the embryonic mammary bud at E13.5, E15.5, and P0.

Embryonic MECs co-express the differentiation markers commonly used to distinguish LCs and BCs in the adult mammary gland (Fig. EV3G). This has, to date, hampered studies of the precise timing and molecular regulators of embryonic mammary lineage specification. The comprehensive single-cell transcriptomic atlas compiled in this work enabled the spatial mapping of distinct subsets of embryonic mammary cells, some of which are already committed to basal or luminal fate. In addition to facilitating the in situ identification of potentially multipotent and unipotent mammary progenitors, the lineage-specific genes we discovered may be functionally important for dictating cell fate choices. These novel early markers of luminal or basal commitment likewise provide new specific promoters that could be used in future lineage-tracing studies to definitively establish the differentiation dynamics and lineage potential of early mammary progenitors, and their contribution to postnatal mammary gland development. It should also be noted that some differences in the cellular hierarchy might exist between the mouse mammary gland and the human breast. Indeed, the existence of cells co-expressing some luminal and basal cytokeratins has been reported in the human breast (Dontu and Ince, 2015). The absence of lineage-tracing approaches in the human context, however, makes it impossible to conclude on the potency of these rare cells. Nonetheless, a better understanding of the mechanisms underlying the switch from multipotency to unipotency is imperative and of broad relevance to human biology as cell fate plasticity and reactivation of embryonic multipotency programs contributes to tissue dysfunction and cancer in several epithelial organs (Gupta et al, 2019).

Importantly, our study also provides critical insights into the poorly explored resident mammary embryonic mesenchymal cell populations that direct epithelial branching morphogenesis. We identified specific transcriptional signatures that distinguish two spatially restricted mesenchymal populations in mammary embryonic glands, named sub-epithelial and dermal mesenchyme. It remains unclear however how mesenchymal cells adopt a fibroblast or an adipocyte fate during embryonic development. Addressing this important question awaits future fate-mapping studies using specific stromal Cre drivers based on the promoters of genes identified in this work.

Ligand-receptor pair interaction analysis of the compiled scRNA-seq data implicated several components of the FGF pathway as important mediators of communication between dermal mesenchyme and basal-like cells. While the FGF10/FGFR2 interaction is known to be a central player in postnatal mammary branching morphogenesis, the importance of this signaling axis on dynamic embryonic mammary branching remained unexplored, limited by the fact that only constitutive knock-out mice for *Fgfr2b* or *Fgf10* existed and they fail to develop mammary placodes, suggesting a requirement to initiate embryonic mammary development (Mailleux et al, 2002). However, this phenotype precluded studies into the role of the FGF10-FGFR2B signaling axis on mammary embryonic development. Thus, to overcome this hurdle and dynamically investigate the effect of FGF10 or FGFR inhibition on embryonic mammary morphogenesis for the first time, we turned to live-cell imaging of explant cultures of mammary embryonic buds that can extensively branch ex vivo, providing opportunities to overcome challenges associated with genetic knock-out models. Our live-imaging data and custom-made image analysis pipeline revealed that, in the presence of exogenous FGF10, embryonic mammary branching is accelerated independently of any effect on cell proliferation or explant growth. On the other hand, pharmacological inhibition of all FGFR signaling completely abrogated branching, recapitulating in vivo phenotypes (Mailleux et al, 2002). It is noteworthy, though, that our studies also provide evidence indicating that impairment of branching elongation did not result in changes in lineage segregation of mammary progenitors, suggesting that cell fate commitment does not require branching. Ideally, to illustrate how MaSCs differentiate according to positional cues, in vivo cell tracking experiments using fluorescent reporter models (e.g., for *Cxcl14* or *Anxa1* expression) that allow the behavior of genetically labeled embryonic MaSCs to be captured as the tissue develops will be required. This will facilitate studies into the relationship between the initial sprouting events leading to the mammary tree and the time of stem cell potency switch and commitment to a specific lineage.

In summary, this work reveals the heterogeneity in cell states of both the embryonic mammary epithelium and the surrounding mesenchyme and provides important insights into the paracrine cellular interactions that guide branching morphogenesis. Our computational analyses have uncovered the molecular mechanisms and transcription factors involved in regulating mammary cell fate specification. Furthermore, the lineage trajectory analysis reported herein could be extended to other stratified epithelia to determine whether these mechanisms are shared in other epithelial tissues during embryonic development.

## Methods

### Mice

We exclusively analyzed female mice. Ex vivo cultures were established from the double fluorescent reporter R26^mT/mG^ mice (Muzumdar et al, 2007) in a mixed genetic background. Specifically, these mice were initially on a C57 B6/J background, then they were crossed to CD1 and the F1 obtained was then backcrossed once onto a 129 genetic background and then intercrossed. WT C57 B6/N mice were used for the scRNA-seq and RNAscope experiments. All five mammary bud pairs in each embryo were used for RNAscope experiments. Plug detection at mid-day was considered 0.5 days post-coitus (E0.5). Mice were genotyped by PCR on genomic DNA extracted from an earpiece for adult mice or tail tip for embryos. Mouse breeding and husbandry was managed using the mouse colony organization software MiceManager: https://infenx.com/mouse-colony-management-software/.

### Ethics statement

All studies and procedures involving animals were in accordance with the recommendations of the European Community (2010/63/UE) for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes. Approval was provided by the ethics committee of the French Ministry of Research (reference APAFIS #34364-202112151422480). We comply with internationally established principles of replacement, reduction, and refinement in accordance with the Guide for the Care and Use of Laboratory Animals (NRC 2011). Husbandry, supply of animals, as well as maintenance and care in the Animal Facility of Institut Curie (facility license #C75–05–18) before and during experiments fully satisfied the animal’s needs and welfare. All mice were housed and bred in a specific-pathogen-free (SPF) barrier facility with a 12:12 h light–dark cycle and food and water available *ad libitum*. Mice were sacrificed by cervical dislocation as adults or decapitated as embryos.

### Embryonic mammary gland dissection and ex vivo culture

Mammary embryonic buds were dissected following the protocol developed by the laboratory of M. Mikkola (Voutilainen et al, 2013). Briefly, embryos were harvested from the uterus of a pregnant dam at day E13.5 of pregnancy. Under a dissecting microscope, an incision along the dorsal-lateral line from the hind limb to the forelimb in the right flank of the embryo was done using spring scissors. The flank of the embryo from the incision along the dorsal-lateral line to the midline was detached, and the same steps were repeated for the left flank of the embryo, but this time cutting along the dorsal-lateral line from the forelimb to the hind limb. Tissues were collected in a 24-well plate with phosphate-buffered saline (PBS) until all embryos were dissected.

Next, proteolytic digestion of dissected embryonic flanks was performed as previously described (Lan and Mikkola, 2020). Tissues were incubated with freshly prepared 1.25 U/ml Dispase II solution (Roche, 04942078001) at 4 °C for 15 min. Then, with Pancreatin-Trypsin solution at room temperature (RT) for 4-5 min. To prepare Pancreatin-Trypsin working solution: first, 0.225 g of Trypsin (Sigma-Aldrich, 85450 C) were dissolved into 9 mL of Thyrode’s solution [8 g/L NaCl (Sigma-Aldrich, S5886) + 0.2 g/L KCl (Sigma-Aldrich, P5405) + 0.05 g/L NaH_2_PO_4_ • H_2_O (Sigma-Aldrich, S3522) + 1 g/L D-(+)-glucose (Sigma-Aldrich, G7021) + 1 g/L NaHCO_3_ (Sigma-Aldrich, S5761) dissolved in 1 L of distilled water and filter sterilized]. Then, 1 mL of 10X Pancreatin stock solution [0.85 g NaCl (Sigma-Aldrich, S5886) and 2.5 g Pancreatin (Sigma-Aldrich, P3292) dissolved into 100 mL of distilled water on a magnetic stirrer on ice for 4 h and filter sterilized] and 20 μL of penicillin–streptomycin (10,000 U/ml in stock) (Sigma-Aldrich, P4333) were added. Finally, pH was adjusted to 7.4 with NaOH, and the solution was filter sterilized (see Lan and Mikkola, 2020).

When skin epithelium started to detach from the edges of the mammary mesenchyme, the Pancreatin-Trypsin solution was replaced with DMEM/F-12 (Gibco-Thermo Fisher Scientific, 21331020) embryonic culture medium to inactivate the enzyme activity. After incubating the tissue for 20-30 min in ice, the skin epidermis was removed away from the mesenchyme containing the embryonic mammary buds using two needles.

Mammary embryonic buds were established in ex vivo culture as previously detailed in (Carabaña and Lloyd-Lewis, 2022). Collected embryonic mammary tissue was placed on a cell culture insert floating on embryonic culture medium into a 35-mm cover glass-bottomed tissue culture dish (Fluorodish, 81158). The embryonic culture medium is DMEM/F-12 (Gibco-Thermo Fisher Scientific, 21331020) supplemented with 2 mM GlutaMAX (Gibco-Thermo Fisher Scientific, 35050-038), 10% fetal bovine serum (FBS) (v/v), 20 U/ml Penicillin-Streptomycin (Gibco-Thermo Fisher Scientific, 15140122) and 75 μg/mL Ascorbic acid (Sigma, A4544). Mammary cultures were maintained in a tissue culture incubator at 37 °C with 5% CO_2_. The culture media was replaced every 2 days. For growth factor assays, 1 nM FGF10 (Bio-techne, 6224-FG) was added to the medium at day 4. For experiments using the FGFR inhibitor, mammary buds were collected from E13.5 female embryos and maintained in culture for 4 days, after which 50 nM BGJ398 (Selleckchem, S2183) or DMSO in control wells were added and renewed every 2 days until day 9 in culture. Complete details of the reagents used are provided in Table 1.

**Table 1:** Reagents and materials.

Reagent	Source	Identifier
**Chemicals, peptides, and recombinant proteins**		
Triton X-100	Euromedex	2000-C
Paraformaldehyde	Electron Microscopy Sciences	15710
Sucrose	Sigma	S0389
DMEM/F-12	Gibco-Thermo Fisher Scientific	21331020
Collagenase A	Roche	10103586001
Hyaluronidase	Sigma-Aldrich	H3884
DNAse I	Sigma-Aldrich	D4527
Aqua-Polymount	Polysciences	18606
ProLong Diamond Antifade Mountant	Invitrogen-Thermo Fisher Scientific	P36930
Recombinant Mouse FGF10 Protein	Bio-techne	6224-FG
BGJ398	Selleckchem	S2183
DMSO	Sigma-Aldrich	D2438
Pancreatin from porcine pancreas	Sigma-Aldrich	P3292
Porcine Trypsin	Sigma-Aldrich	85450C
Dispase II	Roche	04942078001
Ascorbic Acid	Sigma-Aldrich	A4544
GlutaMAX	Gibco-Thermo Fisher Scientific	35050-038
Fetal bovine serum	Gibco	10500064
Penicillin–streptomycin	Sigma-Aldrich	P4333
NaCl	Sigma-Aldrich	S5886
KCl	Sigma-Aldrich	P5405
NaH_2_PO_4_	Sigma-Aldrich	S3522
D-(+)-glucose	Sigma-Aldrich	G7021
NaHCO_3_	Sigma-Aldrich	S5761
Tissue-Tek O.C.T.	Sakura	4583
Quadrol	Sigma-Aldrich	122262
Urea	Sigma-Aldrich	U5378
2, 2’, 2”-nitrilotriethanol	Sigma-Aldrich	90279
**Critical commercial assays**		
Click-IT EdU AlexaFluor 647 imaging kit	Invitrogen-Thermo Fisher Scientific	C10640
RNAscope Multiplex Fluorescent Detection Kit v2 kit	ACD	32310
RNAscope H_2_O_2_ and protease reagents	ACD	322381
RNAscope Target Retrieval Reagent	ACD	322000
RNAscope TSA buffer pack	ACD	322810
RNAscope Probe Diluent	ACD	300041
TSA PLUS CYANINE 3	Akoya Biosciences	NEL744001KT
TSA PLUS CYANINE 5	Akoya Biosciences	NEL705A001KT
TSA PLUS FLUORESCEIN	Akoya Biosciences	NEL741001KT
RNAscope Probe- Mm-Anxa1-C2	ACD	509291
RNAscope Probe- Mm-Lgals3-C2	ACD	461471
RNAscope Probe- Mm-Plet1	ACD	557941
RNAscope Probe- Mm-Cxcl14-C3	ACD	459741
RNAscope Probe- Mm-Ndnf-C2	ACD	447471
RNAscope Probe- Mm-Pthlh-C3	ACD	456521
RNAscope Probe- Mm-Cd74	ACD	437501
RNAscope Probe- Mm-Vcan	ACD	486231
RNAscope Probe- Mm-Cdkn1c-C2	ACD	458331
RNAscope Probe- Mm-Crabp1-C3	ACD	474711
RNAscope 3-plex Positive Control Probe_Mm	ACD	320881
RNAscope 3-plex Negative Control Probe	ACD	320871
**Others**		
35-mm glass bottom dishes	Fluorodish	81158
Cell culture inserts	Millicell	PICM0RG50

### Mammary cultures whole-mount immunostaining

Whole-mount immunostaining of embryonic tissue explants was performed as previously described (Carabaña and Lloyd-Lewis, 2022). Explants were transferred to 24-well plates, washed in PBS, and fixed with 4% PFA for 2 h at RT. After a blocking step in PBS containing 5% FBS, 1% Bovine Serum Albumin (BSA), and 1% Triton X-100 (Euromedex, 2000-C) for 2 h, explants were incubated with primary antibodies diluted in blocking buffer overnight at 4 °C. Then, with secondary Alexa-fluor conjugated antibodies and DAPI (10μM) diluted in PBS for 5 h at RT. Ex vivo cultures were mounted in a slide using Aqua-Polymount (Polysciences, 18606). The following primary antibodies were used: rabbit anti-SMA (1:300, Abcam, ab5694), rat anti-K8 (1:300, Developmental Studies Hybridoma Bank, clone TROMA-I), mouse anti-P63 (1:300, Abcam, ab735), rabbit anti-K5 (1:300, Covance, PRB-160P-100), rat anti-ZO-1 (1:100, Millipore, MABT11), rabbit anti-K14 (1:300, ab181595). A complete list of the antibodies used is provided in Table 2.

**Table 2:** Antibodies.

Reagent	Source	Identifier
**Antibodies**		
Rabbit anti-SMA	Abcam	Cat# ab5694; RRID: AB_2223021
Rat anti-K8	Developmental Studies Hybridoma Bank, University of Iowa	Cat# TROMA-I: RRID: AB_531826
Mouse anti-p63	Abcam	Cat# ab735; RRID:AB_305870
Rabbit anti-K5	Covance	Cat# PRB-160P-100; RRID:AB_291581
Rabbit anti-K14	Abcam	Cat# ab181595, RRID:AB_2811031
Mouse anti-ERalpha	Agilent-Dako	Cat# M7047, RRID:AB_2101946
Rat anti-ZO-1	Millipore	Cat# MABT11, RRID:AB_10616098
Rabbit anti-PLAG1	(Spengler et al, 1997)	N/A
Rabbit anti-Lef1	Cell Signaling	Cat #2230, RRID:AB_823558
Rabbit anti-PH3	Millipore	Cat #06-570, RRID:AB_310177
Goat anti-rabbit AlexaFluor-coupled to different fluorochromes (Cy3, Cy5, A488)	Invitrogen-Thermo Fisher Scientific	Cat# A10520; RRID:AB_2534029 Cat# A10523; RRID:AB_2534032, Cat# A-11034; RRID:AB_2576217
Goat anti-rat AlexaFluor-coupled to different fluorochromes (Cy3, Cy5, A488)	Invitrogen-Thermo Fisher Scientific	Cat# A10522; RRID:AB_2534031, Cat# A10525; RRID:AB_2534034, Cat# A-11006; RRID:AB_2534074
Goat anti-mouse AlexaFluor-coupled to different fluorochromes (Cy3, Cy5, A488)	Invitrogen-Thermo Fisher Scientific	Cat# A10521; RRID:AB_2534030, Cat# A10524; RRID:AB_2534033 Cat# A-11001; RRID:AB_2534069
Goat anti-chicken AlexaFluor- 488	Invitrogen-Thermo Fisher Scientific	Cat# 400612, RRID:AB_326556
PE anti-mouse Epcam	Biolegend	Cat# 118206, RRID:AB_1134176
APC/Cy7 anti-mouse CD49f	Biolegend	Cat# 313628; RRID:AB_2616784
APC anti-mouse CD31	Biolegend	Cat# 102510; RRID:AB_312905
APC anti-mouse Ter119	Biolegend	Cat# 116212; RRID:AB_313713
APC anti-mouse CD45	Biolegend	Cat# 103112, RRID:AB_312977
PE rat IgM	Biolegend	Cat# 400808; RRID:AB_326584
APC/Cy7 rat IgG2a	Biolegend	Cat# 400524
APC rat IgG2b	Biolegend	Cat# 400612, RRID:AB_326556

EdU incorporation was visualized using Click-It chemistry (Invitrogen) by incubating ex vivo cultures for 2 h with EdU solution (10 μM). EdU was then detected with freshly made Click-iT EdU AlexaFluor 647 Imaging Kit (Invitrogen-Thermo Fisher Scientific, C10640), according to the manufacturer’s protocol. Nuclei were stained with Hoechst33342 (10 μg/mL) for 30 min at RT.

### Immunostaining on 2D sections

Embryos were harvested and fixed in 4% PFA overnight at 4 °C, followed by another overnight incubation at 4 °C in 30% sucrose. Then, embryos were embedded in an optimum cutting temperature (OCT) compound and 7 μm-thick cryosections were cut using a cryostat (Leica CM1950). After a blocking step in PBS containing 5% FBS, 2% BSA and 0.2% Triton X-100 for 2 h, sections were incubated with primary antibodies diluted in blocking buffer overnight at 4 °C in a humidified chamber, then with secondary Alexa-fluor conjugated antibodies and DAPI (10μM) diluted in PBS for 2 h at RT. Finally, sections were mounted in a slide using Aqua-Polymount (Polysciences, 18606). The following primary antibodies were used: rat anti-K8 (1:300, Developmental Studies Hybridoma Bank, clone TROMA-I), mouse anti-P63 (1:300, Abcam, ab735), mouse anti-ERalpha (1:20, Agilent-Dako, M7047), rabbit anti-K5 (1:300, Covance, PRB-160P-100), rabbit anti-PLAG1 (1:100) (Spengler et al, 1997) and rabbit anti-LEF1 (1:100, Cell Signaling). Complete details of the antibodies used here are provided in Table 2.

### Optical tissue clearing and whole-mount immunostaining

Mammary glands at E17.5 and at birth were dissected and fixed in 4% PFA overnight at 4 °C. Optical tissue clearing was performed as previously described (Lloyd-Lewis et al, 2016). Briefly, tissues were immersed in CUBIC Reagent 1A (urea (10% w/w), Quadrol (5% w/w), triton X-100 (10% w/w) in distilled water) for 2 days at 37 °C, washed in PBS and blocked overnight at 4 °C in PBS containing BSA (10%) and triton X-100 (0.5%). Tissues were incubated in primary antibodies diluted in blocking buffer at 4 °C for 3 days with gentle agitation. Then, the samples were washed in PBS three times for 1 h each and incubated with secondary Alexa-fluor conjugated antibodies and DAPI (10 μM) diluted in PBS at 4 °C for 2 days with gentle agitation. Tissues were imaged in CUBIC Reagent 2 (sucrose (50% w/v), thiethanolamine (10% w/v), triton X-100 (0.1% w/v) in distilled water). The following primary antibodies were used: rat anti-K8 (1:300, Developmental Studies Hybridoma Bank, clone TROMA-I), rabbit anti-PH3 (1:300, Millipore). The complete list of all antibodies used is provided in Table 2.

### Single-molecule RNA-fluorescence in situ hybridization (smRNA-FISH)

smRNA-FISH was performed using the RNAscope Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics), according to the manufacturer’s recommendations. In brief, tissue cryosections were pre-treated with the target retrieval reagent (ACD, 322000) for 5 min and digested with Protease III (ACD, 322381) at 40 °C for 15 min, before hybridization with the target oligonucleotide probes. Probe hybridization, amplification and binding of dye-labeled probes were performed sequentially. For subsequent immunostaining, sections were incubated in blocking buffer (PBS containing 5% FBS and 2% BSA) for 1 h. For smRNA-FISH in ex vivo explant cultures, the blocking buffer also included 0,3% Triton X-100 (Euromedex, 2000-C) to allow tissue permeabilization. Incubation with primary antibodies diluted in blocking buffer was performed overnight at 4 °C in a humidified chamber, then secondary antibodies and DAPI diluted in PBS were added for 2 h at RT. The experiments were performed on at least three different embryos for each probe. Slides were mounted in ProLong Diamond Antifade Mountant (Invitrogen-Thermo Fisher Scientific, P36930) for imaging. The following RNAscope probes were used: Mm-Anxa1-C2 (ACD, 509291), Mm-Lgals3-C2 (ACD, 461471), Mm-Plet1-C1 (ACD, 557941), Mm-Ly6d-C1 (ACD, 532071), Mm-Cxcl14-C3 (ACD, 459741), Mm-Ndnf-C2 (ACD, 447471), Mm-Pthlh-C3 (ACD, 456521), Mm-Cd74-C1 (ACD, 437501), Mm-Vcan (ACD, 486231), Mm-Cdkn1c-C2 (ACD, 458331), Mm-Crabp1-C3 (ACD, 474711), 3-plex Positive Control Probe-Mm (ACD, PN 320881) and 3-plex Negative Control Probe (ACD, PN 320891). The complete list of RNAscope probes used is provided in Table 1.

### Microscopy and image acquisition

#### 3D imaging

Images were acquired using a LSM780 or LSM880 inverted laser scanning confocal microscope (Carl Zeiss) equipped with 25×/0.8 OIL LD LCI PL APO or 40×/1.3 OIL DICII PL APO. For standard 4-color imaging, laser power and gain were adjusted manually to give optimal fluorescence for each fluorophore with minimal photobleaching. Images were captured using the ZEN Imaging Software and processed in Fiji (ImageJ v1.53).

#### smRNA-FISH

Images were acquired using a LSM880 confocal microscope with an Airyscan system. The Airyscan system has 32-channel GaAsP (Gallium Arsenide Phosphide) detectors, which allow to obtain images with enhanced spatial resolution and improved signal-to-noise ratio (SNR) than in traditional LSM systems (Huff, 2015). A 63×/1.4 OIL DICII PL APO objective was used. Images were processed in Fiji (ImageJ v1.53).

#### Live imaging

Time-lapse images were acquired using an LSM780 or LSM880 inverted laser scanning confocal microscope (Carl Zeiss) equipped with 10×/0.3 DICI EC PL NEOFLUAR, for imaging at the tissue scale. Explants were cultured in a humidified chamber at 37 °C with 5% CO_2_ during imaging. To analyze branching morphogenesis in embryonic mammary buds, images were acquired at 8 mm Z intervals over ~80 mm thickness and 60 min intervals for 12-48 h.

### Single-cell dissociation of embryonic mammary gland

The isolated embryonic mammary rudiments include both the mammary epithelium and the surrounding mesenchyme. In total, 60-90 mammary rudiments were dissected for each experiment from 7 to 12 female embryos derived from 2 to 4 timed pregnant females. The scRNA-seq of each developmental time was performed in a separate dissection session to maximize the number of mammary buds analyzed/timepoint. All five mammary bud pairs in each embryo were pooled for scRNA-seq and were equally represented at each developmental timepoint.

Embryonic mammary buds along with their surrounding mesenchyme were dissected as detailed above (see “Embryonic mammary gland dissection and ex vivo culture”). Single-cell dissociation was performed as previously described (Wuidart et al, 2018) with the following modifications:

- For mammary rudiments at E13.5, E14.5, and E15.5, single-cell dissociation was performed through enzymatic digestion with 300 U/ml collagenase A (Roche, 10103586001) and 300 U/ml hyaluronidase (Sigma, H3884) for 90 min at 37 °C under shaking. Mammary rudiments from each female embryo were dissociated in a separated 2 mL protein LoBind tube (Eppendorf, 022431102). Cells were further treated with 0.1 mg/ml DNase I (Sigma, D4527) for 3 min. 10% FBS diluted in PBS was added to quench the DNase I. Cells were pelleted by centrifugation at 320 ×*g* for 10 min.
- For mammary glands at birth, the enzymatic digestion for single-cell dissociation was optimized as follows: enzymatic tissue digestion was performed with 600 U/ml of collagenase A (Roche, 10103586001) and 150 U/ml of hyaluronidase (Sigma, H3884) for 90 min at 37 °C on shaking. Cells were further treated with 0.1 mg/ml DNase I (Sigma, D4527) for 3 min and an additional incubation in 0.63% NH_4_Cl for 1 min allowed lysis of red blood cells. Cells were pelleted by centrifugation at 320× *g* for 10 min.

For all developmental times, after careful removal of the supernatant, cells were incubated in fluorescently labeled primary antibodies.

### Cell labeling, flow cytometry, and sorting

Single-cell suspensions were incubated for 15 min on ice with fluorescently labeled primary antibodies diluted in HBSS with 2% FBS. Cells were washed from unbound antibodies with 2% FBS in HBSS and the cell suspension was filtered through a 40-µm cell strainer to eliminate cell clumps. Cell viability was determined with DAPI, and doublets were systematically excluded during analysis. CD45^+^, CD31^+^, Ter119^+^ (Lin^+^) non-epithelial cells were excluded. FACS analysis was performed using an ARIA flow cytometer (BD).

The following primary antibodies were used at a 1:100 dilution: APC anti-mouse CD31 (Biolegend, 102510), APC anti-mouse Ter119 (Biolegend, 116212), APC anti-mouse CD45 (Biolegend, 103112), APC/Cy7 anti-mouse CD49f (Biolegend, 313628), and PE anti-mouse EpCAM (Biolegend, 118206). The isotype controls were the following: PE rat IgM (Biolegend, 400808), PE/Cy7 rat IgG2a (Biolegend, 400522), APC/Cy7 rat IgG2a (Biolegend, 400524) and APC rat IgG2b (Biolegend, 400612). Complete details of the antibodies used are provided in Table 2. The results were analyzed using the FlowJo software (V10.0.7).

### Image analysis and quantification

For time-lapse live-imaging analysis, first time-lapse reconstructions were generated using the Bio-Formats plugin (Linkert et al, 2010) in Fiji (ImageJ v1.53). Then, automated segmentation of mammary buds was performed using a custom-made segmentation model based on U-Net (Ronneberger et al, 2015). Segmented masks and raw image were input in the ImageJ plugin, BTrack, for tracking the growing branch tips. BTrack allows the users to remove or create new end points to manually correct the obtained tracks. We obtained the average growth rate for each branch using customized Python scripts (see “Software availability”). Statistical analyses were performed in Prism (v9.2, GraphPad).

To determine bud surface area in the presence of FGF10 in the medium, segmented masks were obtained from each timepoint using the U-Net model previously described. Generated masks were manually checked and corrected against raw data for consistency prior to extracting area measurements. Surface area was measure for each timepoint and statistical analyses were performed with Prism (v9.2, GraphPad).

Quantification of the smRNA-FISH dots was performed using Python (Python 3.9.13). A custom napari plugin (napari-bud-cell-segmenter) was developed to draw the outline of the mammary buds, perform single-cell segmentation, detect each transcript as a unique fluorescent dot and extract quantitative metrics per cell. The 2D color-coded spatial distribution of the transcripts were obtained using customized Python scripts. First, a mask delimitating the outline of the bud was manually created using our napari plugin and was used for distance map computation. Second, segmentation of the MECs within the mask was performed on the K5 membrane staining channel using watershed segmentation. Finally, smRNA-FISH dot detection was performed for the *Cxcl14*, *Anxa1*, and *Cd74* RNA probes using Laplacian of Gaussian on the normalized corresponding channels with a fixed minimum sigma of 1, maximum sigma of 2 and an adapted thresholding value. Both segmentation and transcripts detection were visually inspected for accuracy and corrected if needed. The number of detected transcripts per segmented cell was computed and the ratio of the different types of detected transcripts was mapped on a custom color key to reveal the distribution of the transcript types per segmented cell.

A custom ImageJ macro was coded to create three parallel regions of interest (ROIs) with a ring-shaped surface (outer, middle, and internal ring). The number of dots in each ROI was calculated for every smRNA-FISH probe using the Find Maxima tool in Fiji (ImageJ v1.53). The percentage of dots in each ring was calculated as the ratio of a number of dots in each ROI over total number of dots in the three ROIs. Statistical analysis was executed in Prism v9.2, GraphPad.

For EdU quantification, two to three independent explants in each condition were analyzed. For each explant, independent regions of interest were randomly selected in discrete Z-slides. The mammary epithelium was outlined manually in Fiji using the tdTomato or luminal lineage marker staining as a guide (ImageJ v1.53). Hoechst images were processed with a median filter (1-2px). StarDist (Schmidt et al, 2018; Weigert et al, 2020) was used to segment and quantify a number of Nuclei and EdU^+^ nuclei within the outlined mammary epithelial tree region in Fiji (ImageJ v1.53). EdU^+^ nuclei were expressed as a percentage of the total number of nuclei. Statistical analysis was performed in Prism (v9.2, GraphPad).

### scRNA-seq data processing and cluster analysis

Single-cell capture and library construction were performed using the 10x Genomics Chromium Single Cell 3’ v3.1 kit according to the manufacturer’s instructions for samples of all developmental stages. The libraries were sequenced with an Illumina NovaSeq 6000 sequencer by the *Next Generation Sequencing* platform of Institut Curie.

#### Data pre-processing and quality control

The 10x Genomics Cell Ranger Single-Cell Software Suite was used for demultiplexing, read alignment, and unique molecular identifier (UMI) quantification (http://software.10xgenomics.com/single-cell/overview/welcome). The pre-built mm10 reference genome obtained from the 10X Genomics website was used to align the reads. The count matrices were individually loaded for each sample in R and analyzed using the Seurat package v4.0.5 (Hao et al, 2021).

Genes expressed in less than three cells and cells with UMI count <5000 and mitochondrial UMI count >6% were removed. This resulted in the following total number of high-quality cells: 228 at E13.5, 59 at E14.5, 740 at E15.5, 409 at P0 in WT mice.

#### Normalization

Objects were normalized separately using the SCTransform method, implemented in the “SCTransform” function from Seurat. Briefly, this method regresses out the sequencing depth variation between cells using a negative binomial regression model with regularized parameters (Hafemeister and Satija, 2019).

#### scRNA-seq data dimension reduction and clustering

Principal Component Analysis (PCA) was performed on the top 2000 highly variable genes of the SCT assay from the “SCTransform” step. The top 15 principal components (PCs) were further selected (based on inspection of PC elbow plot) to perform graph-based clustering and cell cluster detection. All the Uniform Manifold Approximation and Projection (UMAP) plots (McInnes et al, 2018) were computed using the “RunUMAP” Seurat function with default Seurat parameters.

#### Cell cluster identification

Cell clustering was performed using a two-step wise approach, using the “FindNeighbors” and “FindClusters” functions, respectively. The “FindClusters” function was used to set the resolution parameter to 0.8.

#### Differential expression analysis

Cell-type marker genes for each cluster were identified using the function “FindAllMarkers” function in Seurat, with detected in minimum cell fraction >10% and log-fold change >0.1. Then, cell clusters were manually annotated based on cell-type-specific markers known to be enriched in each cell population. Cell proliferative clusters were identified using the following list of genes: *‘Pclaf’, ‘Ncapg2’, ‘Smc2’, ‘Tyms’, ‘Tuba1b’, ‘Hmgb2’, ‘Top2a’, ‘Tacc3’, ‘Cenph’, ‘Cdk1’, ‘Tubb5’, ‘Diaph3’, ‘Cenpf’*, in order to compute an expression score using the Seurat function ‘AddModuleScore’.

#### Signature construction

A single-cell ID score for “basal-like” and “luminal-like” cells was calculated based on previously published transcriptomic analyses of adult MECs (Kendrick et al, 2008). The scores were computed using the Seurat function “AddModuleScore”.

#### 3D trajectory and pseudotime analysis

For data integration and analysis, only epithelial cell clusters across E13.5, E14.5, E15.5, and P0 were considered. The pre-processing steps previously described were re-applied (normalization, PCA, and basal and luminal score). Epithelial cells were then mapped in a 3D space including the luminal score and basal score on the *x* axis and the PC related to developmental time on the y axis. For each cell cluster, the coordinates of the center in the 3D space with the median for each dimension were calculated and called “pseudo-bulks”. A minimum spanning tree (MST) was generated to connect all pseudo-bulks. Basal and luminal trajectories were inferred through the MST.

To obtain the pseudotime of each cell along the basal or luminal trajectories, each cell was projected in the 3D space to the basal and luminal trajectories separately. Then, the pseudotime for each cell was defined as their distance from the initial point of the trajectory.

The luminal and basal gene expression heatmaps were generated on the pseudotime using the “pheatmap” package. Briefly, the genes with the top 10% variation across cells within a lineage were selected. The gene expression values were smoothed versus the pseudotime using the generalized additive model (GAM). The hierarchical gene clusters were generated with Euclidean distance and Complete clustering algorithm.

#### Cell-cell interaction analysis

The cell-cell interaction analysis was performed using the CellPhoneDB version 3.0.0 (Vento-Tormo et al, 2018) with a *P* value threshold of 0.01. The CellPhoneDB database is publicly available at https://www.cellphonedb.org/. It is a repository of curated receptors, ligands and their interactions that allow to predict potential cell-cell communication mechanisms in single-cell transcriptomic data. For statistical analysis, CellphoneDB uses empirical shuffling to calculate which ligand-receptor pairs display significant cell-type specificity. Specifically, it estimates a null distribution of the mean of the average ligand and receptor expression in the interacting clusters by randomly permuting the cluster labels of all cells. The *P* value for the likelihood of cell-type specificity of a given receptor-ligand complex is calculated on the basis of the proportion of the means that are as high as or higher than the actual mean.

### Statistics and reproducibility

Animals were randomized and analyzed in a non-blinded manner. Each mouse in every experiment was reported on, no mice were excluded except for males. No statistical method was used to predetermine group size. The number of biological replicates was estimated based on the results heterogeneity observed in preliminary experiments. At least *n* = 2 animals were used for each experiment, and experiments with at least *n* = 3 replicates were used to calculate the statistical significance of each analysis. Statistical tests and further graphs were prepared in Prism (v9, GraphPad). All graphs show mean ± SEM. Differences between groups were assessed with two-tailed unpaired *T* test with Welch’s correction. Statistical analyses between the localization of two RNA probes were assessed with two-way ANOVA test. The significance threshold was *P* < 0.05. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Software availability

Customized scripts and instructions are available from our Github page: https://github.com/Fre-Team-Curie/Embryo-mammary-gland. The web application tool to explore our data and facilitate 3D trajectory analysis visualization throughout our developmental atlas is publicly available open access at: https://sunwjie.shinyapps.io/Embryo_scRNASeq/.

## Supplementary information

Source data Fig. 2

Source data Fig. 5

Peer Review File

Expanded View Figures

## Data Availability

The single-cell RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) repository and are accessible through GEO Series accession number GSE210594. Raw Imaging data have been deposited on the BioImage Archive, Accession Number: S-BIAD1099. All data supporting the conclusions of this study are provided in the main text or supplementary materials. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00115-3.

# Supplementary material for: Spatially distinct epithelial and mesenchymal cell subsets along progressive lineage restriction in the branching embryonic mammary gland
**Source:** EMBO J. 2024 May 17;43(12):3. doi: 10.1038/s44318-024-00115-3
**Supplement:** Supplementary file 4 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Related to Fig. 1. Lineage-committed cells exist in early MG development.

(A) Representative FACS dot plots of the gating strategy used to sort E15.5 and P0 epithelial and mesenchymal cells. (B) UMAP plots of embryonic MECs and surrounding mesenchymal cells isolated by scRNA-seq at E13.5, E14.5, E15.5 and P0. Cells are color-coded by cluster. (C) UMAP plot of embryonic MECs isolated at E15.5 after subset analysis of all MECs (including proliferative cells shown in light blue). (D) Violin plot representation of the cell cycle score in each mammary epithelial cluster at E15.5 ( $n = 430$  cells analyzed). (E) Heatmap showing the expression of genes specific for each cell cluster at E15.5. Each column is color-coded according to the cell cluster from (B). (F) UMAP plots from (C) showing the expression of specific luminal (*Krt8* and *Krt18*) and basal (*Krt5* and *Trp63*) genes commonly used to distinguish adult LCs and BCs but unable to discriminate distinct cell clusters at E15.5. (G) Box plots illustrating the log2 fold change of the luminal/basal score ratio in each cluster.  $n = 22$  cells at E13.5;  $n = 28$  cells at E14.5;  $n = 98$  basal-like cells,  $n = 199$  hybrid cells and  $n = 86$  luminal-like cells at E15.5;  $n = 19$  basal cells,  $n = 140$  LP cells and  $n = 39$  ML cells at P0. Statistical significance was assessed with Wilcoxon test. Lower and upper hinges correspond to the first and third quartiles. The upper whisker extends from the hinge to the largest value no further than  $1.5 \times \text{IQR}$  from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). The lower whisker extends from the hinge to the smallest value at most  $1.5 \times \text{IQR}$  of the hinge. Data beyond the end of the whiskers are called "outlying" points and are plotted individually.

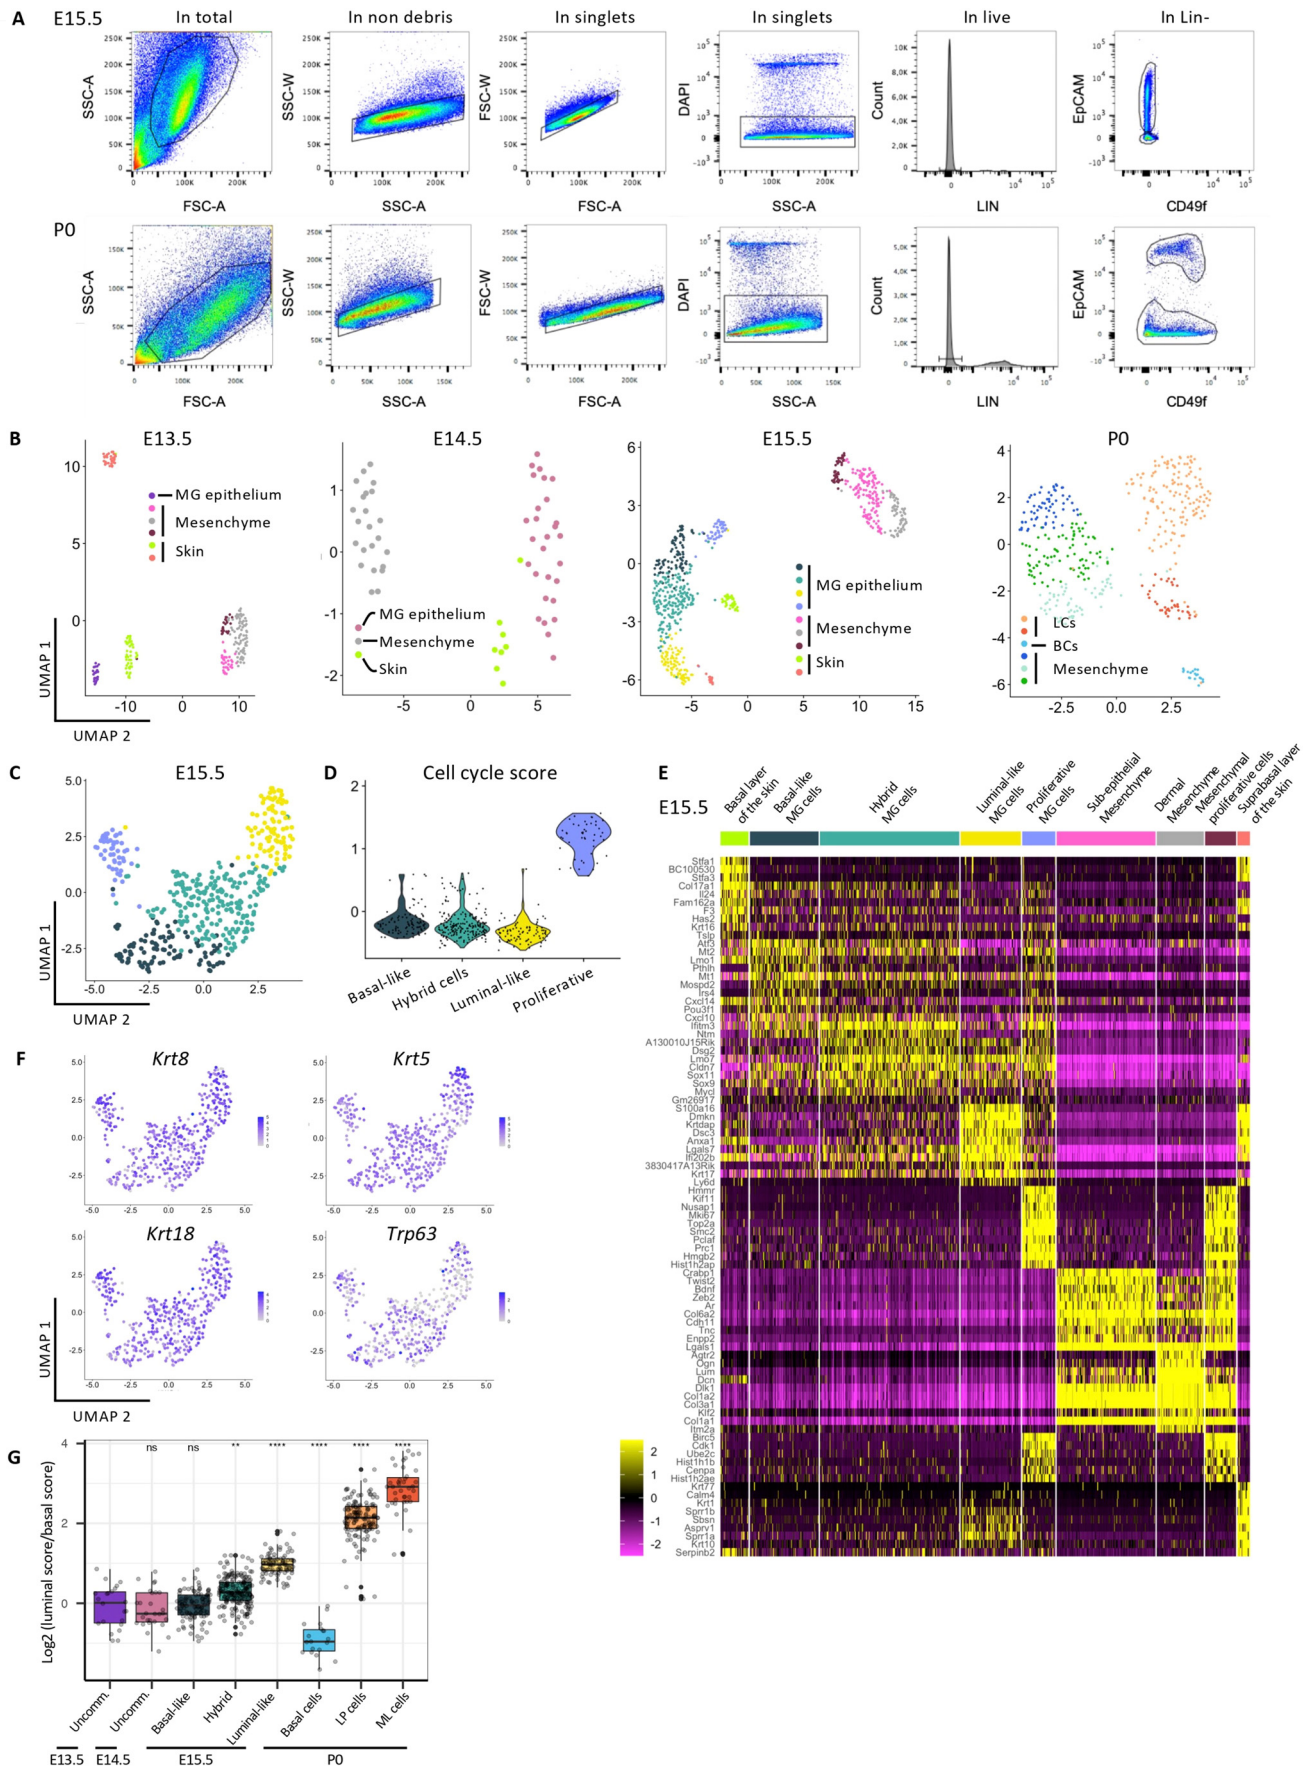

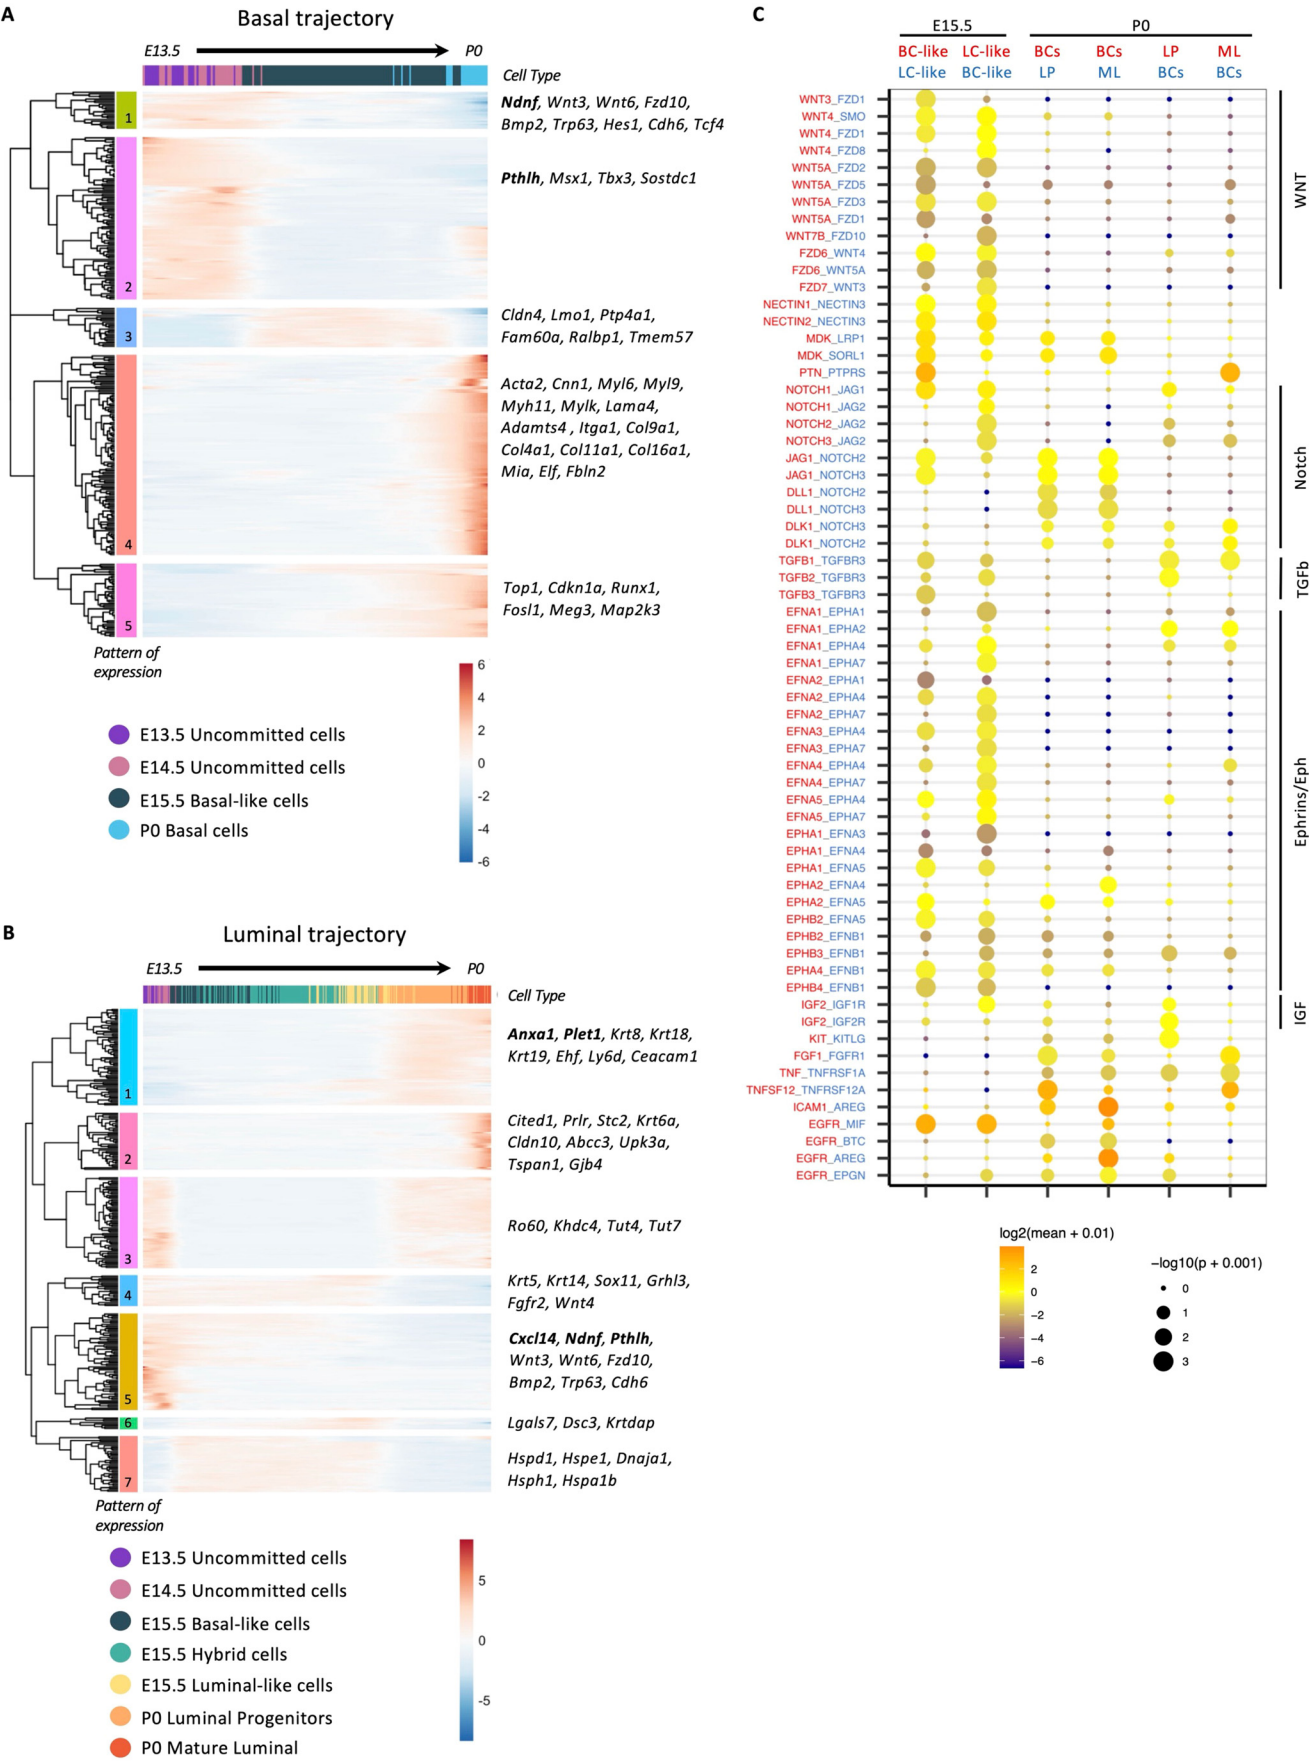

◀ **Figure EV2. Related to Fig. 1. Pseudotime ordering identifies genes associated with early luminal and basal differentiation and changes in ligand-receptor interaction pairs between basal-like and luminal-like at early and late developmental timepoints.**

(A, B) Heatmaps illustrating genes exhibiting a differential pattern of expression along the pseudotime (from E13.5 to P0) towards the basal lineage (A) or the luminal lineage (B). Genes (rows) are clustered based on the dendrogram on the left and color-coded by their expression levels (from blue to red). The gene expression levels were smoothed using the generalized additive model (GAM) and scaled by row. Genes of interest are indicated on the right. Each set of genes with a specific pattern is color-coded on the left: 5 distinct patterns in the basal lineage (A) and 7 unique patterns in the luminal lineage (B). (C) CellPhoneDB analysis showing predicted ligand-receptor interactions between the two epithelial populations at E15.5, basal-like and luminal-like cells (left side of the dotplot), and between the three epithelial populations at P0; BCs, LP and ML cells (right side of the dotplot) ( $P$  value < 0.01). Permutation test was used for statistical analysis.

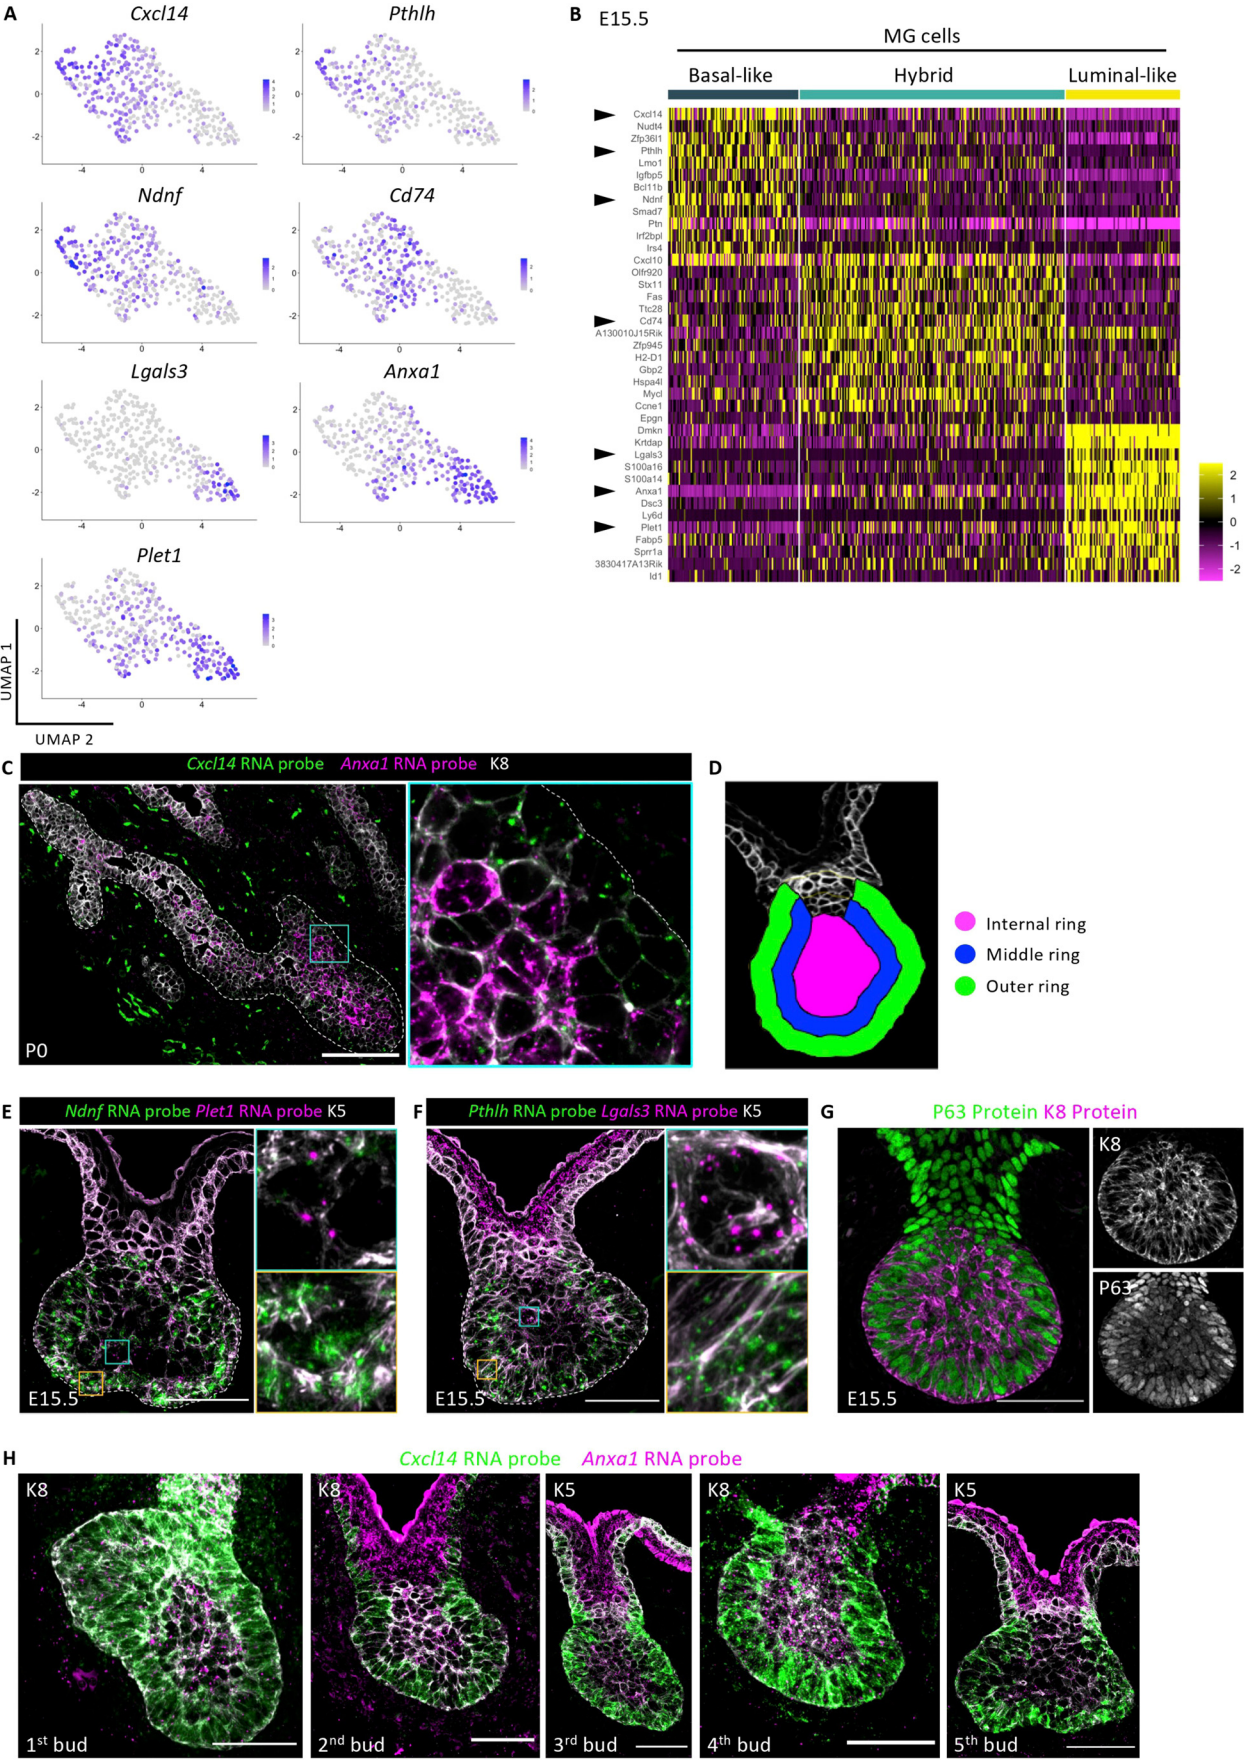

◀ **Figure EV3. Related to Fig. 2. Identification of novel genes that distinguish lineage-biased embryonic mammary cells.**

(A) UMAP plots showing the expression levels of selected basal (*Cxcl14*, *Pthlh* and *Ndnf*), hybrid (*Cd74*) and luminal (*Lgals3*, *Anxa1* and *Plet1*) genes at E15.5. (B) Heatmap illustrating the expression of genes specific for each MEC cluster at E15.5. Each column is color-coded according to the cell cluster from Fig. 1B. Black arrowheads indicate genes used in RNAscope experiments. (C) Representative section of a mammary duct at P0 showing the expression of *Cxcl14* (in green) and *Anxa1* (in magenta) detected by RNAscope and of K8 by IF (in white). The white dotted line delineates the BM ( $n = 3$ ). (D) Optical section of a mammary bud at E15.5 illustrating the ROIs: outer ring (in green), middle ring (in blue) and internal ring (in magenta) used for the quantitative analysis. (E, F) Representative sections of embryonic mammary buds at E15.5 showing the expression of *Ndnf* (basal gene, in green) and *Plet1* (luminal gene, in magenta) (E) or *Pthlh* (basal gene, in green) and *Lgals3* (luminal gene, in magenta) (F), detected by RNAscope and immunostained with antibodies anti-K5 (in white) ( $n = 2$ ). (G) Single optical section showing the expression of the luminal epithelial marker K8 (in magenta), and the basal epithelial marker P63 (in green) in an embryonic mammary bud at E15.5. K8 and P63 are co-expressed by all MECs at E15.5. (H) Representative sections of the 5 different embryonic mammary buds (#1 to #5) at E15.5, showing the conserved expression of *Anxa1* (in magenta) and *Cxcl14* (in green) detected by RNAscope. Anti-K5 or anti-K8 immunostaining delineate the mammary bud epithelium (in white) ( $n = 2$ ). Data information: scale bars: 100  $\mu$ m in (C) and 50  $\mu$ m in (E-H).

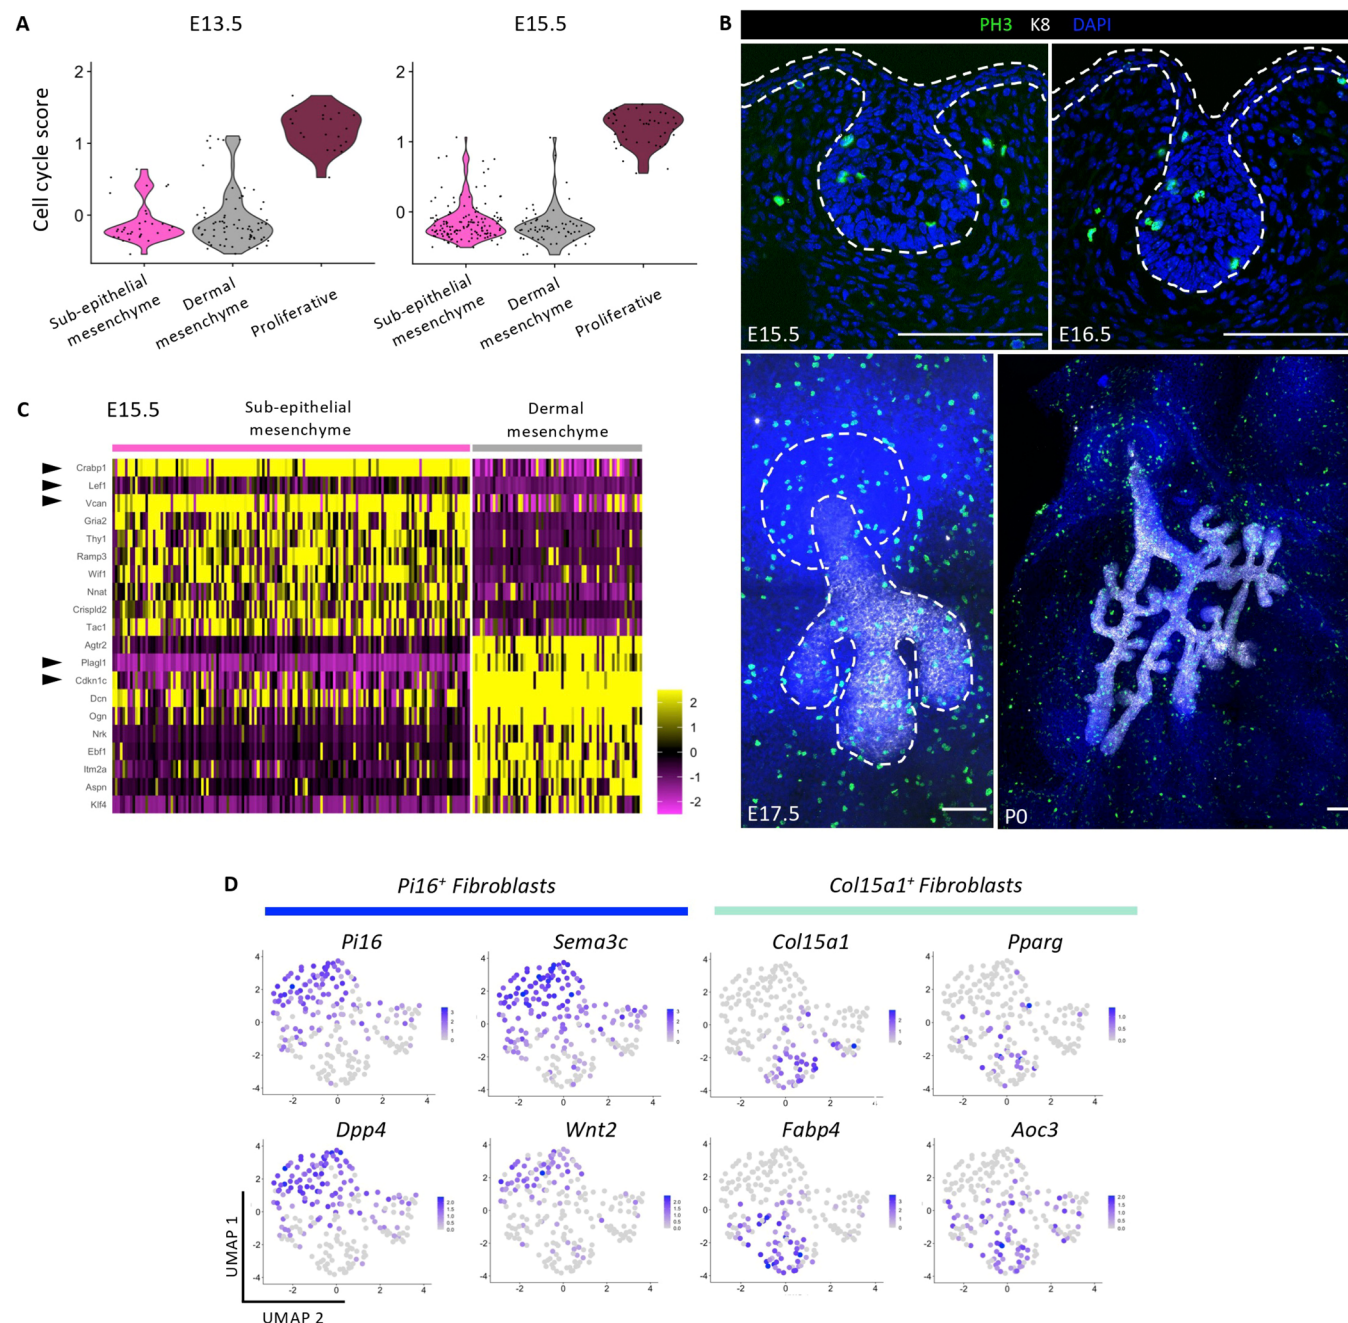

**Figure EV4. Related to Fig. 3. The heterogeneity of mesenchymal cells increases at birth.**

(A) Violin plots representing the cell cycle score in each mammary mesenchymal cluster at E13.5 and E15.5.  $n = 129$  cells at E13.5;  $n = 252$  cells at E15.5. (B) Representative sections of mammary bud at E15.5 and E16.5 and whole-mount staining at E17.5 and P0 showing PH3<sup>+</sup> cells (in green), K8 (in white) and DAPI (in blue) ( $n = 2$ ). Dotted lines delineate the BM (in white). (C) Heatmap illustrating the expression of genes specific for each mesenchymal cluster at E15.5. Each column is color-coded according to the cell cluster from Fig. 3A. The black arrowheads indicate the genes that were further investigated for their specific expression in sub-epithelial or dermal mesenchyme. (D) UMAP plots from Fig. 3A illustrating the expression of cluster-specific genes in mesenchymal cells at P0. Scale bars: 100  $\mu$ m in (B).

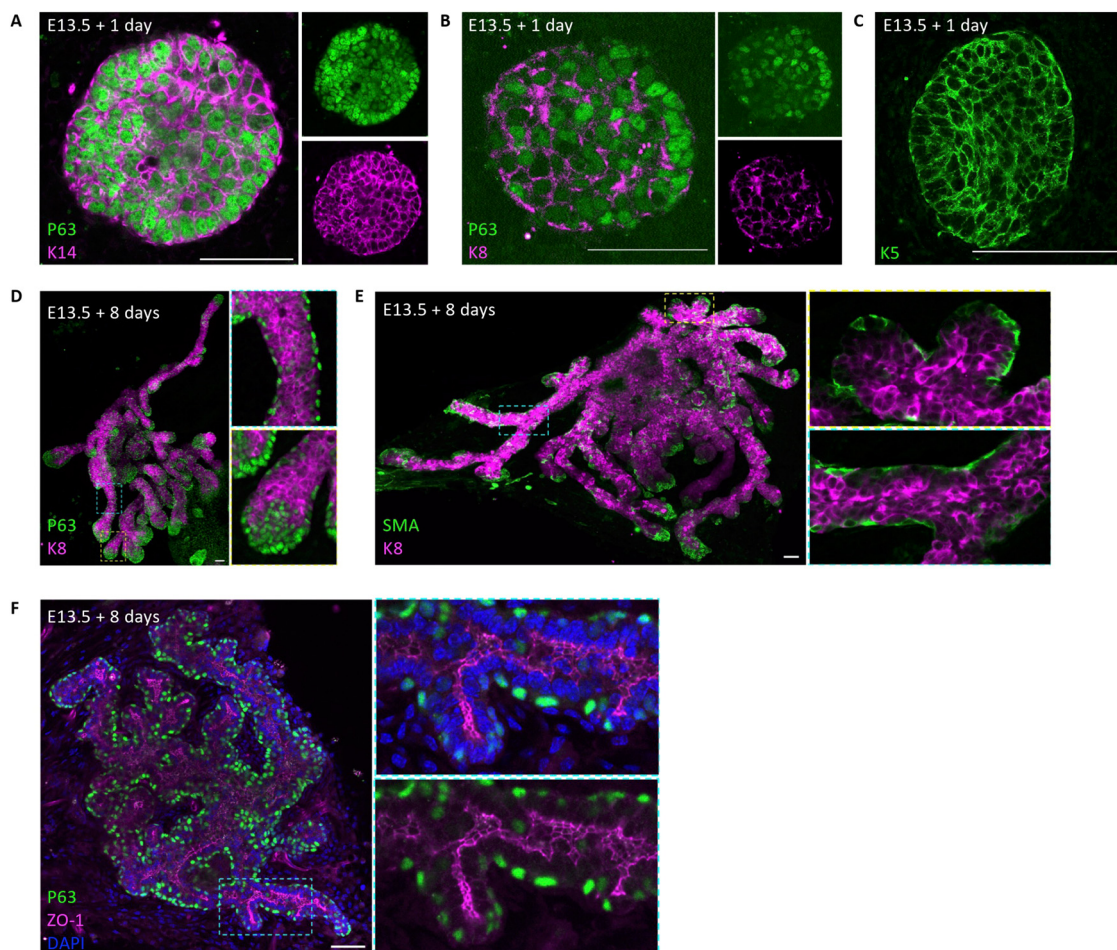

**Figure EV5. Related to Fig. 5. Mammary bud ex vivo cultures recapitulate embryonic mammary morphogenesis and epithelial lineage segregation.**

(A–C) Representative images of mammary embryonic buds dissected at day E13.5 and cultured ex vivo for 1 day, immunostained for the following lineage markers: P63 (in green) and K14 (in magenta) (A), P63 (in green) and K8 (in magenta) (B), and K5 (in green) (C). (D–F) Representative images of mammary embryonic buds dissected at day E13.5 and cultured ex vivo for 8 days, immunostained for the following lineage and polarity markers: P63 (in green) and K8 (in magenta) (D), α-SMA (in green) and K8 (in magenta) (E), and P63 (in green) and ZO-1 (in magenta) (F). Data information: scale bars: 50 μm (in A–C), 100 μm (in D–F) ( $n = 3$ ).

How the deposited data were processed for this re-analysis (not part of the article)

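The data are single-cell RNA-seq of cells sorted from mouse mammary tissue at E13.5, E14.5, E15.5 and P0, with 1 library per stage. For each library the authors deposited a table of counts, with the number of UMIs of each gene in each cell barcode and no normalization, made with 10x Cell Ranger on its pre-built mm10 reference. The table headers name Cell Ranger 6.0.0 for E13.5, E14.5 and P0 and Cell Ranger 3.1.0 for E15.5. Every barcode in the deposited tables has at least 500 UMIs, and the tables include barcodes that the paper's filters remove. Genes were matched between stages by Ensembl identifier, and mitochondrial genes were taken from their symbols.

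Cells with at least 5000 UMIs and at most 6% of UMIs on mitochondrial genes were kept, as in the paper. The kept cells held 4506046 UMIs at E13.5, 2111282 at E14.5, 21559040 at E15.5 and 5122125 at P0. Cells of different stages and classes differ in depth, so each share of cells with a UMI was also computed after every cell was thinned at random to 5000 UMIs. Each library was clustered by itself with Seurat 5.3.0, sctransform 0.4.2 and Matrix 1.6.5 in R 4.3.3 (the authors used Seurat 4.0.5). Genes found in fewer than 3 cells were left out, 2000 variable genes and 15 principal components were used, and the resolution was 0.8. Genes whose levels are reported, and the genes of the basal and luminal scores, were kept out of the variable genes, 115 in all, so that they did not define the clusters in which they were measured.

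Clusters were named from marker lists set before the data were examined. The lists for the E15.5 epithelial classes and for sub-epithelial and dermal mesenchyme are symbols printed beside the paper's own heatmaps of cluster genes. The paper's text does not name these symbols. They come from the same libraries, so a named gene that is high in such a class is not an independent test of the paper's classes. A marker counted as detected when at least 0.25 of a cluster's cells had a UMI and as raised from a log2 fold of 0.5 over the other cells, with 10 CPM added to both sides. A name needed 3 detected and 2 raised markers and a mean log2 fold of at least 0.25, and the class with the highest mean gave it. An E15.5 cluster of 85 cells and the P0 cluster of 19 cells were named mammary without meeting these limits for the mammary markers. Their mean log2 folds were 0.15 and -1.08, with 1 and 0 markers raised, and basal markers were among their leading genes. A cluster stayed unnamed where markers of another class compared in the same step were more frequent among its 10 leading genes, where it was shallow with no marker of its own among them, or, for the tissues of a whole library, where no marker of the tissue or of proliferation was among them. These limits, the second clustering of unnamed clusters of 40 or more cells, and the removal of cells with under 5 UMIs of Epcam, Krt8 and Krt18 from mammary clusters were set after the clusters had been seen. Mammary epithelial cells of E13.5, E14.5 and E15.5 were clustered again, and at E15.5 the non-proliferative ones once more with the S and G2/M scores regressed out. At P0, the epithelial classes are clusters of the whole library. Skin markers were not compared among epithelial clusters, nor were proliferation markers among those of P0 or when the S and G2/M scores were regressed out, so that E15.5 clusters with more skin than hybrid markers among their leading genes were named hybrid-like, and P0 cluster 3, with proliferation markers there, was named by the mature luminal markers. Mesenchymal cells were clustered again within each stage. P0 cluster 3 and the E15.5 luminal-like cells were named skin-like under some alternatives. The names are those of this clustering, since the authors' cell annotation was not used here.

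The level of a gene in a class of cells is its summed UMIs in CPM with the exact 95% Poisson interval, and the ratio of 2 classes has the exact conditional binomial interval. A ratio was called higher or lower when its interval lay on one side of 1 and not apart otherwise. Where a class had 0 UMIs, the ratio was computed against 3 counts and written as a bound, which leaves out the counting error of the other class, so the exact lower limit of the ratio is given beside it. A share of 0 cells is given with the limit that 3 counts of the total allow, which is not an exact interval. These intervals cover counting error within 1 library, and no test or p-value was computed, since cells are not replicates and no stage has a second library. The intervals were tested on simulated counts of E15.5 basal-like and luminal-like cells with 10695 genes, of which 200 were changed 2-fold. The intervals held the true ratio for 96.1% of the genes, 73.0% of the changed genes were called, and 3.9% of the unchanged genes were called. The simulated counts were Poisson sums per class, the model the intervals assume, without variation between cells. These rates therefore check the calculation only and are not error rates for real classes.

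The genes reported are all those that the paper's results name for the scRNA-seq data, and, for the comparison of the gene lists, the symbols printed beside the heatmaps of Fig. EV2A,B that are missing from the list of a stage. This rule was set before the data were examined, and some of these genes are left out of the text. Cldn4 and the heat shock genes Hspd1, Hspe1, Dnaja1, Hsph1 and Hspa1b, printed beside the same heatmaps, are in every list and so fall outside the rule. They had been written down with the symbols to look up before the data were examined and were kept. Other genes outside the rule, such as the leading genes of clusters, Nme2, Atp6v0c and AC160336.1, were chosen after their values were seen. Basal and luminal scores were computed from lists of 11 and 12 adult marker genes written for this purpose, each against 100 control genes drawn from 24 bins of mean level, since the published lists were not used here. Principal components of the mammary epithelial cells of all stages were computed on genes present in every list, and the share of each component's variance between stages was measured. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (Scrublet) and matplotlib 3.10.9 were used for the counts, intervals, doublet calls and plots.

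The alternatives set before the data were examined were a UMI minimum of 3000, a mitochondrial maximum of 10%, removal of doublets called by Scrublet, the named genes kept in the clustering, resolutions of 0.4 and 1.2, log-normalization, no cell cycle regression, the mean of the cells' own CPM, levels without mitochondrial and ribosomal protein genes, thinning, matching by symbol, and for the components 500 variable genes and at most 22 cells per class. The alternatives that cluster the P0 epithelium again or leave out a single cluster were chosen after seeing the data. The ligand-receptor predictions (CellPhoneDB 3.0.0 in the paper), the pseudotime, the imaging and the explant cultures were not analysed here.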

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

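The test of genes at least 8-fold lower at E15.5 and that of genes at least 4-fold lower were chosen only after the result was seen.

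Outside the genes the paper discusses, Nme2 and Atp6v0c carry the same identifier in every gene list and were at least 8-fold lower at E15.5 than at each other stage, in mammary epithelial cells (MECs) and in mesenchyme-like cells. Nme2 had 33.3 CPM in E15.5 MECs, against 646 at E13.5, 504 at E14.5 and 543 at P0, and 54.4 in E15.5 mesenchyme-like cells, against 1232, 1023 and 751. Atp6v0c had 3.98 CPM in E15.5 MECs, against 374, 263 and 326, and 3.18 in mesenchyme-like cells, against 283 at E13.5 and 213 at P0. These are signals in genes the paper does not analyse, and with 1 library per stage their spread between libraries is unknown.

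The technical explanation tested was a gene model that overlaps the gene in the E15.5 list only, since UMIs that fit 2 genes are not counted for either. Nme2 overlaps such a model (Gm20390) and Atp6v0c does not, so the share was 50.0% of 2 genes (1.26 to 98.7), an interval that holds the share of all expressed genes given below. Among genes at least 4-fold lower at E15.5, 66.7% (4 of 6, interval 22.3 to 95.7) overlapped a model listed at E15.5 only, against 2.01% of all 3189 expressed genes. Nme2 may thus be low because of the list used at E15.5. For Atp6v0c, which overlaps no such model in the reference used here, this explanation has no value in its favour. That reference, GENCODE M21, may lack models of the E15.5 list, so the missing overlap does not count against the explanation either. A difference between the libraries or the software versions and a biological change at E15.5 stay open and untested, and the stage cannot be told apart from its library.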

How the results depend on the processing

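The alternatives that cluster the P0 epithelium again or leave out a P0 fibroblast cluster or an E15.5 hybrid-like cluster were chosen only after the result was seen, and the others were set before the data were examined. No paired analysis was possible because each stage has 1 library. A value moved when it left the exact interval of the value reported, or for components when it changed by more than 1.5 times, and a ratio reversed when a called ratio changed sign.

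For single genes, 235 ratios gave 2511 values under the alternatives, of which 2296 stayed inside their interval, 206 moved and 9 reversed. Thinning every cell to 5000 UMIs moved 69 of 231, resolution 1.2 25 of 235, the named genes kept in the clustering 22 of 235, a mitochondrial maximum of 10% 17 of 235 and log-normalization 17 of 163. Resolution 0.4 moved 15 of 173, a UMI minimum of 3000 10 of 200, the mean of the cells' own CPM 8 of 212, levels without mitochondrial and ribosomal protein genes 7 of 235, no cell cycle regression 6 of 101 and removal of Scrublet doublets 4 of 235. Matching by symbol moved 3 of 128, all 3 of them ratios of Fam60a, by construction, since a missing symbol is read as 0. Of the alternatives chosen later, leaving out the P0 fibroblast cluster moved 3 of 23, and clustering the P0 epithelium again (89 ratios) and leaving out either hybrid-like cluster (8 ratios each) moved 0. When the P0 epithelium was clustered again, 46 cells formed a cluster that met the proliferation markers and no cluster was named mature luminal, so no ratio of cluster 3 has a value there.

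Of 224 ratios called higher or lower, 24 lost or changed their call under at least 1 alternative, 14 of them only with every cell thinned, which leaves fewer UMIs by construction. Of the other 10, 6 compare Col15a1+-like with Eln+-like fibroblasts. Besides the 3 genes below, Aoc3 (log2 ratio 0.97) was not apart at resolutions 0.4 (0.54) and 1.2 (0.26), Pparg (3.96) at resolution 1.2 (1.70) and with the named genes kept (0.64), and Col18a1 (2.62) at resolution 1.2 (1.45). Mgp in Eln+-like over Col15a1+-like fibroblasts stayed higher but moved from 3.01 to 1.19 at resolution 1.2 and 1.53 with the named genes kept. The remaining 4 are ratios of Notch1, Efna1, Egfr and Fam60a.

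In Col15a1+-like over Eln+-like fibroblasts of P0, the log2 ratios of Col4a1, Col4a2 and Sparcl1 reversed from -0.44, -0.51 and -1.27 to 2.26, 1.83 and 1.23 at resolution 1.2, and to 2.81, 3.01 and 2.10 with the named genes kept. With every cell thinned to 5000 UMIs, Esr1 in P0 cluster 3 over basal-like cells reversed from 0.59 to -0.28, Sox11 in E13.5 MECs over E15.5 luminal-like cells from 0.20 to -0.11 and Tgfbr2 in E15.5 basal-like over luminal-like cells from -0.89 to 0.13. After thinning, none of the Esr1, Sox11 and Tgfbr2 ratios was apart, so their sign changed but they were not called the other way. The cause was not tested for any of these reversals. Thinning removes UMIs by construction, and for Esr1, with 0 UMIs in basal-like cells, the ratio is a bound set by the UMIs left in cluster 3.

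Of 157 values of cells kept, class shares and components, 117 stayed inside these limits and 40 moved. A mitochondrial maximum of 10% kept 97 cells at E14.5 and 1016 at E15.5, by construction, and gave 20.5% basal-like and 33.1% hybrid-like cells among non-proliferative E15.5 MECs (16.1% and 60.4% as reported). A UMI minimum of 3000 kept 548 cells at P0 and gave 35.0% MECs there (46.3%), and without Scrublet doublets the share of MECs at E14.5 was 60.0% (40.8%). Of the 13 skin-like cells of E14.5, the 11 left without Scrublet doublets were then all named mammary. With a UMI minimum of 3000 and at resolution 0.4, the 13 cells had no name. Under the other alternatives that cluster the cells, 12 or 13 of them stayed skin-like. Without cell cycle regression, 21.0% of non-proliferative E15.5 MECs were basal-like and 53.0% hybrid-like.

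Resolution 0.4 gave 45.1% MECs at E15.5 (57.2%), 17.7% of them proliferative-like, 27.1% basal-like and 72.9% hybrid-like cells, 40.1% proliferative-like mesenchyme at E13.5 (21.3%), 50.0% sub-epithelial mesenchyme-like cells at E15.5 (30.1%), and 55.9% Col15a1+-like and 11.9% Eln+-like fibroblasts at P0 (48.3% and 18.4%). Log-normalization gave 44.0% MECs at E15.5, 37.2% at P0, 20.1% proliferative-like, 22.3% basal-like and 32.4% hybrid-like cells at E15.5, and 89.8% luminal progenitor-like cells at P0 (72.1%). With the named genes kept, P0 had 25.6% MECs, of which 14.7% were basal-like (8.15%), 48.8% luminal progenitor-like and 36.4% in the cluster named by the mature luminal markers (19.7%, cluster 3), and 10.8% Eln+-like fibroblasts. Resolution 1.2 gave 28.0% MECs at P0, of which 13% (19 of 141) were basal-like, 53.2% luminal progenitor-like and 33.3% in the cluster named by the mature luminal markers, with 47.8% hybrid-like and 19.4% luminal-like cells at E15.5 (23.5%), 25.0% dermal mesenchyme-like cells at E13.5 (52.9%), and 45.1% Pi16+-like (33.3%) and 8.58% Eln+-like fibroblasts at P0. The cause was not tested.

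The share of the second component's variance between stages went from 8.11% to 17.7% with 500 variable genes, 47.6% with genes matched by symbol and 75.3% with at most 22 cells per class. The last draws fewer E15.5 cells by construction, and the cause was not tested for the others.

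Some alternatives gave no value. No cluster met the markers of MECs at E14.5 or of sub-epithelial mesenchyme at E13.5 at resolution 0.4, of luminal-like cells at E15.5 at resolution 0.4 or with log-normalization, of luminal progenitors or mature luminal cells at P0 with a UMI minimum of 3000, or of mature luminal cells at P0 with log-normalization or when the P0 epithelium was clustered again. Most of these cells then took another name. At resolution 0.4 and with log-normalization, 93 of the 95 luminal-like cells of E15.5 lay in a skin-like cluster, together with 20 cells of the skin-like clusters reported. Of the 46 cells of P0 cluster 3, 46 were named skin-like with a UMI minimum of 3000 and 44 with log-normalization. With the named genes kept and at resolution 1.2, 104 and 92 of the 168 luminal progenitor-like cells and 28 and 27 of the 48 Eln+-like fibroblasts of P0 lay in clusters without a name. Ratios of the luminal-like class and of cluster 3 therefore have no value where their cells were named skin-like, and those of the other 2 classes rest on fewer of their cells.

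The 22 MECs of E13.5, 31 of E14.5 and 19 basal-like cells of P0 limit every level measured in them.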

Differences from the paper's values

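At E15.5, 65 cells were basal-like, against the paper's 98. Of the alternatives set before the data were examined, a mitochondrial maximum of 10% (106 cells), the named genes kept in the clustering (67), resolution 0.4 (82) and no cell cycle regression (85) gave values within 1.5 times the paper's. A UMI minimum of 3000 (65), resolution 1.2 (62), log-normalization (64) and removal of Scrublet doublets (65) did not. The classes were rebuilt from the counts and named by markers, so any difference between classes below may come from this naming.

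With the paper's limits on UMIs and mitochondrial UMIs, the cells kept at E13.5, E14.5, E15.5 and P0 were 235, 76, 816 and 503, against the paper's 228, 59, 740 and 409. Each is within 1.5 times the paper's number, and no alternative gave the paper's number.

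The paper uses the second component as a measure of embryonic age. Here 8.11% of its variance lay between stages, against 93.9% for the first component. These shares ignore the order of stages. The first component set P0 apart (23.22 to 32.15) but was lower at E14.5 (-13.04) than at E13.5 (-9.44). The second was -9.73 at E13.5, -8.89 at E14.5 and -5.46 to 15.96 in the named E15.5 classes. It was -18.74 in E15.5 proliferative-like cells, a class that Fig. 1F of the paper does not list, and -12.05 to 1.10 at P0. Neither component followed age throughout. With at most 22 cells per class the second component's share was 75.3%, and with genes matched by symbol 47.6%.

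The paper describes Ptp4a1 as specific to the basal-like cluster. It was higher than in luminal-like cells, but lower in basal-like than in hybrid-like cells (log2 ratio -0.38). Msx1 is among the genes the paper gives as enriched in basal-like cells, and it was not apart from luminal-like cells (1.16 on the log2 scale, 11 and 9 UMIs). It was called higher with a mitochondrial maximum of 10% (1.64), with the named genes kept (1.39) and with every cell thinned to 5000 UMIs (3.35).

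Among genes the paper describes as lost before birth, 4 of 5 fell from E13.5 MECs to E15.5 basal-like cells, and Ndnf was not apart (log2 ratio 0.07). With a mitochondrial maximum of 10%, Ndnf was called higher at E13.5 (0.40). From E15.5 to P0 basal-like cells, 4 of 5 fell, and Msx1, with 11 and 0 UMIs, was not apart.

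The paper describes Fam60a as transiently raised at E15.5. By identifier, its log2 ratio in E15.5 basal-like cells was -0.26 over E13.5 and 0.04 over E14.5 MECs, neither apart. With genes matched by symbol, a setting from before the data were examined, it was called higher (4.02 and 5.17).

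For genes the paper describes as rising step by step towards P0 basal cells, the first step, from E13.5 MECs to E15.5 basal-like cells, was higher for 1 of 11 genes (Col4a1), lower for 1 (Myl9) and not apart for 3, and 6 had too few UMIs. All 11 were higher in P0 than in E15.5 basal-like cells. The paper describes Krt5 and Krt14 as repressed along the luminal trajectory. Both were higher in E15.5 luminal-like cells than in E13.5 MECs (log2 ratios of E13.5 over E15.5 -0.58 and -0.60), and lower in P0 luminal progenitor-like cells.

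The paper places Notch receptors in luminal-like cells. Of 3 receptors, Notch3 was higher in luminal-like than in basal-like cells, Notch2 was not apart (log2 ratio 0.18) and Notch1 was lower (-0.76). For signals the paper describes as emerging at P0, 3 of 4 genes were higher in P0 than in E15.5 MECs, and Egfr was lower (-0.82). Egfr was not apart with every cell thinned to 5000 UMIs (-0.13) or with log-normalization (-0.34), and no setting called it higher. The paper reports the TGFβ3-TGFβR3 pair for basal-like cells only. Tgfbr3 was not apart between basal-like and luminal-like cells (0.22), and it was called higher in basal-like cells after removal of Scrublet doublets (0.37) and without cell cycle regression (0.36).

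The paper lists 6 structural and matrix genes as high in Col15a1+ fibroblasts. All 6 were higher than in Pi16+-like fibroblasts. Against Eln+-like fibroblasts, 2 were higher, Sdc1 was not apart (log2 ratio 0.89), and Col4a1, Col4a2 and Sparcl1 were lower (-0.44, -0.51 and -1.27). The last 3 were called higher with the named genes kept (2.81, 3.01 and 2.10) and at resolution 1.2 (2.26, 1.83 and 1.23). Sdc1 was called higher with a UMI minimum of 3000 (1.25), and also (1.35) when a P0 fibroblast cluster led by Plet1 and Epcam was left out, an alternative chosen after seeing the values.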

Other observations

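The tests of Ptp4a1 at E15.5, of Igf2, of the 6 renamed genes and of doublets and RNA from other cells among hybrid-like cells were chosen only after the result was seen. The tests of the 9 genes together, of genes at least 8-fold higher at E15.5 and of the heat shock genes were written before, but the limit used to judge the second, an exact interval above that of all expressed genes, was chosen after.

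In the heatmaps of Fig. EV2A,B, 9 of the gene symbols printed beside pattern 3 of either trajectory, for genes at E15.5 alone or at every stage but E15.5, were examined. A symbol missing from a list cannot explain the whole pattern, since 6 of the 9 symbols are missing from a list and the other 3, Cldn4, Lmo1 and Ptp4a1, are in every list. Cldn4 had 983, 516, 1256 and 1164 CPM in MECs of E13.5, E14.5, E15.5 and P0, so by level it was not at E15.5 alone, and Lmo1 had 53.9, 25.4, 94.8 and 7.56. No other explanation was tested for these 2 genes. For the 6 missing symbols (Fam60a, Tmem57, Ro60, Khdc4, Tut4 and Tut7), levels by identifier differed by at most 1.58-fold between E15.5 and E13.5 or E14.5 MECs. A symbol missing from a list may therefore account for the place of these 6 genes. How the authors matched genes between stages was not tested, and a biological change in the 6 genes between E15.5 and P0 stays open as untested.

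Ptp4a1 was high at E15.5 in every tissue measured. Its lowest level there was 139 CPM, and its highest at any other stage was 16.9 CPM with both of its identifiers summed. An overlapping gene model in the lists of the other stages may be the source of this pattern. A level raised in MECs alone is argued against by the mesenchyme-like and skin-like cells. A rise of Ptp4a1 in all tissues at E15.5 stays open as untested, since the stage cannot be told apart from its library.

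Among genes with the same identifier in every list, 1 gene was at least 8-fold higher at E15.5 in both MECs and mesenchyme-like cells, Ptp4a1, and it overlaps a gene model listed at the other stages only. This share, 100.0% of 1 gene (2.50 to 100.0), compares with 0.408% of all 3189 expressed genes (0.217 to 0.696), so an overlapping model in the lists of the other stages may account for it, although it rests on a single gene. At the 4-fold limit, AC160336.1 joined it, with 802 CPM in E15.5 MECs against 43.1 at E13.5 and 101 at E14.5. AC160336.1 overlaps no such model in GENCODE M21, which leaves 50.0% of 2 genes (1.26 to 98.7). A model absent from that reference would not be seen. AC160336.1 was named after its values were seen, and no explanation for it was tested.

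Igf2 in mesenchyme-like cells was lower at E15.5 than at E13.5, and at P0 it was 56.3-fold above E15.5. It was lower at E15.5 than at each other stage in MECs too (7.80 CPM, against 83.5, 85.7 and 30.3). Gm49394, listed at E15.5 only, covers 62.8% of its exon bases and had 0 UMIs. This may be an effect of the E15.5 gene list. A fall of Igf2 at E15.5 that is made up by P0 stays open as untested.

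The 5 heat shock genes of Fig. EV2B pattern 7 were higher at E15.5 than at E13.5 and P0 in MECs and, in 10 of 10 ratios, in mesenchyme-like cells. Against E13.5, the median log2 ratio was 2.00 in MECs and 1.03 in mesenchyme-like cells, and against P0 2.32 and 2.30. A response of the whole library, such as to handling of the tissue, cannot be told apart from a change with stage, because the direction was shared but the size was alike against 1 of 2 stages, and each stage has 1 library.

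Hybrid-like cells of E15.5 had UMIs of both basal and luminal genes. Their median was 22200 UMIs, below those of basal-like (23799) and luminal-like cells (27263), whereas doublets of these cells would hold more. This argues against doublets as the source of the class as a whole. With cells thinned to 5000 UMIs, Krt8 and Krt5 were found together in 75.0% of hybrid-like cells (69.1 to 80.3), and in 1.35% of dermal (0.0342 to 7.30) and 1.18% of sub-epithelial mesenchyme-like cells (0.0298 to 6.38) of the same library. This argues against RNA from other cells that reaches every droplet. The comparison left out the unnamed mesenchyme-like cluster of 55 cells, whose leading genes include Krtdap, Sfn and Krt14, and the proliferative-like one. Skin cells within cluster 1, which has 3 skin markers among its 10 leading genes, and a biological mixed state stay open as untested.

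The luminal-like class of E15.5 and P0 cluster 3 depend on the clustering for their place among MECs. The cluster that held 93 of the 95 luminal-like cells had a mean log2 fold of 0.98 for mammary and -0.12 for skin markers, and when it joined 20 skin-like cells at resolution 0.4 the values were 0.81 and 3.32. Krt8 had 1494 CPM in luminal-like and 95.8 in skin-like cells, and Krt18 784 and 89.4. The P0 cluster that holds cluster 3 had a higher mean for skin markers (1.18) than for mammary markers (0.79), and it kept the mammary name because 2 skin markers were detected where 3 are needed. Where 3 were detected, with a UMI minimum of 3000 or log-normalization, it was named skin-like. The P0 luminal progenitor-like cluster had a skin mean of 1.17 and a mammary mean of 1.92. The skin mean by itself therefore does not set cluster 3 apart from luminal progenitor-like cells. Whether skin cells make up part of the E15.5 luminal-like class or of cluster 3 was not tested further, since the clusters were made and named from these data. A skin or a mammary origin stays open for both.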
